# Loss of Ambra1 promotes melanoma growth and invasion

**DOI:** 10.1038/s41467-021-22772-2

**Published:** 2021-05-05

**Authors:** Luca Di Leo, Valérie Bodemeyer, Francesca M. Bosisio, Giuseppina Claps, Marco Carretta, Salvatore Rizza, Fiorella Faienza, Alex Frias, Shawez Khan, Matteo Bordi, Maria P. Pacheco, Julie Di Martino, Jose J. Bravo-Cordero, Colin J. Daniel, Rosalie C. Sears, Marco Donia, Daniel H. Madsen, Per Guldberg, Giuseppe Filomeni, Thomas Sauter, Caroline Robert, Daniela De Zio, Francesco Cecconi

**Keywords:** Melanoma, Focal adhesion, Cell invasion

## Abstract

Melanoma is the deadliest skin cancer. Despite improvements in the understanding of the molecular mechanisms underlying melanoma biology and in defining new curative strategies, the therapeutic needs for this disease have not yet been fulfilled. Herein, we provide evidence that the Activating Molecule in Beclin-1-Regulated Autophagy (Ambra1) contributes to melanoma development. Indeed, we show that *Ambra1* deficiency confers accelerated tumor growth and decreased overall survival in *Braf/Pten*-mutated mouse models of melanoma. Also, we demonstrate that *Ambra1* deletion promotes melanoma aggressiveness and metastasis by increasing cell motility/invasion and activating an EMT-like process. Moreover, we show that *Ambra1* deficiency in melanoma impacts extracellular matrix remodeling and induces hyperactivation of the focal adhesion kinase 1 (FAK1) signaling, whose inhibition is able to reduce cell invasion and melanoma growth. Overall, our findings identify a function for AMBRA1 as tumor suppressor in melanoma, proposing FAK1 inhibition as a therapeutic strategy for AMBRA1 low-expressing melanoma.

## Abstract (web summary)

The absence of scaffold protein Ambra1 leads to hyperproliferation and growth in mouse models. Here the authors show that Ambra1 deficiency accelerates melanoma growth and increases metastasis in mouse models of melanoma through FAK1 hyperactivation.

## Introduction

Melanoma is the most aggressive and deadly type of skin cancer. If not diagnosed early, melanoma becomes highly metastatic. Despite its heterogeneity, which is largely due to its high mutational burden, alterations of key genes of the mitogen-activated protein pinase (MAPK) and the phosphatidylinositol-3-kinase/AKT serine/threonine kinase 1 (PI3K/AKT) pathways have been identified as hallmarks of melanoma and have contributed to improve patient stratification^1,2^. Among these genes, v-raf murine sarcoma viral oncogene homolog (*BRAF*) mutations (e.g., the V600E substitution) are the most frequent and reported in >50% of patients with melanoma^3^. Additionally, further genetic modifications may alternatively or concomitantly affect other players of the MAPK and PI3K/AKT pathway, such as neuroblastoma RAS viral oncogene homolog (*NRAS*), Neurofibromin 1 (*NF1*) and phosphatase and tensin homolog (*PTEN*)^3^.

In recent years, efforts to understand the molecular mechanisms underlying melanoma ontogenesis and progression, as well as develop new therapeutic approaches, have been intensified^4–6^. Treatment of advanced melanoma has been improved considerably with the use of (i) targeted therapy, designed to target the most common oncogenic mutations (e.g., BRAF/MEK inhibitors); and (ii) immunotherapy, which aims at stimulating the anti-tumor immune response mainly by T-cell reactivation (e.g., immune checkpoint inhibitors)^4,5^. Despite these efforts, melanoma treatment remains challenging because of the strong metastatic propensity and the acquisition of resistance to therapy, which are distinctive features of this disease.

Ambra1 is a multifunctional scaffold protein whose functional deficiency induces neuroepithelial hyperplasia associated with autophagy impairment in mouse embryos^7,8^. Indeed, AMBRA1 is considered as a pro-autophagic protein, since it facilitates autophagy initiation by regulating Beclin1 and Unc-51 like autophagy activating kinase (ULK1) activity^7–9^. Furthermore, due to the great flexibility of its structure, which explains its ability to interact with many molecular partners, AMBRA1 can regulate a plethora of biological processes, spanning from apoptosis to cell proliferation^10^. Importantly, Ambra1 has been proposed to act as tumor suppressor, since *Ambra1* absence and haploinsufficiency, respectively, lead to cellular hyperproliferation and onset of spontaneous tumors in animal models^11^. In particular, we discovered that AMBRA1 controls cell proliferation and cell cycle progression by regulating c-Myc stability through its interaction with the protein phosphatase 2A (PP2A)^11^ and, more recently, also the Cyclin D1 stability by interacting with the E3 ligase DDB1/Cullin4^12^.

Recently, it was reported that concomitant loss of AMBRA1 and Loricrin (a major component of cornified cells) expression in the peritumoral epidermis represents a prognostic biomarker for early-stage melanoma and high-risk tumor subsets, independently from tumor invasion depth^13,14^. Although this can argue for AMBRA1 being prognostic of melanoma outcome, a direct role of AMBRA1 in this disease has not yet been investigated. Indeed, AMBRA1 expression levels in the tumor tissue have not yet been associated with any stage/feature of melanoma.

Here, by applying the preclinical *Braf*^*V600E*^/*Pten*-deleted mouse model of melanoma^15^ combined with the conditional knock-out of *Ambra1*^16^, we provide evidence that *Ambra1* impacts on melanoma development. In particular, we show that the absence of *Ambra1* promotes the formation of melanocytic nevi and accelerates melanoma growth, eventually enhancing metastatic potential.

## Results

### *Ambra1* deficiency promotes melanoma development in *Braf*^*V600E/+*^*;Pten*^*−/−*^ mice

To assess the role of *Ambra1* in *Braf/Pten*-driven melanoma, *Ambra1*^*flox/flox*^ mice^16^ were crossed with mice carrying *Braf*^*V600E*^ mutation and *Pten* deletion (*Braf*^*V600E/+*^*;Pten*^*flox/flox*^)^15^, a genetic combination that induces melanoma with 100% penetrance in mice^17,18^. In this genetically engineered mouse model (GEMM), melanocyte-specific Cre recombination is controlled by the tyrosinase promoter (*Tyr::CreER*^*T2/+*^) and occurs only upon 4-hydroxytamoxifen (4-OHT) administration. Three-week-old *Tyr::CreER*^*T2/+*^*;Braf*^*V600E/+*^*;Pten*^*−/−*^*;Ambra1*^*+/+*^ (*BPA*^*+/+*^), *Tyr::CreER*^*T2/+*^*;Braf*^*V600E/+*^*;Pten*^*−/−*^*;Ambra1*^*+/−*^ (*BPA*^*+/−*^) and *Tyr::CreER*^*T2/+*^*;Braf*^*V600E/+*^*;Pten*^*−/−*^*;Ambra1*^*−/−*^ (*BPA*^*−/−*^) mice were locally treated with 4-OHT on the skin of the lower back to initiate melanoma (Supplementary Figs. 1a and 2a). Noticeably, *BPA*^*−/−*^ mice developed larger tumors (Fig. 1a, b) with a higher growth rate (Fig. 1c) than *BPA*^*+/+*^ mice. The median survival of *BPA*^*−/−*^ mice also significantly decreased from 56 to 42 days (Fig. 1d). However, the morphology of these tumors did not differ in terms of myxoid, S100^+^ and pigmented cells (Supplementary Fig. 2b, c). Notably, we observed an *Ambra1* dose-dependent impact on melanoma development, as showed by tumor growth and median survival of *Ambra1* heterozygous (*BPA*^*+/−*^) mice (Fig. 1a, c, d). Nevertheless, as the complete depletion of *Ambra1* resulted in stronger effects, *BPA*^*+/−*^ tumors were excluded from further analyses.

**Fig. 1:**
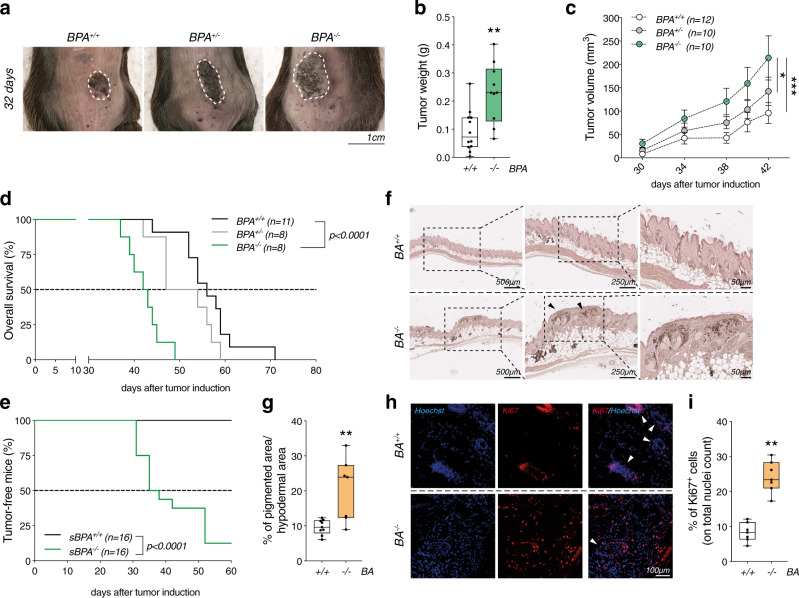
*Ambra1* deletion promotes melanoma development in *Braf*^*V600E/+*^*;Pten*^*−/−*^ mice. **a** Representative pictures of tumors from *BPA*^*+/+*^, *BPA*^*+/−*^ and *BPA*^*−/−*^ mice at 32 days after treatment. **b** Weight of *BPA*^*+/+*^ (*n* = 12) and *BPA*^*−/−*^ (*n* = 10) tumors at endpoint (42 days) (**p = 0.0053, two-tailed unpaired *t*-test, *BPA*^*−/−*^ vs. BPA^*+/+*^). **c** Kinetics of tumor growth in *BPA*^*+/+*^ (*n* = 12), *BPA*^*+/−*^ (*n* = 10) and *BPA*^*−/−*^ (*n* = 10) mice. Each data point corresponds to the average tumor volume ± SEM for each experimental group (*p = 0.0128; ***p = 0.001, one-way ANOVA). **d** Kaplan–Meier overall survival curves of *BPA*^*+/+*^ (*n* = 11), *BPA*^*+/−*^ (*n* = 8) and *BPA*^*−/−*^ (*n* = 8) mice (*p* < *0.0001*, Two-sided log-rank test, *BPA*^*−/−*^ vs. *BPA*^*+/+*^) and **e** of mice subcutaneously injected with 2×10^6^ *BPA*^*+/+*^- (*sBPA*^*+/+*^; *n* = 16) or *BPA*^*−/−*^- (*sBPA*^*−/−*^; *n* = 16) tumor-derived cells. Tumors appearance was monitored for 60 days (*p* < *0.0001*, Two-sided log-rank test, *sBPA*^*−/−*^ vs. *sBPA*^*+/+*^). **f** Areas of hyperplasia (black arrows) and of pigmentation in skin sections of *BA*^*+/+*^ (*n* = 9) and *BA*^*−/−*^ (*n* = 7) mice are shown and **g** quantified. Each data point represents one mouse and corresponds to the average percentage ± SEM of the pigmented area (at least four regions analyzed for each mouse) (**p = 0.0033, two-tailed unpaired *t*-test, *BA*^*−/−*^ vs*. BA*^*+/+*^). **h** Representative images of Ki67 immunostaining (red) in skin sections of *BA*^*+/+*^ (*n* = 7) and *BA*^*−/−*^ (*n* = 7) mice. Nuclei are shown in blue (Hoechst). White arrows indicate hair bulbs. **i** Quantification of the signal shown in **h**. Each data point represents one mouse and corresponds to the average ratio ± SEM of Ki67^+^ cells on the nuclei count (at least three fields analyzed for each mouse) (**p = 0.006, two-tailed unpaired *t*-test, *BA*^*−/−*^ vs. *BA*^*+/+*^). Box-and-whisker plots shown in (**b**, **g**, **i**) represent values from minimum to maximum. Top and bottom whiskers denote upper (Q_3_) and lower (Q_1_) quartiles, respectively. Boxes refer to interquartile ranges. Medians are denoted as horizontal line in the middle of the boxes.

Additionally, the faster kinetics of growth was confirmed in a syngeneic mouse model, in which mice were subcutaneously injected with two different amounts of cells derived from *BPA*^*+/+*^ (*sBPA*^*+/+*^) and *BPA*^*−/−*^ (*sBPA*^*−/−*^) tumors and followed up for 60 days (Fig. 1e) and 120 days (Supplementary Fig. 2d). In this timeframe, 87.5% and 80% of *sBPA*^*−/−*^ mice developed tumors, respectively, whereas no tumors were observed in *sBPA*^*+/+*^ mice.

To test whether the loss of *Ambra1* was sufficient to lead to melanoma formation in *Braf*^*V600E*^-mutated melanocytes^18^, *Tyr::CreER*^*T2/+*^*;Braf*^*V600E/+*^*;Ambra1*^*+/+*^ (*BA*^*+/+*^) and *Tyr::CreER*^*T2/+*^*;Braf*^*V600E/+*^*;Ambra1*^*−/−*^ (*BA*^*−/−*^) mice were treated with 4-OHT on the dorsal skin at postnatal days 1, 3, and 5 (Supplementary Fig. 1b). Thirteen weeks after 4-OHT induction, skin sections from *BA*^*−/−*^ mice displayed a significant increase in pigmentation (melanocytic nevi) and hyperplastic regions at higher magnification (Fig. 1f, g). These phenotypes were associated with a marked increase in Ki67 immunostaining, suggesting that *BA*^*−/−*^ melanocytes proliferated more than *BA*^*+/+*^ counterparts (Fig. 1h, i). Ki67^+^ cells were mainly located at the highly pigmented areas in *BA*^*−/−*^ skin sections, whereas Ki67 positivity was mostly detected at the hair bulbs of *BA*^*+/+*^ mice (Supplementary Fig. 2e). Considering the role of Ambra1 on c-Myc degradation via interaction with PP2A^11^ and its newly discovered function in controlling cell cycle progression by regulating Cyclin D1 stability^12^, we sought to investigate whether the hyperproliferation observed in *Braf*-mutated melanocytes in the absence of *Ambra1* could be related to c-Myc and Cyclin D1 regulation. Interestingly, *Ambra1*-deficient nevi displayed a significant increase in Cyclin D1 levels, and a slight not significant upregulation of phosphorylated c-Myc (p-c-Myc-S62) (Supplementary Fig. 2f–h). *BA*^*+/+*^ and *BA*^*−/−*^ mice were observed over a long period of time (up to 350 days) to monitor for melanoma onset. Tumor penetrance was low in *BA*^*−/−*^ mice (12.5%) (Supplementary Fig. 2k, Supplementary Table 1), and no tumors were observed in *BA*^*+/+*^ mice (Supplementary Table 1).

These results suggest that *Ambra1* deficiency promotes melanoma growth in a *Braf*^*V600E/+*^;*Pten*^*−/−*^ genetic background. Also, it affects pigmentation and induces hyperplasia in the skin in combination with the *Braf*^*V600E*^ mutation alone.

### *Ambra1* deficiency affects proliferation in *Braf*^*V600E/+*^*;Pten*^*−/−*^ mice

Despite the faster growth kinetics of *Ambra1*-deficient tumors, the proliferation rate of *BPA*^*−/−*^ mice analyzed at the final endpoint (i.e., after 42 days, when maximum tolerated tumor size was reached) appeared slightly, but significantly, decreased (Fig. 2a, b). The relative amount of Ki67^+^ cells in *Ambra1*-deficient tumors was, indeed, reduced if compared to their *wild-type* counterparts at the same time point (42 days) (Fig. 2a, b). To assess whether this seemingly reduced cell proliferation was due to increased cell death, we performed TUNEL assays and western blot (WB) analyses of the apoptotic marker Casp3 in *BPA*^*+/+*^ and *BPA*^*−/−*^ tumor sections and extracts. No significant difference between the two genotypes was observed (Supplementary Fig. 2l, m), except for a lower number of total nuclei present in *BPA*^*−/−*^ tumors (Supplementary Fig. 2n), which was in line with the reduced proliferation rate. However, when Ki67 analysis was performed in *BPA*^*+/+*^ and *BPA*^*−/−*^ tumors of same size (e.g., Breslow thickness)—either after tumor appearance (≤2 mm), or when tumors reached maximum allowed size (≥ 4 mm)—we did not observe any significant difference between the two groups (Fig. 2c, d), suggesting that *BPA*^*+/+*^ and *BPA*^*−/−*^ tumors actually showed similar proliferation rates. Nevertheless, it should be noted that, independently on the genotype, bigger tumors (i.e., ≥4 mm) were characterized by an overall reduction of proliferation rate than smaller tumors (≤2 mm) (Fig. 2c, d). These results clearly indicate that the number of proliferating melanoma cells do not change if normalized on tumor size. Therefore, the larger volume of *BPA*^*−/−*^ tumors (Fig. 1c) can be only ascribed to a proliferative advantage conferred by the loss of *Ambra1*, that allows them to reach the maximum size in a shorter timeframe. In support to this hypothesis, we observed that *BPA*^*−/−*^ tumors showed increased c-Myc phosphorylation and Cyclin D1 levels (Fig. 2e–g). This additional evidence is in agreement with results provided elsewhere^11,12^, and indicates that loss of *Ambra1* likely promotes melanoma growth by increasing cell proliferation.

**Fig. 2:**
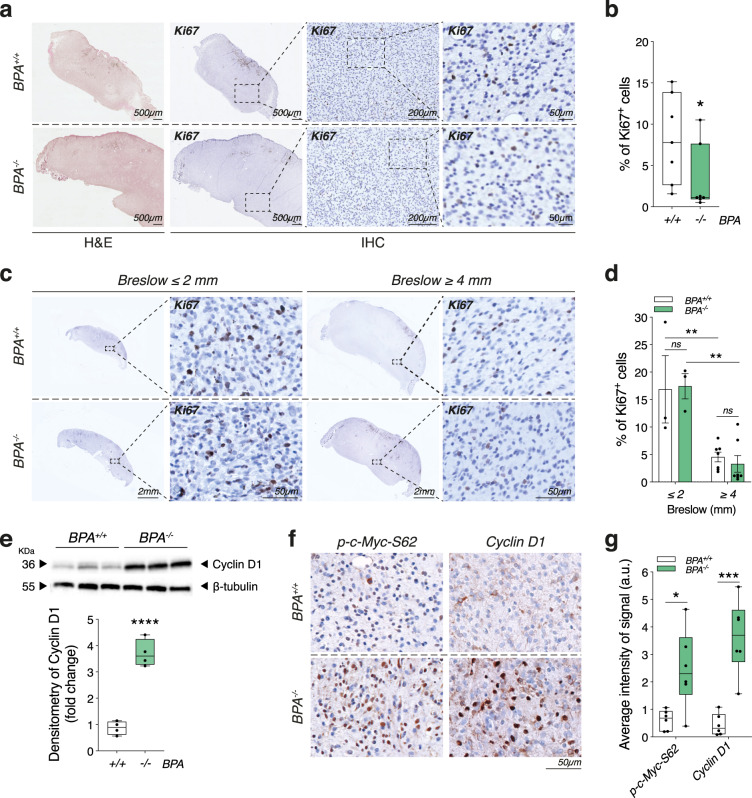
Cell proliferation upon *Ambra1* deletion. **a** Representative IHC staining of Ki67 on FFPE-tumor sections of *BPA*^*+/+*^ (*n* = 7) and *BPA*^*−/−*^ (*n* = 7) mice. **b** Quantification of the Ki67^+^ cells shown in **a**. Each data point represents one mouse and corresponds to the average ratio ±  SEM of Ki67^+^ cells on nuclei count (at least three sections analyzed for each mouse) (*p = 0.0262, two-tailed unpaired *t*-test, *BPA*^*−/−*^ vs. *BPA*^*+/+*^). **c** Representative IHC staining of Ki67 on tumors collected at Breslow ≤2 mm (average = 1.79 ± 0.28 mm; *BPA*^*+/+*^ *n* = 3, *BPA*^*−/−*^ *n* = 3) and ≥4 mm (average = 4.24 ± 0.69 mm; *BPA*^*+/+*^ *n* = 7, *BPA*^*−/−*^ *n* = 7). **d** Quantification of Ki67^+^ cells shown in **c**. Each data point represents one mouse and corresponds to the average ratio ±  SEM of Ki67^+^ cells on nuclei count for each mouse (**p = 0.0045 *BPA*^*+/+*^ ≥ 4 mm vs. *BPA*^*+/+*^ ≤ 2 mm; **p = 0.0015 *BPA*^*−/−*^ ≥ 4 mm vs. *BPA*^*−/−*^ ≤ 2 mm, two-way ANOVA). **e** Representative WB analysis and quantification (box plot) of Cyclin D1 in *BPA*^*+/+*^ (*n* = 4) and *BPA*^*−/−*^ (*n* = 4) bulk tumor lysates. ß-tubulin was used as loading control (****p < 0.0001, two-tailed unpaired *t*-test, *BPA*^*−/−*^ vs. *BPA*^*+/+)*^. **f** Representative IHC staining of Cyclin D1 and p-c-Myc-S62 in FFPE-tumor sections of *BPA*^*+/+*^ (*n* = 6) and *BPA*^*−/−*^ (*n* = 6) mice. **g** Quantification of Cyclin D1 and p-c-Myc-S62 signals shown in **f** (*p = 0.0117; ***p = 0.0002, two-tailed unpaired *t*-test, *BPA*^*−/−*^ vs*. BPA*^*+/+*^). Box-and-whisker plots shown in **b**, **e**, **g** represent values from minimum to maximum. Top and bottom whiskers denote upper (Q_3_) and lower (Q_1_) quartiles, respectively. Boxes refer to interquartile ranges. Medians are denoted as horizontal line in the middle of the boxes.

### *Ambra1* deficiency promotes an invasive phenotype in *Braf*^*V600E/+*^;*Pten*^*−/−*^ mice

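Melanomas of 3 BPA−/− and 3 BPA+/+ mice were sequenced as 1 library per tumor. Each library came from a different C57Bl/6N mouse (C57BL/6 in the sample labels) of 1 litter. In these mice Tyr::CreERT2 recombines Braf, Pten and, in BPA−/− mice, Ambra1 in melanocytes once 4-hydroxytamoxifen (4-OHT) reaches the skin at 3 weeks of age. The paper dates the tumors to 42 days after treatment and the sample labels to 40 days. It reports heavier tumors in BPA−/− mice at 42 days (Fig. 1b), so tumor size may go with genotype here and was not tested. Ambra1, the gene targeted in these mice, encodes a scaffold protein of autophagy and of ubiquitin ligase complexes. It lies on chromosome 2 of GRCm38 from 91730134 to 91918849. Its counts were 1043, 1179 and 1085 in the libraries labelled BPA−/− and 853, 695 and 843 in those labelled BPA+/+. Scaled to depth by TMM, Ambra1 stood at 58.2 ± 8.40 CPM, the count relative to the library's total, in the libraries labelled BPA−/− (SD, n = 3). In those labelled BPA+/+ it stood at 38.9 ± 1.91 CPM (SD, n = 3). This is a log2 fold change of 0.58 (standard error 0.14, adjusted p = 0.0188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which goes against the labels. The call ended after a correction for GC content (log2 fold change 0.26, standard error 0.12, adjusted p = 0.135 from the edgeR test), and the edgeR test also gave an adjusted p of 0.0819 without BPA−/− replicate 2, 0.0756 without BPA−/− replicate 3, 0.0575 without BPA+/+ replicate 2 and 0.0594 without BPA+/+ replicate 3. The log2 fold change was 0.44 without BPA−/− replicate 2 and 0.54 without each of the others. A fit without 1 library has less power, so a lost call can come from that as well as from the library. The count covers the whole gene, so exons that the allele keeps and cells other than melanocytes add to it, and no counts per exon were used here. In the paper's blots of bulk tumors Ambra1 protein is lower in BPA−/− (Fig. 3j). Its RT-qPCR of bulk tumors gives lower Cdh1 and higher Cdh2, Zeb1, Snai1, Vim and Fn1 (Fig. 3i). The fold changes of these 6 genes ran the same way in the sequenced libraries as labelled, those of Cdh2 and Vim without passing edgeR's test. None of this settles the labels of these libraries. Directions are therefore given for the libraries labelled BPA−/− against those labelled BPA+/+. The authors trimmed paired-end reads of 76 bp with cutadapt, aligned them to mm10 with STAR and counted them per gene with featureCounts. The strand setting of the counting is not given in the sources used here. Total counts were 20126976, 18161529 and 18628641 in the libraries labelled BPA−/− and 21349502, 18555887 and 21892289 in those labelled BPA+/+. Of 25643 gene symbols with a count, 15922 passed edgeR's filter on low counts and were tested. In a simulation of this comparison on 15846 genes, the test recovered 13% of 100 genes changed by 2-fold and 68% of 100 genes changed by 4-fold, with 4 false calls. Only 200 genes changed in the simulation, whereas edgeR called 3294 genes higher and 3080 lower in the real libraries with no minimum fold. The adjustment is stricter where few genes change, so these shares may understate the recovery in the real libraries. The test, its alternatives and the gene lists were fixed before the data were examined. By then the first 1997 genes of the study's own table of comparisons had been seen, and the gene names of its upregulated processes. Both come from these libraries, so the choice of lists is not independent of them. The first principal component took 73.2% of the variance, with scores of −33.6, −112.8 and −72.1 in the libraries labelled BPA−/− and 72, 63.6 and 82.9 in those labelled BPA+/+. Keratin genes, whose main source in skin is the epidermis and hair, held 0.590% ± 0.416 of counts (SD, n = 3) in the libraries labelled BPA−/− and 2.72% ± 1.17 (SD, n = 3) in those labelled BPA+/+. By the sample labels, the upper skin of each tumor piece was taken off before RNA extraction. With the mean level of keratinocyte genes as a covariate, edgeR called 0 genes higher and 0 lower, with 641 genes at an unadjusted p under 0.05. That mean separates the genotypes in all 6 libraries, so the fit has little information left on genotype. The loss of calls under this covariate applies to every gene and to the count of each list.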

Next, to gain further insights into the processes affected by *Ambra1* deficiency, we performed RNA sequencing of *BPA*^*+/+*^ and *BPA*^*−/−*^ tumors at the 42-day endpoint. Gene ontology analysis revealed that a number of processes, namely extracellular matrix organization (ECM), integrin signaling, nervous system development and focal adhesion genes were significantly upregulated in *BPA*^*−/−*^ tumors, as confirmed by various ontology libraries (*p* < 0.01) (Fig. 3a; Supplementary Fig. 3a–d and Supplementary Data 1). 

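Genes of the matrix between collagen fibers were mostly higher in the libraries labelled BPA−/−, and integrin subunits moved both ways. The Ambra1 count of these libraries goes against that label, though a count over the whole gene does not settle it. Of 31 tested genes of matrix glycoproteins and proteoglycans, 19 were higher and none was lower at an adjusted p under 0.05 from edgeR (19 higher when adjusted over the list alone). Vcan encodes the large proteoglycan versican and lies on chromosome 13 of GRCm38 from 89655312 to 89742509. It rose from 212 ± 49.0 to 715 ± 129 CPM (SD, n = 3 each), a log2 fold change of 1.75 (standard error 0.23, adjusted p = 0.00643 from edgeR's quasi-likelihood test). Mfap2 and Mfap5, proteins of the microfibrils of elastic fibers, rose by 2.79 (standard error 0.36) and 1.71 (standard error 0.20) on the log2 scale. Matn2, an adaptor of matrix networks, rose by 1.64 (standard error 0.22). The list moved upward against the other genes with a median log2 fold change of 1.17 (adjusted p = 4.38e-08 from limma's camera at a preset correlation of 0.01). With the correlation between genes estimated from the data, its call was lost (adjusted p = 0.534 with an estimated correlation). All 22 lists that passed at the preset correlation lost their call in this form, so such a loss does not set a list apart from the others. Of 25 integrin subunits, the receptors that tie cells to the matrix, 10 were higher and 4 lower by edgeR (10 and 5 when adjusted over the list alone). Itga5, a subunit of the fibronectin receptor, rose (log2 fold change 1.35, standard error 0.27, adjusted p = 0.0122 from edgeR). Itga6, a subunit of laminin receptors that bind epithelium to its basement membrane, fell by 0.84 on the log2 scale (standard error 0.15, adjusted p = 0.00944 from edgeR). Itgb8, which pairs with the alpha v subunit to bind latent TGF-beta, fell by 1.33 on the log2 scale (standard error 0.26). The other subunits that fell were Itgb6 of epithelia and Itgae of lymphocytes within epithelia, both named after their values were seen. As a list the integrins did not pass (adjusted p = 0.271 from limma's camera). The matrix list had 12 genes higher without BPA−/− replicate 2 and 12 without BPA−/− replicate 3, and the integrins had 2 higher and 2 lower without BPA−/− replicate 2, 1 and 3 without BPA−/− replicate 3, and 3 and 4 without BPA+/+ replicate 3. After the correction for GC content Itga5 had a log2 fold change of 0.79 (adjusted p = 0.0511 from edgeR), and Itgb6 without BPA−/− replicate 2 (0.0509) and Itgae without BPA−/− replicate 2 (0.0572), BPA−/− replicate 3 (0.0833), BPA+/+ replicate 1 (0.0533) and BPA+/+ replicate 2 (0.0776) had an adjusted p from edgeR above the threshold.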

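Genes that steer growing axons moved in both directions in the libraries labelled BPA−/−, and genes of the protocadherin beta cluster were higher as a list. That label is not borne out by the Ambra1 count, which covers the whole gene and does not settle the label. Of 61 tested ligands and receptors of axon guidance, 22 were higher and 9 lower at an adjusted p under 0.05 from edgeR (24 and 9 when adjusted over the list alone). Unc5a, a netrin receptor on chromosome 13 of GRCm38 from 54949411 to 55006018, rose from 1.42 ± 0.401 to 6.95 ± 1.98 CPM (SD, n = 3 each). Plxnd1, a semaphorin receptor, rose by 1.69 on the log2 scale (standard error 0.21, adjusted p = 0.00643 from edgeR). The related netrin receptor Unc5b had a log2 fold change of 1.21 (standard error 0.17, adjusted p = 0.00656 from edgeR). The list's median was 0.19, with an adjusted p of 0.0432 from camera. Its call was lost in the other form of the test (adjusted p = 0.534 with an estimated correlation). Of 20 tested genes of the protocadherin beta cluster, which encode cadherin-like proteins of neuronal surfaces, 12 were higher and none was lower by edgeR (16 higher when adjusted over the list alone). Pcdhb10 had a log2 fold change of 2.23 (standard error 0.30, adjusted p = 0.00643 from edgeR). The cluster's median was 1.13 (adjusted p = 0.000177 from camera; adjusted p = 0.534 with an estimated correlation). These genes are near-copies of each other and may share reads, so single members are uncertain. Among the 15837 tested genes with a GC value, the fold changes also went with GC content. The decile of genes with the lowest GC (median 39.6%) had a median log2 fold change of −0.41, and the decile with the highest (median 59.4%) had 0.78. With that trend removed, 15 axon guidance genes were higher and 15 lower (list adjusted p = 0.528 from camera), and Unc5b had a log2 fold change of 0.48 (adjusted p = 0.0766 from edgeR). With the trend left in, the axon guidance list had an adjusted p from camera of 0.151 without BPA−/− replicate 1 and 0.0544 without BPA+/+ replicate 1 and a median of 0.11 without BPA−/− replicate 2 and 0.33 without BPA+/+ replicate 3, and without BPA−/− replicate 2, BPA−/− replicate 3 or BPA+/+ replicate 3, 3 of its genes were lower and 2, 2 and 3 protocadherin genes in that order were higher.

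**Figure D1:**
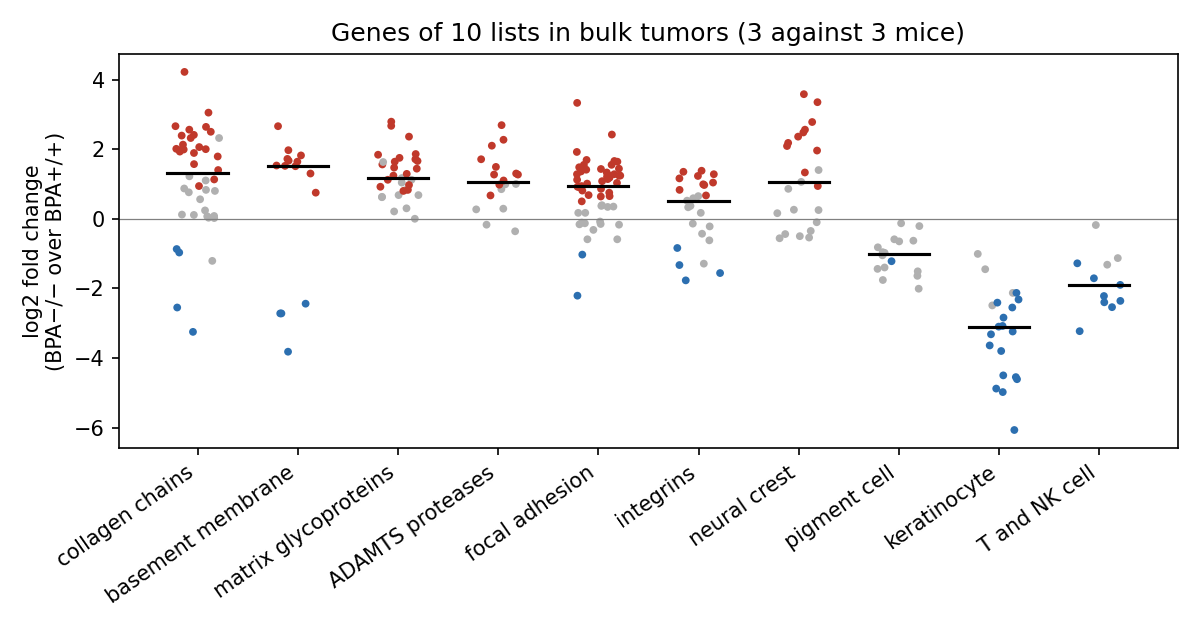
Log2 fold change of each tested gene (vertical axis, libraries labelled BPA−/− over libraries labelled BPA+/+, 3 libraries each) in 10 gene lists (horizontal axis). Red points were higher and blue points lower at an adjusted p under 0.05 from edgeR, grey points were not called, and black bars are list medians, which run from −3.1 in the keratinocyte list to 1.52 in the basement membrane list.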

Gene set enrichment analysis (GSEA) also displayed an enrichment of gene sets related to invasiveness (invasive melanoma signature from Verfaillie et al.^19^), ECM organization (GO:0030198), epithelial-to-mesenchymal transition (EMT) (Hallmark gene set) and assembly of focal adhesions (GO:0005925) in *BPA*^*−/−*^ melanomas (Fig. 3b). 

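As lists, mesenchymal genes were higher and epithelial genes lower in the libraries labelled BPA−/−. By their Ambra1 count these libraries go against the label, though a count over the whole gene does not settle it. Of 22 mesenchymal genes, 10 were higher and none was lower at an adjusted p under 0.05 from edgeR (10 higher when adjusted over the list alone). Of 21 tested epithelial genes, 1 was higher and 12 were lower (2 and 12 when adjusted over the list alone). Zeb1 and Zeb2, repressors of E-cadherin, rose by 1.66 (standard error 0.35, adjusted p = 0.0137 from edgeR) and 1.70 (standard error 0.26, adjusted p = 0.00727 from edgeR) on the log2 scale. Snai1, a further repressor of E-cadherin on chromosome 2 of GRCm38 from 167538195 to 167542814, rose from 5.37 ± 1.10 to 16.5 ± 2.75 CPM (SD, n = 3 each). Cdh1, which encodes E-cadherin, fell from 479 ± 69.2 to 96.1 ± 83.6 CPM (SD, n = 3 each), a log2 fold change of −2.32 (standard error 0.59, adjusted p = 0.0237 from edgeR). The epithelial genes that fell also include Cgn and Ocln of tight junctions, at −3.02 (standard error 0.53) and −2.50 (standard error 0.46). Dsp of desmosomes stood at −2.80 (standard error 0.50). Fn1, which encodes fibronectin, had a log2 fold change of 1.56 (standard error 0.41, adjusted p = 0.0265 from edgeR). Cdh2, which encodes N-cadherin, had a log2 fold change of 0.79 (standard error 0.32, adjusted p = 0.0891 from edgeR) and did not pass. Vim, which encodes vimentin, had 0.58 (standard error 0.23, adjusted p = 0.0798 from edgeR) and did not pass either. The 1 epithelial gene that rose was Krt19, a keratin of simple epithelia named after its value was seen. Its level was low, at 2.01 ± 0.929 against 0.536 ± 0.236 CPM (SD, n = 3 each). Ranked by the signal-to-noise ratio of CPM, the mesenchymal list had a normalized enrichment score of 2.13 and the epithelial list −2.34. Each had an adjusted p of 0.0063 from fgsea with 1000 gene set permutations, the smallest over the lists. By camera the mesenchymal list had a median of 0.78 (adjusted p = 0.000261) and the epithelial list a median of −1.86 (adjusted p = 0.000108). Both calls were lost in the other form (adjusted p = 0.534 with an estimated correlation). Genes of epidermal keratinocytes, which also express Cdh1, Dsp and Cldn1, moved down in the same libraries, with 17 of 21 lower by edgeR (19 when adjusted over the list alone). Their median log2 fold change was −3.1 (adjusted p = 5.19e-10 from camera; adjusted p = 0.534 with an estimated correlation). By edgeR the adjusted p of Cdh1 was 0.0503 without BPA−/− replicate 2, 0.0669 without BPA−/− replicate 3 and 0.0542 without BPA+/+ replicate 3, and that of Fn1 was 0.0611, 0.0768 and 0.0633 without the same libraries and 0.0595 without BPA+/+ replicate 1, whereas Cdh2 and Vim passed without BPA+/+ replicate 2 (0.0181 and 0.0328) and with a sex covariate (0.0305 and 0.0492), and Vim passed after the GC correction (0.0466) and by DESeq2 (0.0431). Without BPA−/− replicate 1 the mesenchymal gene Snai2 was lower and without BPA−/− replicate 3 the epithelial gene Krt18 was higher (adjusted p = 0.0373 and 0.0273 from edgeR), both named after their values were seen, Krt19 did not pass after the GC correction (adjusted p = 0.0708 from edgeR), without BPA−/− replicate 1 (0.0614) or 2 (0.0617), or without BPA+/+ replicate 2 (0.0523) or 3 (0.0699), and 8 keratinocyte genes were lower without BPA−/− replicate 3 and 11 without BPA+/+ replicate 3.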

Prompted by these findings, we evaluated the ECM structure of *BPA*^*+/+*^ and *BPA*^*−/−*^ tumor sections by Picrosirius Red (PR) staining. In general, tumors variably present areas with thick confluent collagen fibers, similar to the normal reticular dermis, areas where the thick collagen fibers were isolated and separated by a thin and fibrillary stroma, and areas with only thin fibrillary stroma. Histopathological analyses revealed that *BPA*^*−/−*^ melanomas had a predominant fine fibrillar stroma, whereas *BPA*^*+/+*^ tumors more often displayed longer and thicker collagen fibers (Fig. 3c, d). 

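ADAMTS proteases of the matrix were higher as a list in the libraries labelled BPA−/−, and matrix metalloproteinases had members higher and lower. The Ambra1 count goes against this label but covers the whole gene, so it does not settle the label. Of 15 tested matrix metalloproteinases, 6 were higher and 1 lower at an adjusted p under 0.05 from edgeR (7 and 2 when adjusted over the list alone). Of 18 tested ADAMTS proteases, which process proteoglycans and procollagens, 11 were higher and none was lower (12 higher when adjusted over the list alone). Mmp14, a membrane-bound protease that activates the precursor of Mmp2, lies on chromosome 14 of GRCm38 from 54431612 to 54441265. It rose from 329 ± 70.7 to 840 ± 91.9 CPM (SD, n = 3 each), a log2 fold change of 1.35 (standard error 0.20, adjusted p = 0.00688 from edgeR's quasi-likelihood test). Mmp2, a gelatinase, rose from 409 ± 191 to 1389 ± 393 CPM (SD, n = 3 each). The membrane-type enzymes Mmp15 and Mmp17 rose by 2.39 (standard error 0.36) and 3.12 (standard error 0.57) on the log2 scale. Mmp23 had a log2 fold change of 1.28 (standard error 0.30, adjusted p = 0.0188 from edgeR). The metalloproteinase that fell was Mmp27, named after its value was seen, at −1.91 (standard error 0.60, adjusted p = 0.0438 from edgeR). Adamts7, Adamts10 and Adamts15 rose by 2.10 (standard error 0.33), 2.27 (standard error 0.36) and 1.49 (standard error 0.19) on the log2 scale. Fap, a serine protease of activated fibroblasts, rose by 1.87 (standard error 0.29, adjusted p = 0.00756 from edgeR). Against the other genes the metalloproteinases did not pass (adjusted p = 0.104 from camera). The ADAMTS list did (median 1.05, adjusted p = 0.000261 from camera; adjusted p = 0.534 with an estimated correlation). Of the 33 genes in Fig. 3e, 32 had an adjusted p under 0.05 and a fold above 2 by edgeR. The study picked these genes on the same libraries as upregulated, so this count is not independent evidence of their direction. The mean log2 CPM of 21 keratinocyte genes was 5.58 ± 1.38 (SD, n = 3) in the libraries labelled BPA−/− and 9.19 ± 0.348 (SD, n = 3) in those labelled BPA+/+. Leaving out BPA−/− replicate 2 left 3 metalloproteinases and 5 ADAMTS genes higher, leaving out BPA−/− replicate 3 left 3 and 5, leaving out BPA+/+ replicate 3 left 6 ADAMTS genes, and the GC correction left 7 ADAMTS genes and 24 genes of Fig. 3e past both thresholds, with Mmp25 and Mmp28, named after their values were seen, lower there. By edgeR, Mmp2 had an adjusted p of 0.0538 without BPA−/− replicate 2 and 0.0541 without BPA−/− replicate 3, Mmp23 0.0537 and 0.0642 without the same libraries and 0.171 after the GC correction, and Mmp27 0.0671 after that correction, 0.0563 with a sex covariate and 0.0615, 0.0886, 0.107 and 0.098 without BPA−/− replicates 2 and 3 and BPA+/+ replicates 2 and 3.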

An upregulation of ECM-related genes, including ECM-degrading proteases, was also evident from RNAseq analyses of *BPA*^*−/−*^ melanomas (Fig. 3e), as further validated by quantitative reverse transcription PCR (RT-qPCR) for a selection of genes (Supplementary Fig. 4a). Notably, gelatin invadopodia assay showed that human SK-Mel-5 melanoma cells silenced for AMBRA1 (*siAMBRA1*) were characterized by a higher ability to degrade gelatin matrix, when compared to control (*siScr*) cells (Fig. 3f), thus highlighting possible implications of AMBRA1 deficiency in increased invasive and migratory capacity of melanoma cells. To further unravel this aspect, we performed wound-healing and transwell migration assays both ex vivo, i.e., in melanoma cells isolated from *BPA*^*+/+*^ and *BPA*^*−/−*^ mice (Bdmc^+/+^ and Bdmc^−/−^, respectively) (Supplementary Fig. 4b, c), and in vitro*,* i.e., in human melanoma cell lines upon *siAMBRA1*-mediated knockdown (Fig. 3g, h and Supplementary Fig. 4d–g). In all different setting combinations, we observed that AMBRA1-deficiency elicited faster kinetics of wound closure as well as increased migratory capacity. The gain of invasive capability was also associated with an increased expression of EMT genes (e.g., *CDH2*, *FN1*, *VIM*, *SNAI1)*, as revealed by both RT-qPCR and WB analyses of bulk tumors (Fig. 3i, j; Supplementary Fig. 4h), Bdmc^+/+^ and Bdmc^−/−^ cells (Supplementary Fig. 4i) and *siAMBRA1* human melanoma SK-Mel-5 (Fig. 3k, l and Supplementary Fig. 4j), MeWo and SK-Mel-2 cells (Supplementary Fig. 4k–m).

**Fig. 3:**
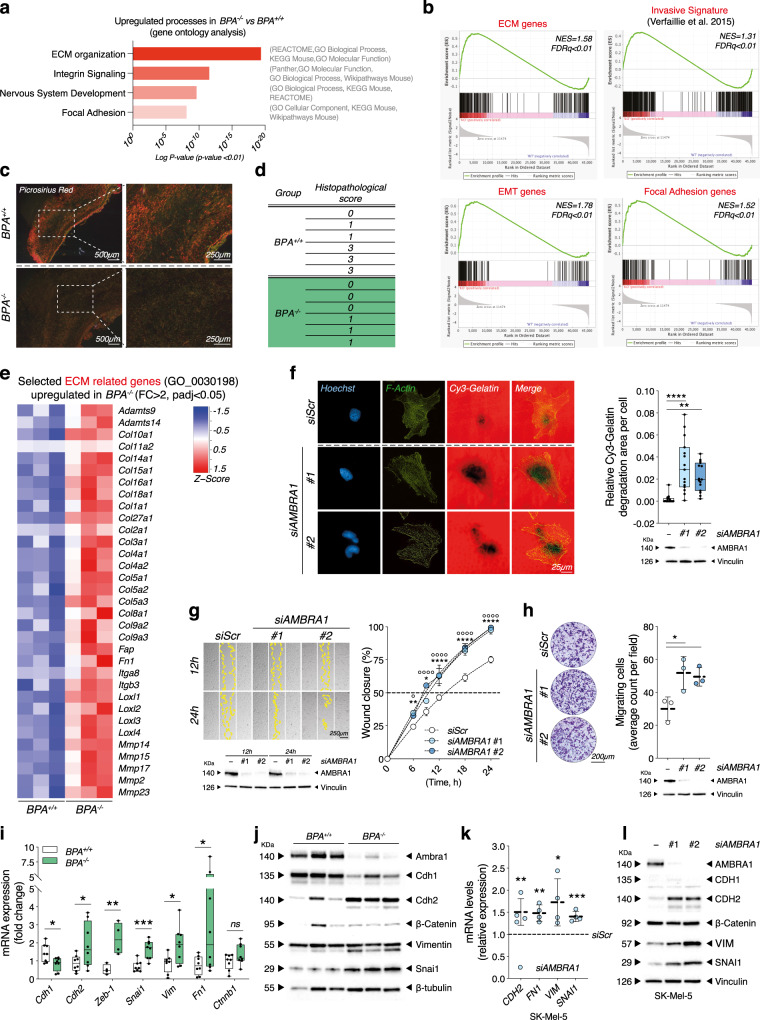
*Ambra1* deletion induces an invasive phenotype in *Braf*^*V600E/+*^*;Pten*^−/−^ mice. **a** Upregulated processes (*p* < 0.01) and **b** GSEA (*NES*, normalized enrichment score; *FDR*, false discovery rate) in *BPA*^−/−^ (*n* = 3) vs. *BPA*^*+/+*^ (*n* = 3) tumors. **c** Representative images and **d** histopathological evaluation of *Picrosirius Red* staining in *BPA*^*+/+*^ *(n* = 6) and *BPA*^−/−^ (*n* = 6) tumors. **e** Differential expression of selected ECM-related genes in tumors (*n* = 3 each group, *FC* > 2, *padj* < 0.05.) **f** Gelatin degradation in AMBRA1-silenced SK-Mel-5 cells. F-Actin and nuclei were counterstained using Phalloidin and Hoechst. Images are representative. Each dot represents the average count per field ± SD (*n* = 3; **p = 0.0022; ****p < 0.0001, one-way ANOVA). **g** Wound closure area in AMBRA1-silenced SK-Mel-5. Quantification is shown as percentage ± SD vs. *T*_0_ at indicated times. White and yellow lines outline wound edge at *T*_0_ and at the times indicated. Images are representative (*n* = 4; **p = 0.0021 6 h; *p = 0.026 9 h; ****p < 0.0001 12 h, 18 h and 24 h, *siAMBRA1#1* vs. *siScr*. *n* = 3; *°p* = 0.0234 6 h; *°°°°p* < 0.0001 9 h, 12 h, 18 h and 24 h, *siAMBRA1#2* vs*. siScr*, two-way ANOVA). **h** Count of migrating cells in AMBRA1-silenced SK-Mel-5. Data are expressed as mean ± SD, images representative (*n* = 3; *p = 0.0289 *siAMBRA1#1* vs*. siScr*, *p = 0.0454 *siAMBRA1#2* vs. *siScr*, one-way ANOVA). WB in **f**–**h** indicate silencing efficiency. **i** RT-qPCR analyses of *Cdh1*, *Cdh2*, *Zeb-1*, *Snai1*, *Vim*, *Fn1* and *Ctnnb1* in *BPA*^−/−^ (*n* = 4*–*8) and *BPA*^*+/+*^ (*n* = 4–8). Data normalized to *L34* are expressed as fold-change (*p = 0.0158 Chd1; *p = 0.0417 Chd2; **p = 0.0096 Zeb-1; ***p = 0.0006 Snai1; *p = 0.0239 Vim; *p = 0.0458 *Fn1*, two-tailed unpaired *t*-test, *BPA*^−/−^ vs. *BPA*^*+/+*^). **j** WB analyses of Cdh1, Cdh2, ß-Catenin, Vimentin and Snai1 in bulk tumors (*n* = 3 each group). **k** RT-qPCR analyses of *CDH2*, *FN1*, *VIM* and *SNAI1* i*n* AMBRA1-silenced SK-Mel-5. Data normalized to *L34* are expressed as fold-change ± SD (*n* = 4; **p = 0.0045 *CDH2*; **p = 0.0022 *FN1*; *p = 0.0353 *VIM*; ***p = 0.0005 *SNAI1*, two-tailed unpaired *t*-test, *siAMBRA1* vs. *siScr*, dashed line). **l** Representative (*n* = 4) WB analyses of CDH1, CDH2, ß-Catenin, VIM and SNAI1 in AMBRA1-silenced SK-Mel-5. Box-and-whisker plots in **f**, **i** represent minimum-to-maximum values. Top and bottom whiskers denote upper (Q_3_) and lower (Q_1_) quartiles, respectively. Boxes refer to interquartile ranges. Medians are denoted as horizontal line in the middle of the boxes.

Altogether, these results indicate that loss of *Ambra1* promotes melanoma invasion by inducing ECM remodeling and an EMT-like phenotype.

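Basement membrane genes moved both ways, and 3 of 5 inhibitors of matrix proteases were higher, in the libraries labelled BPA−/−. As before, the Ambra1 count goes against that label, and a count over the whole gene does not settle it. Of 15 genes of laminins, nidogens, perlecan and agrin, 11 were higher and 4 lower at an adjusted p under 0.05 from edgeR (11 and 4 when adjusted over the list alone). Agrn, a heparan sulfate proteoglycan on chromosome 4 of GRCm38 from 156165290 to 156197488, rose from 164 ± 47.2 to 580 ± 126 CPM (SD, n = 3 each). Lamb1, a laminin beta chain, rose by 1.67 on the log2 scale (standard error 0.25, adjusted p = 0.00693 from edgeR's quasi-likelihood test). Lama3, Lamb3 and Lamc2, the 3 chains of the laminin under the epidermis, fell by 2.72 (standard error 0.40), 2.72 (standard error 0.56) and 2.44 (standard error 0.60) on the log2 scale. Lamb3 and Lamc2 were named after their values were seen. Lama1, an embryonic laminin alpha chain, was at 0.284 ± 0.213 against 4.19 ± 1.38 CPM (SD, n = 3 each). The list's median log2 fold change was 1.52 and its mean 0.43 (adjusted p = 0.039 from camera). Its call was lost in the other form (adjusted p = 0.534 with an estimated correlation). Of 5 inhibitors of metalloproteinases, 3 were higher by edgeR (4 when adjusted over the list alone). Their median was 0.84 (adjusted p = 0.0432 from camera; adjusted p = 0.534 with an estimated correlation). The higher inhibitors were Reck, a membrane-anchored inhibitor, at 1.19 (standard error 0.23, adjusted p = 0.0116 from edgeR), Timp2 at 0.83 (standard error 0.24, adjusted p = 0.0354 from edgeR) and Timp3 at 0.84 (standard error 0.25, adjusted p = 0.0392 from edgeR). Of 11 tested genes of T and NK cells, 8 were lower by edgeR (10 when adjusted over the list alone). Their median was −1.9 (adjusted p = 1.38e-05 from camera; adjusted p = 0.534 with an estimated correlation). Keratinocyte genes fell in the same libraries (median log2 fold change −3.1). Bulk counts do not tell T cells of the tumor from those of the epidermis. The basement membrane list had an adjusted p from camera of 0.115 after the GC correction, 0.143 without BPA−/− replicate 1 and 0.0822 without BPA+/+ replicate 1, had 7 genes higher without BPA−/− replicate 2 or without BPA+/+ replicate 3, and Lamc2 did not pass without BPA−/− replicate 3 (adjusted p = 0.0665 from edgeR). The inhibitor list had 1 gene higher without BPA−/− replicate 2, BPA−/− replicate 3 or BPA+/+ replicate 3, its adjusted p from camera was 0.0513, 0.0532, 0.0507 and 0.0714 without BPA−/− replicates 1 and 3 and BPA+/+ replicates 1 and 3, and by edgeR Timp2 had an adjusted p of 0.109 after the GC correction and 0.113, 0.104, 0.0796 and 0.0996 without BPA−/− replicates 2 and 3 and BPA+/+ replicates 1 and 3, and Timp3 0.0615 with a sex covariate and 0.0636, 0.109, 0.0841, 0.0826 and 0.0627 without BPA−/− replicates 1, 2 and 3 and BPA+/+ replicates 2 and 3. Prompted by the matrix, EMT and focal adhesion gene sets of this sequencing, the paper stained the collagen of tumor sections. From these results together with its assays of gelatin degradation, wound closure and migration and its RT-qPCR and blots of EMT genes, it concludes that loss of Ambra1 promotes invasion through remodeling of the matrix and an EMT-like phenotype.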

### *Ambra1* deficiency promotes melanoma metastasis in mouse models

In order to address the relevance of these findings in vivo, we analyzed the ability of *Ambra1*-deficient melanoma cells to colonize other organs. Macroscopic observations and histological analyses revealed that inguinal lymph nodes (iLNs) of *BPA*^*−/−*^ mice harbored larger pigmented areas compared to *BPA*^*+/+*^ mice at 42-day endpoint (Fig. 4a–d), and showed a higher number of S100^+^ melanoma cells (Fig. 4c, d). Interestingly, histological analyses of iLNs of *BPA*^*+/+*^ mice at maximum tolerated tumor size (59 days versus 42 days of *BPA*^*−/−*^) showed a trend of increase in the pigmented areas of *BPA*^*+/+*^ similar, yet lower than that observed in *BPA*^*−/−*^ mice (Fig. 4a–d). This evidence supports the hypothesis that *Ambra1* deletion accelerates melanoma progression and promotes the invasive state of melanoma. However, when the maximum tolerated size of the primary tumors was reached, no lung metastases could be observed in either of the two groups. Therefore, to assess whether distant organs were more efficiently colonized by *Ambra1*-deficient melanoma cells, we took advantage of a syngeneic mouse model, i.e., C57Bl/6 mice injected with freshly dissociated cells from *BPA*^*+/+*^ and *BPA*^*−/−*^ tumors through the tail vein (*sBPA*^*+/+*^ and *sBPA*^*−/−*^, respectively) (Fig. 4e). The health status of *sBPA*^*+/+*^ and *sBPA*^*−/−*^ mice was monitored for 3 months, after which they were euthanized and lungs collected. Although metastases were not macroscopically visible, histological analyses revealed that lungs from *sBPA*^*−/−*^ mice exhibited increased homing and larger nodules than *sBPA*^*+/+*^ mice (Fig. 4f–h), suggesting that *Ambra1* depletion promotes melanoma metastasis.

**Fig. 4:**
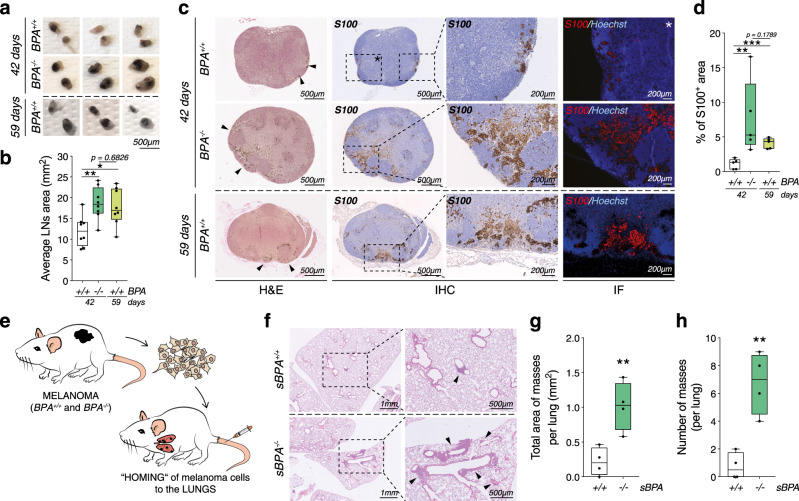
*Ambra1* deletion promotes melanoma metastases. **a** Macroscopic evaluation of inguinal lymph nodes (iLNs) collected when *BPA*^−/−^ tumors reached maximum tolerated size (42 days, *BPA*^*+/+*^, *n* = 4; *BPA*^−/−^, *n* = 4) or at maximum allowed volume of *BPA*^*+/+*^ tumors (59 days, *n* = 4). Three representative images are shown for each group. **b** Average area of iLNs was calculated at 42 (*BPA*^*+/+*^, *n* = 4; *BPA*^−/−^, *n* = 4) and 59 (*BPA*^*+/+*^, *n* = 4) days. Each point represents the average area of the iLNs for each mouse. Data are shown as mean ± SEM (*p = 0.0172; **p = 0.0063, one-way ANOVA). **c** FFPE-iLNs sections were stained with H&E (left panels) and anti-S100 (IHC, middle panels; IF, rightmost panels). Areas of metastases are indicated by black arrows. Nuclei were counterstained with Hoechst in IF staining. Images are representative of each group (*n* = 5). **d** Quantification of S100 IHC. Each data point represents the average percentage of S100^+^ area of the iLNs of each mouse ± SEM (*n* = 5, **p = 0.0079; ***p = 0.0002, one-way ANOVA). **e** Schematic representation of the syngeneic model for lung homing of melanoma cells; 0.25 × 10^6^ cells/mouse were intravenously injected. **f** Perfused FFPE-lungs were stained with H&E and areas of cells homing indicated by black arrows. Images are representative of each group (*n* = 4). **g** Total area (**p = 0.0075) and **h** number of masses (**p = 0.0025) in lungs of s*BPA*^*+/+*^ (*n* = 4) and s*BPA*^−/−^ (*n* = 4) mice were quantified (two-tailed unpaired *t*-test, *sBPA*^−/−^ vs. *sBPA*^*+/+*^). Box-and-whisker plots shown in **b**, **d**, **g**, **h**) represent values from minimum to maximum. Top and bottom whiskers denote upper (Q_3_) and lower (Q_1_) quartiles, respectively. Boxes refer to interquartile ranges. Medians are denoted as horizontal line in the middle of the boxes.

### *Ambra1* deficiency induces hyperactivation of FAK1 signaling in melanoma

Bulk RNAseq and GSEA analyses showed that focal adhesion assembly genes (GO:0005925) were upregulated in *Ambra1*-depleted tumors (Fig. 3a, b and Supplementary Fig. 3d). 

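Intracellular proteins of focal adhesions, the sites where integrins join the cytoskeleton, were mostly higher in the libraries labelled BPA−/−. The label itself is not followed by the Ambra1 count, which covers the whole gene and does not settle it. Of 53 such genes, chosen without integrins or matrix proteins, 36 were higher and 2 lower at an adjusted p under 0.05 from edgeR (36 and 2 when adjusted over the list alone). Pxn, the adaptor paxillin on chromosome 5 of GRCm38 from 115506676 to 115555987, rose from 68.9 ± 7.01 to 202 ± 36.3 CPM (SD, n = 3 each), a log2 fold change of 1.55 (standard error 0.17, adjusted p = 0.00643 from edgeR's quasi-likelihood test). Ptk2, which encodes FAK1, rose from 82.2 ± 9.16 to 200.1 ± 38.4 CPM (SD, n = 3 each). Src, its partner kinase, rose by 1.33 on the log2 scale (standard error 0.20, adjusted p = 0.00701 from edgeR). Pdlim7, a LIM protein of actin filaments, and Sorbs3, which encodes the vinculin-binding protein vinexin, rose by 1.92 (standard error 0.18) and 1.43 (standard error 0.13) on the log2 scale. Vcl, which encodes vinculin, had a log2 fold change of 0.81 (standard error 0.22, adjusted p = 0.0266 from edgeR). Evl, an actin elongation factor, had 1.44 (standard error 0.13, adjusted p = 0.00643 from edgeR). The 2 genes that fell, both named after their values were seen, were Fermt1 and Pak1. Fermt1, the kindlin of epidermal keratinocytes, had a log2 fold change of −2.21 (standard error 0.53, adjusted p = 0.0194 from edgeR), and the kinase Pak1 −1.03 (standard error 0.17, adjusted p = 0.00783 from edgeR). The list's median was 0.94 (adjusted p = 8.59e-09 from camera) and its normalized enrichment score 2.59. The camera call was lost in the other form of the test (adjusted p = 0.534 with an estimated correlation). Mitochondrial transcripts took 4.74% ± 0.219 of counts (SD, n = 3) in the libraries labelled BPA−/− and 6.03% ± 1.54 (SD, n = 3) in those labelled BPA+/+. The slope of log2 CPM on GC content, per SD of GC, was 0.16, 0.216 and 0.126 in the first group and −0.054, −0.2 and −0.248 in the second. With the GC trend removed, Evl had a log2 fold change of 0.49 (adjusted p = 0.0505 from edgeR). By the same test Vcl had an adjusted p of 0.0907 without BPA−/− replicate 2, 0.0817 without BPA−/− replicate 3 and 0.0635 without BPA+/+ replicate 3, and Fermt1 0.0566 without BPA−/− replicate 3 and 0.0532 without BPA+/+ replicate 3.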

Recently, it has been demonstrated that AMBRA1 controls the focal adhesion kinase 1 (FAK1)-mediated signaling pathway by interacting with FAK1 and SRC ﻿in mouse squamous cell carcinoma cells^20^. Therefore, we investigated whether the invasive phenotype observed in *Ambra1*-deficent tumors correlated with the phospho-activation of FAK1 signaling axis, which was already shown to contribute to a more aggressive phenotype in melanoma^21–24^. WB analyses revealed a marked increase of the phospho-active forms of FAK1 (pFAK-Y397 and -Y576) and SRC (pSRC-Y416) in *BPA*^*−/−*^ tumors (Fig. 5a and Supplementary Fig. 5a) and in human melanoma cells silenced for AMBRA1 (Fig. 5b and Supplementary Fig. 5b–d), as well as in iLN metastasis of *BPA*^*−/−*^ (Supplementary Fig. 5e) and in melanocytic nevi of *BA*^*−/−*^ mice (Supplementary Fig. 2f, i). Immunofluorescence analyses further confirmed the hyperactivation of FAK1 in *siAMBRA1* SK-Mel-5 cells (Fig. 5c and Supplementary Fig. 5f) and revealed that pFAK-Y397 signal colocalized at the focal adhesion (FA) with FA-associated vinculin at the edge of F-Actin fibers (Fig. 5c and Supplementary Fig. 5f). Of note, AMBRA1 deficiency was associated with an increased size and length and a decreased shape factor of FAs, a feature of cancer cells characterized by a faster motility (Fig. 5d–g and Supplementary Fig. 5g–i)^25,26^.

**Fig. 5:**
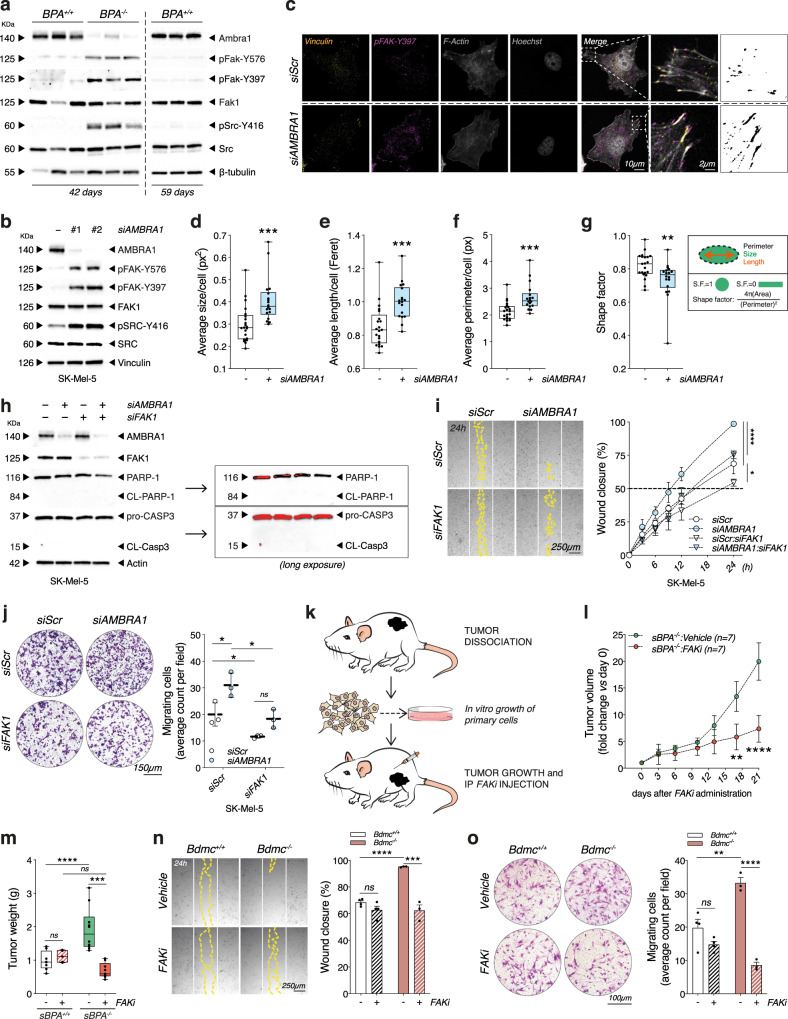
*Ambra1*-deficient melanoma displays FAK1 signaling hyperactivation. **a** WB analyses of pFak-Y576, pFak-Y397, Fak1, pSrc-Y416 and Src in 42-day *BPA*^*+/+*^/*BPA*^−/−^ and in 59-day *BPA*^*+/+*^ tumors (*n* = 3 each group) and **b** in AMBRA1-silenced SK-Mel-5 (images are representative of *n* = 4). **c** Representative (*n* = 3) IF staining of pFAK-Y397 in AMBRA1-silenced SK-Mel-5. Phalloidin, Vinculin, and Hoechst were used to counterstain F-Actin fibers, cytoskeleton and nuclei. Rightmost panels display thresholds used for quantifying **d** average size (***p = 0.001), **e** length (Feret) (***p = 0.0003), **f** perimeter (***p = 0.0005) and **g** shape factor (***p = 0.0098) of FAs (*n* = 3, two-tailed unpaired *t*-test, *siAMBRA1* vs. *siScr*). **h** Representative (*n* = 3) WB analyses of cleaved PARP-1 (CL-PARP-1) and CASP-3 (CL-CASP3) (*Long exposure*: red bands identify signal saturation) in AMBRA1/FAK1 co-silenced SK-Mel-5. **i** Wound closure was assessed in the conditions specified in **h** and shown as percentage ± SD vs. *T*_0_ at indicated times. White and yellow lines outline wound edge at *T*_0_ and at 24 h. Statistics and representative images are provided at 24 h (*n* = 3; *p = 0.037; ****p < *0.0001*, two-way ANOVA). **j** Count of migrating cells in AMBRA1/FAK1 co-silenced SK-Mel-5. Data are expressed as mean ± SD, images representative (*n* = 3; *p = 0.0246 *siScr:siAMBRA1* vs*. siScr:siScr*; *p = 0.0116 *siFAK1:siAMBRA1* vs*. siScr:siAMBRA1*; *p = 0.0304 *siScr:siFAK1* vs. *siScr:siScr*, two-way ANOVA). **k** Schematic representation of *FAKi* treatment. **l** Tumor growth kinetics in *Vehicle*- (*n* = 5) or *FAKi*- (*n* = 5) treated *sBPA*^−/−^ mice. Data points represent average volume vs*.* day 0 ± SEM (**p = 0.0022; ****p < 0.0001, two-way ANOVA). **m** Weight of *sBPA*^*+/+*^*:Vehicle* (*n* = 8), *sBPA*^*+/+*^*:FAKi* (*n* = 5), *sBPA*^*−/−*^:*Vehicle* (*n* = 10) and *sBPA*^−/−^*:FAKi* (*n* = 9) tumors at sacrifice (***p = 0.0007; ****p < 0.0001, two-way ANOVA). **n** Wound closure of Bdmc^+/+^ (*n* = 3) and Bdmc^−/−^ (*n* = 3) cells treated with 1 µM *FAKi* for 24 h. Lines are defined as in **i**, data shown as percentage ± SEM vs*. T*_0_ at 24 h, images representative (***p = 0.0003; ****p < 0.0001, two-way ANOVA). **o** Count of migrating Bdmc^+/+^ (*n* = 3) and Bdmc^−/−^ (*n* = 3) cells treated as in **n**. Data are expressed as mean ± SEM, images representative (**p = 0.0047; ****p < 0.0001, two-way ANOVA). Box-and-whisker plots in **d**–**g**, **m** represent minimum-to-maximum values. Top/bottom whiskers denote upper (Q_3_)/lower (Q_1_) quartiles. Boxes refer to interquartile ranges. Medians are denoted as horizontal line in the middle of the boxes.

Immunoprecipitation analyses of both endogenous (Supplementary Fig. 5j) and AMBRA1-myc-tagged-expressing (Supplementary Fig. 5k) extracts of SK-Mel-5 cells confirmed the previously reported interaction of FAK1 and AMBRA1^20^. Intriguingly, when we expressed the FAK1^*P876A/P882A*^ mutant (HA-FAK1.miRes^*AA*^)—previously reported to abrogate the interaction with AMBRA1^20^— in FAK1 depleted SK-Mel-5 melanoma cells (*siFAK1*), we observed a reduction in AMBRA1/FAK1 interaction (Supplementary Fig. 5l). This phenomenon was accompanied by an increased phospho-activation of FAK1 signaling (Supplementary Fig. 5m), and resembled what we previously observed in AMBRA1-silenced cells (Fig. 5b), suggesting that the abrogation of the FAK1/AMBRA1 interaction is responsible for FAK1 hyperphosphorylation.

It was previously reported that PP2A interacts with AMBRA1^11^ and regulates focal adhesion^27,28^. Based on this evidence, we sought to investigate whether PP2A activity could contribute to the increased phosphorylation of both FAK1 and SRC via AMBRA1. To this end, we knocked-down AMBRA1 levels in SK-Mel-5 by siRNA selectively targeting the 5’-UTR region of *AMBRA1* messenger RNA (mRNA) (*siAMBRA1 #2*) and, next, induced the expression of the PXP mutant of AMBRA1 (*AMBRA1*^*PXP*^), which has already been reported to abrogate the binding of PP2A to AMBRA1^11,16^. The expression of *AMBRA1*^*PXP*^, as well as the re-expression of WT AMBRA1 (*AMBRA1*^*WT*^), did not affect the phosphorylation state of either FAK1 or SRC (Supplementary Fig. 5n), thus excluding any involvement of AMBRA1-related PP2A activity in the regulation of FAK1 phosphorylation upon AMBRA1 depletion.

Finally, to evaluate whether the AMBRA1 pro-autophagic function participates to the hyperactivation of FAK1, we silenced the key autophagy gene *ATG7* (*siATG7*) in melanoma cells. Of note, neither the activation of FAK1 signaling (Supplementary Fig. 6a–c) nor an increase of the invasive and migratory propensity were observed in *siATG7* cells (Supplementary Fig. 6d–i), suggesting that these phenomena were not related to autophagy.

Overall, these results indicate that AMBRA1 regulates FAK1 signaling in melanoma cells independently from its PP2A- and autophagy-related functions.

### *Ambra1*-mediated regulation of FAK1 affects melanoma progression

In order to understand whether or not FAK1 played a role in the invasive and migratory ability observed upon AMBRA1 deficiency (Fig. 3g, h), we performed wound healing and transwell migration assays in *siAMBRA1* melanoma cells concomitantly downregulating FAK1 (*siAMBRA1*:*siFAK1* double knocked down) (Fig. 5h and Supplementary Fig. 7a). Optic microscopy analyses indicated that FAK1 silencing caused a rescue of the phenotype distinctive of *siAMBRA1* cells (Fig. 5i, j and Supplementary Fig. 7b, c), which, however, was unrelated to any apoptotic events (Fig. 5h and Supplementary Fig. 7a). On the other hand, the re-expression of the HA-FAK1.miRes^*AA*^ mutant resulted in a higher migratory capacity than that induced by WT FAK (HA-FAK1.miRes) (Supplementary Fig. 7d), supporting the relevance of the AMBRA1-FAK1 interaction in determining the invasive ability of melanoma cells in our settings.

Next, in order to address the therapeutic relevance of this finding, we tested whether the pharmacological inhibition of FAK1 (*FAKi*) could specifically affect the tumor growth in mice subcutaneously injected with melanoma cells derived from *BPA*^*−/−*^ (*sBPA*^*−/−*^) tumors (Fig. 5k). Since *sBPA*^*+/+*^ mice were refractory to develop tumors (Fig. 1e and Supplementary Fig. 2d), we decided to increase the numbers of cells (up to 5 × 10^6^) to produce detectable tumors in both genetic backgrounds. Remarkably, the kinetics of tumor growth was dramatically reduced upon *FAKi* administration in *sBPA*^*−/−*^ mice (Fig. 5l and Supplementary Fig. 7e–g), as also demonstrated by reduced tumor weight at the time of collection (Fig. 5m), underlining the key role of the FAK1 signaling axis in sustaining *Ambra1*-deficient tumors.

To determine whether the inhibition of FAK1 could also affect the invasive/migratory capacity ex vivo, Bdmc^+/+^ and Bdmc^−/−^ cells were treated with the maximum non-lethal dose of *FAKi* (1 µM) for 24 h (Supplementary Fig. 7h). Consistent with our hypothesis, wound-healing and transwell migration assays revealed a statistically significant rescue of the migrative and invasive phenotypes only in Bdmc^−/−^ cells treated with *FAKi* (Fig. 5n, o).

Overall, these findings suggest that AMBRA1-mediated regulation of FAK1 signaling affects the invasive capacity of melanoma cells and impacts tumor growth in vivo.

### Low expression of AMBRA1 in human melanoma is associated with an invasive phenotype and sensitivity to FAK inhibition

To strengthen the relevance of our findings, 17 human melanoma cell lines were examined for AMBRA1 expression. Nine of these cell lines were characterized by reduced expression of AMBRA1 (Fig. 6a, b). Transwell migration and wound-healing assay of selected AMBRA1 High- and Low-expressing cell lines revealed a clear inverse correlation between AMBRA1 expression and invasive/migratory capacity (Fig. 6c, d). Also, *AMBRA1* expression negatively correlated with the expression of the mesenchymal genes *CDH2*, *FN1* and *VIM*, whereas a positive correlation was evident for the epithelial marker *CDH1* (Fig. 6e–h), hence suggesting that an active EMT-like process is associated with low AMBRA1 expression in human melanoma cells.

**Fig. 6:**
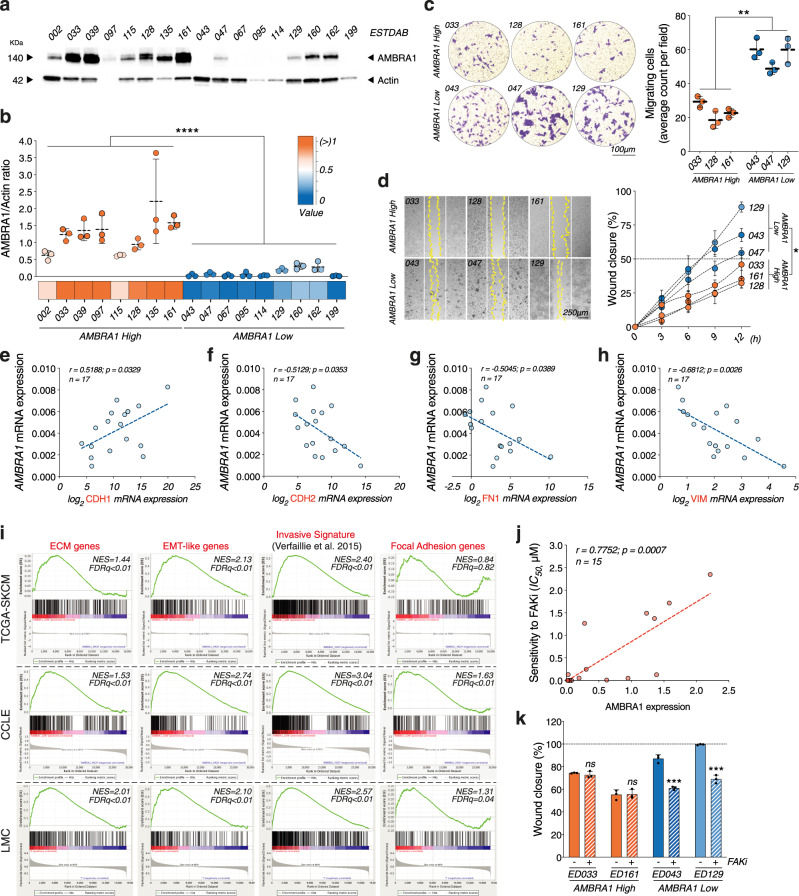
Low AMBRA1 expression in human melanoma correlates with invasive gene signature and sensitivity to FAKi. **a** WB analyses of AMBRA1 in lysates from 17 melanoma cell lines. Actin was used as a loading control. Image is representative of *n* = 3 gels. **b** AMBRA1 High and Low groups were determined by densitometric analyses of AMBRA1, expressed as AMBRA1/Actin ratio ±  SD (*n* = 3; ****p < *0.0001*, two-tailed unpaired *t*-test). **c** Count of migrating AMBRA1 High (*n* = 3) and Low (*n* = 3) cells. Data are expressed as mean ± SD and images representative (**p = 0.0026, two-tailed unpaired *t*-test, AMBRA1 Low vs. AMBRA1 High). **d** Wound closure of AMBRA1 High (*n* = 3) and Low (*n* = 3) cells is shown as percentage ± SD vs. *T*_0_ at 12 h. White and yellow lines outline wound edge at *T*_0_ and at 24 h. Statistics and representative images are provided at 12 h (*p = 0.0387, two-tailed unpaired *t*-test, AMBRA1 Low vs*.* AMBRA1 High). **e**–**h** Correlative RT-qPCR analyses of *AMBRA1* and **e** *CDH1* (*n* = 17; *r* = 0.5188; *p* = 0.0329, two-tailed Pearson correlation), **f** *CDH2* (*n* = 17; *r* = −0.5129; *p* = 0.0353, two-tailed Pearson correlation), **g** *FN1* (*n* = 17; *r* = −0.5045; *p* = 0.0389, two-tailed Pearson correlation) and **h** *VIM* (*n* = 17; *r* = *−*0.6812; *p* = 0.0026, two-tailed Pearson correlation). Data were normalized to *L34*. **i** GSEA of transcriptomic data from melanoma samples of The Cancer Genome Atlas (TCGA-SKCM), melanoma cell lines of The Cancer Cell Line Encyclopedia (CCLE) datasets and melanoma samples of the Leeds Melanoma Cohort (LMC). ECM organization (GO:0030198), Invasive signature^19^, EMT (Hallmark gene set) and Focal Adhesion Assembly (GO:0005925) gene sets in AMBRA1_Low vs. AMBRA1_High in TCGA-SKCM (*n* = 70 for each subgroup), CCLE (*n* = 7 for each subgroup) and LMC (*n* = 105 for each subgroup). *NES*, normalized enrichment score; *FDR*, false discovery rate. **j** Correlative dose-response analyses between AMBRA1 expression and sensitivity to *FAKi* (IC_*50*_, µM) in *n* = 15 melanoma cell lines (*r* = 0.7752; *p* = 0.0007, two-tailed Pearson correlation). **k** Area of wound closure of two selected AMBRA1 High and Low cells upon *FAKi*, shown as percentage ± SD with respect to *T*_0_ at 24 h. (*n* = 3; ***p = 0.0003 for ED043; ***p = 0.0001 for ED129, two-tailed unpaired *t*-test, *FAKi* vs*. Vehicle*).

Transcriptomic data from melanoma samples of The Cancer Genome Atlas (TCGA-SKCM) dataset (*n* = 473), melanoma cell lines of The Cancer Cell Line Encyclopedia (CCLE) dataset (*n* = 49) and primary melanoma samples of the Leeds Melanoma Cohort (LMC, *n* = 703)^29^ were also analyzed. In all datasets, samples were ranked according to their *AMBRA1* mRNA levels. AMBRA1_High and AMBRA1_Low subgroups were defined considering the top 15% and the bottom 15% of the population in terms of *AMBRA1* mRNA expression, respectively. Intriguingly, GSEA of all datasets revealed that AMBRA1_Low subgroups were enriched for ECM, EMT and FA genes, as well as for genes linked to invasiveness in melanoma^19^ (Fig. 6i).

Finally, we sought to assess whether the expression levels of AMBRA1 could differently affect the sensitivity of human melanoma cell lines to *FAKi*. To this aim, we treated a panel of 15 melanoma cell lines with increasing doses of *FAKi* for 24 h (Supplementary Fig. 8a) and revealed a striking correlation between AMBRA1 protein expression levels and sensitivity to *FAKi* (Fig. 6j). Moreover, we also observed that non-lethal doses of *FAKi* were effective (Supplementary Fig. 8b, c) and distinctly altered the invasive/migratory capacity of selected AMBRA1-low-expressing human melanoma cell lines (Fig. 6k and Supplementary Fig. 8d).

Overall, this evidence indicates that low expression of *AMBRA1* correlates with an invasive phenotype and increased sensitivity to *FAKi* in human melanoma cells.

## Discussion

The results herein reported argue for a major role of *Ambra1* in the different phases of melanoma development, as demonstrated in the *Braf/Pten* mouse models of melanoma, which recapitulate key pathophysiological aspects of the human disease^15^. In particular, we found that *Ambra1* deficiency accelerates tumor growth and leads to an earlier invasive and aggressive phenotype of *Braf/Pten* melanoma. Specifically, we have shown that *Ambra1*-deficient melanomas are larger and display faster growth kinetics, with reduced overall mice survival, and melanoma cells showing higher capability to affect ECM architecture, migrate and invade, eventually enhancing melanoma metastasis (Fig. 7).

**Fig. 7:**
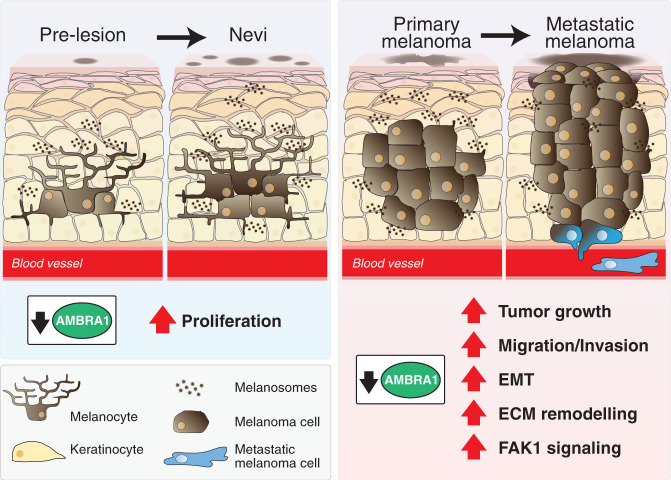
*Ambra1* impacts on melanoma development. *Ambra1* deficiency increases the formation of nevi by affecting melanocytes proliferation in *Braf*^*V600E*^ mutated mice. When melanoma is induced upon *Braf*^*V600E*^ and *Pten* ablation, the absence of *Ambra1* promotes tumor growth and metastasis by increasing cell migration and invasion, activating the EMT process, remodeling the ECM and triggering the FAK1 signaling pathway.

AMBRA1 exerts most of its functions as a scaffold protein, interacting with different partners and modulating various cellular processes, including apoptosis, autophagy and cell proliferation^10,12^. Consistent with AMBRA1 involvement in many aspects of a cell life, it has emerged that mouse haploinsufficiency of *Ambra1* promotes spontaneous tumorigenesis in several organs. Indeed, Ambra1’s role as tumor suppressor gene has been directly linked to its interaction with PP2A and DDB1/Cullin4 with their respective regulation of c-Myc^11^ and Cyclin D1^12^, thus indicating Ambra1 as a negative regulator of cell proliferation. Considering that we observed: (i) increased hyperpigmentation in the murine skin of mice with *Braf*^*V600E*^ background, and (ii) large-sized and early tumors in *Braf/Pten*-driven mouse models of melanoma upon *Ambra1* deficiency, we investigated and related the proliferative advantage of *Ambra1*-deficient melanocytes and melanoma to both c-Myc and Cyclin D1.

It is well known that melanoma is characterized by a high tumor heterogeneity and plasticity and that a phenotype rewiring from a high-proliferative/low-invasive to a low-proliferative/high-invasive state may occur^30,31^. These two states are associated with different phases of melanoma progression and response to therapy^32,33^. In particular, it has been shown that phenotype switching towards a slow-cycling/high-invasive state correlates with increased melanoma aggressiveness, metastasis formation and resistance to BRAF inhibitors (BRAFi)^33–37^. Of the highest importance, our data clearly show that loss of *Ambra1* not only accelerates the tumor growth, but also promotes the invasive state of melanoma. Indeed, *Ambra1*-deficient tumors displayed increased metastatic dissemination to local lymph nodes and increased homing of melanoma cells to the lungs. Consistently, AMBRA1-silenced cells were more prone to invade and migrate. Phenotype switching in melanoma is regulated by key transcriptional factors, e.g., the melanoma transcriptional master regulator microphthalmia-associated transcription factor (Mitf)^38,39^ and the nerve growth factor receptor CD271 (Ngfr)^40^, the latter promoting an invasive and metastatic cell behavior accompanied by upregulation of neural crest stem cell genes^32,34,35,39^. Consistent with the anti-invasive role of Ambra1, *Ambra1*-deficient tumors show an increase in the expression of *Ngfr* and other neural crest-related genes, which was confirmed by the upregulation of the nervous system development GO process (Fig. 3a and Supplementary Fig. 3e). This suggests that, at least in the case of melanoma, the pro-invasive phenotype of *Ambra1*-null cells may associate with tumors in a more de-differentiated state.

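Genes of the neural crest and of glia were higher as lists in the libraries labelled BPA−/−, while Mitf did not pass the test. Here too the Ambra1 count goes against the label, which a count over the whole gene does not settle. Ngfr, the nerve growth factor receptor CD271 on chromosome 11 of GRCm38 from 95568818 to 95587735, rose from 28.5 ± 10.8 to 129.6 ± 44.1 CPM (SD, n = 3 each), a log2 fold change of 2.18 (standard error 0.38, adjusted p = 0.00865 from edgeR's quasi-likelihood test). Of 23 neural crest genes, 11 were higher and none was lower at an adjusted p under 0.05 from edgeR (12 higher when adjusted over the list alone). Sox10, the transcription factor that specifies crest-derived glia and melanocytes, rose from 76.3 ± 21.9 to 525 ± 111 CPM (SD, n = 3 each). The neural adhesion genes L1cam and Ncam1 rose by 2.36 (standard error 0.37) and 2.48 (standard error 0.30) on the log2 scale. Rxrg, a retinoid receptor, rose by 1.96 on the log2 scale (standard error 0.22, adjusted p = 0.00643 from edgeR). Of 17 tested genes of Schwann cells and glia, 9 were higher and 1 lower by edgeR (9 and 1 when adjusted over the list alone). Fabp7, a fatty acid-binding protein of glial precursors, Gfap, a glial intermediate filament, and Cnp, an enzyme of myelinating cells, rose by 3.14 (standard error 0.28), 4.52 (standard error 0.64) and 2.67 (standard error 0.38) on the log2 scale. The gene that fell was Gldn, a protein of the nodes of Ranvier named after its value was seen, at −1.73 (standard error 0.53, adjusted p = 0.0395 from edgeR). By camera the neural crest list had a median of 1.06 (adjusted p = 0.000108) and the glial list a median of 1.07 (adjusted p = 0.000261). Both calls were lost with the correlation estimated (adjusted p = 0.534 with an estimated correlation). Mitf, the master regulator of melanocytes, had a log2 fold change of −0.13 (standard error 0.28, adjusted p = 0.726 from edgeR). Of 16 genes of pigment cells, 1 was lower by edgeR and none when adjusted over the list alone. It was Rab38, a GTPase of melanosome biogenesis, at −1.22 (standard error 0.32, adjusted p = 0.0256 from edgeR). The list's median was −1.01 (adjusted p = 0.0288 from camera; adjusted p = 0.694 with an estimated correlation). Across tested genes, which are not independent replicates, Spearman's correlation of the log2 fold change with GC content was 0.36. Without BPA−/− replicate 1, 12 pigment genes were lower (median −1.94, list adjusted p = 9.45e-07 from limma's camera). In that fit 3 neural crest genes, Sox9, Snai2 and Tfap2a, were also lower by edgeR. Without BPA+/+ replicate 1 the neural crest gene Tfap2b was lower. These 4 neural crest genes were named after their values were seen. By camera the pigment cell list had an adjusted p of 0.0657 without BPA−/− replicate 2, 0.0838 without BPA−/− replicate 3, 0.0536 without BPA+/+ replicate 2, 0.0852 without BPA+/+ replicate 3 and 0.0562 after the GC correction. By edgeR, Rab38 had an adjusted p of 0.0653, 0.0737, 0.0557 and 0.0695 without BPA−/− replicates 2 and 3 and BPA+/+ replicates 1 and 3, and Gldn 0.0585, 0.087 and 0.0744 without BPA−/− replicates 1, 2 and 3, 0.0795 and 0.115 without BPA+/+ replicates 2 and 3, 0.0512 after the GC correction and 0.0567 with a sex covariate.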

The more invasive state of *Ambra1*-deficient tumors was accompanied by other key processes specific to high-invasive melanomas, such as ECM proteolysis/remodeling, EMT activation and FA activation^19,23,41^. Schoenherr and colleagues have recently shown that AMBRA1 is involved in SRC/FAK1-dependent polarization and chemotactic invasion of cancer cells through its interaction with FAK1 and several trafficking proteins, thus regulating adhesion and migration^20^. In agreement with these data, here we have shown the in vitro and in vivo relevance of *Ambra1*-mediated regulation of FAK1 in melanoma development. Our results reveal that FAK1 signaling is hyperactivated in *BPA*^*−/−*^ melanomas, either directly or indirectly contributing to most of the phenotypes observed. Specifically, FAK1 signaling activation in cancer can modulate a plethora of oncogenic processes including EMT, cell motility and metalloproteases (MMPs) expression^42^. 

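Enzymes that mature and cross-link collagen were mostly higher in the libraries labelled BPA−/−. Ambra1 counts run against this label, though counts over the whole gene do not settle it. Of 25 genes of lysyl oxidases, collagen hydroxylases, chaperones and processing enzymes, 16 were higher and none was lower at an adjusted p under 0.05 from edgeR (17 higher when adjusted over the list alone). Loxl1, a lysyl oxidase-like enzyme that cross-links elastin and collagen, lies on chromosome 9 of GRCm38 from 58287723 to 58313212. It rose from 31.7 ± 5.89 to 132 ± 8.65 CPM (SD, n = 3 each), a log2 fold change of 2.06 (standard error 0.16, adjusted p = 0.00643 from edgeR's quasi-likelihood test). Its relatives Loxl3 and Loxl4 rose by 1.91 (standard error 0.30) and 1.47 (standard error 0.26) on the log2 scale. Loxl2 rose by 1.31 (standard error 0.31, adjusted p = 0.0197 from edgeR). P3h1 and Plod1, which hydroxylate prolines and lysines of collagen, rose by 1.70 (standard error 0.27) and 1.53 (standard error 0.24) on the log2 scale. The list moved upward with a median of 1.01 (adjusted p = 8.47e-07 from camera), a call that was lost in the other form of the test (adjusted p = 0.534 with an estimated correlation). In the same libraries 2 keratinocyte genes with products in desmosomes moved down. Dsc1 went from 269 ± 108 to 21.6 ± 3.72 CPM and Dsg1a from 706 ± 100 to 50.6 ± 29.5 CPM (SD, n = 3 each). By edgeR, Loxl2 had an adjusted p of 0.0512 without BPA−/− replicate 2 and 0.0640 without BPA−/− replicate 3.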

Consistently, we have shown that *Ambra1* loss deeply affects the melanoma microenvironment, marked by the upregulation of ECM-related genes, such as *Mmps* and lysyl-oxidases (*Loxl*). The role of these enzymes in modifying ECM architecture and promoting cancer progression has already largely been demonstrated for various tumor types^41,43,44^. Along with this, an upregulation of several types of collagen and an altered ECM architecture were observed in *Ambra1*-null melanomas, thus arguing for a more tumor-permissive environment^44,45^. 

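Collagen genes were higher as a list in the libraries labelled BPA−/−, though 4 chains were lower. This is the label that the Ambra1 count goes against, though a count over the whole gene does not settle it. Of 42 tested collagen genes, 22 were higher and 4 lower at an adjusted p under 0.05 from edgeR (24 and 4 when adjusted over the list alone). Col4a1, a chain of the basement membrane network on chromosome 8 of GRCm38 from 11198423 to 11312826, rose from 688 ± 328 to 4064 ± 1500 CPM (SD, n = 3 each), a log2 fold change of 2.56 (standard error 0.49, adjusted p = 0.0112 from edgeR's quasi-likelihood test). Its partner Col4a2 rose by 2.64 on the log2 scale (standard error 0.53, adjusted p = 0.0124 from edgeR). Col16a1, a chain that sits on the surface of fibrils, and the fibrillar chains Col5a3 and Col27a1 rose by 2.32 (standard error 0.29), 1.93 (standard error 0.22) and 2.39 (standard error 0.19) on the log2 scale. Col1a1 and Col3a1, main fibrillar chains of skin, were at 5990 ± 2050 against 1611 ± 1060 CPM and at 11030 ± 3410 against 4189 ± 2330 CPM (SD, n = 3 each). Their log2 fold changes were 1.89 (standard error 0.52, adjusted p = 0.0301 from edgeR) and 1.40 (standard error 0.45, adjusted p = 0.0478 from edgeR). The chains that fell, all named after their values were seen, include Col17a1 of the hemidesmosomes of basal keratinocytes at −3.25 (standard error 0.75). The others were the basement membrane chains Col4a6 and Col4a5 at −2.55 (standard error 0.58) and −0.97 (standard error 0.20), and the membrane-bound Col23a1 at −0.87 (standard error 0.28). The list's median was 1.31 (adjusted p = 1.38e-05 from camera). Its call was lost when the correlation was estimated (adjusted p = 0.534 with an estimated correlation). The T cell genes Cd3g and Cd3e were lower in these libraries, in which keratinocyte genes fell too (median log2 fold change −3.1). Bulk counts do not tell T cells of the tumor from those of the epidermis. Cd3g went from 17.6 ± 0.454 to 1.86 ± 0.901 CPM and Cd3e from 5.89 ± 0.852 to 1.00 ± 0.387 CPM (SD, n = 3 each). Without BPA−/− replicate 2, and likewise without BPA−/− replicate 3, 13 collagen genes were higher and 1 was lower, and without BPA+/+ replicate 3 there were 2 lower. By edgeR, Col1a1 had an adjusted p of 0.0845, 0.0833, 0.077 and 0.0725 and Col3a1 of 0.122, 0.131, 0.116 and 0.122 without BPA−/− replicates 2 and 3 and BPA+/+ replicates 1 and 3, and 0.133 and 0.0786 after the GC correction (Col3a1 also 0.0509 with at least 10 counts in every library), and each chain that fell lost its call without at least 1 library, Col17a1 without BPA−/− replicate 3 (0.0611), Col4a6 without BPA−/− replicate 2 (0.0542) or BPA+/+ replicate 3 (0.0529), Col4a5 without BPA−/− replicate 2 (0.0541) or 3 (0.0541), and Col23a1 without BPA−/− replicate 1 (0.0908), 2 (0.0893) or 3 (0.127) or BPA+/+ replicate 1 (0.117) or 3 (0.135), and with no composition scaling (0.0595). With these libraries left out the log2 fold changes were −3.15 for Col17a1, −2.33 and −2.25 for Col4a6 and −0.97 and −0.96 for Col4a5. Those of Col23a1 ran from −0.99 to −0.7. Fewer libraries give the test less power.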

As for this aspect, we have provided evidence that AMBRA1-deficient melanoma cells efficiently degrade gelatin matrix, thus pointing to their direct involvement in ECM remodeling. 

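Between the genotypes as labelled, 1880 genes were higher and 1530 lower in the libraries labelled BPA−/− at an adjusted p under 0.05 and a fold above 2 from edgeR. Of these calls, 55.1% were higher. With no minimum fold the test called 3294 genes higher and 3080 lower. Ambra1 was among those higher, against the label, which a count over the whole gene does not settle. The largest changes were taken among genes with a mean of at least 5 CPM and groups that did not overlap, which chance gives in 10% of unchanged genes. Nsg2, a vesicle protein of neurons on chromosome 11 of GRCm38 from 32000463 to 32059202, rose from 4.98 ± 4.2 to 107 ± 47.5 CPM (SD, n = 3 each). Sfrp5, a secreted inhibitor of Wnt signaling, and Gdf10, a TGF-beta family ligand, rose by 4.25 (standard error 0.61) and 3.96 (standard error 0.61) on the log2 scale. Crtac1, a matrix protein of cartilage, rose by 4.92 (standard error 1.10, adjusted p = 0.0162 from edgeR's quasi-likelihood test). Several of the largest falls were of genes of the epidermis. Skint5, Skint6 and Skint11, relatives of the epidermal selection gene of gamma delta T cells, had log2 fold changes of −5.34 (standard error 0.83), −5.54 (standard error 0.81) and −6.05 (standard error 0.81). Flg2, a filaggrin-like protein of the cornified layer, fell from 285 ± 51.1 to 7.01 ± 7.06 CPM (SD, n = 3 each). Serpinb7, a protease inhibitor of the upper epidermis, stood at 2.11 ± 1.67 against 96.4 ± 15.3 CPM (SD, n = 3 each). Lipn, a lipase of the same layers, fell by 5.35 on the log2 scale (standard error 0.89, adjusted p = 0.00807 from edgeR). The Skint genes are near-copies of each other and may share reads. After the GC correction 1241 genes were higher and 1579 lower, 44.0% of calls being higher, and 1115 and 1264 of these were shared with the uncorrected calls. Without BPA−/− replicate 2 there were 1140 higher and 1017 lower, without BPA−/− replicate 3 there were 964 lower, and Flg2 did not pass without BPA−/− replicate 3 (adjusted p = 0.0591 from edgeR).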

Although the exact mechanism(s) by which Ambra1 may regulate the ECM structure are still elusive, the massive modulation of gene expression observed in bulk RNAseq of *BPA*^*−/−*^ tumors strongly suggests that a transcriptional rewiring occurs upon *Ambra1* knock out. Of note, though these changes could be largely related to the stromal composition of the tumor (e.g., fibroblasts), the evidence that increased expression of EMT markers occurs both in human melanoma cells silenced for AMBRA1 and in *Ambra1* KO tumor-derived primary cells argues for a contribution of melanoma cells. In line with this, it is worth mentioning that a novel transcriptional function of Ambra1 in the nucleus has recently been reported^46^. Indeed, its association to chromatin and interaction with transcriptional factors may likely hint at a direct contribution of Ambra1 to the transcriptional reprogramming observed in *Ambra1*-deficient tumors.

Autophagy was suggested to have a role during melanoma development and progression^47,48^. However, we were not able to correlate either the pro-invasive state of *BPA*^*−/−*^ melanoma or the hyperactivation of FAK1 signaling to the AMBRA1 pro-autophagy functions^7^. In fact, while autophagy flux was affected in AMBRA1-silenced cells (Supplementary Fig. 6j, k), bulk autophagy was not altered in *Ambra1*-null *Braf*-mutated melanocytes (Supplementary Fig. 2f, j) and melanomas (Supplementary Fig. 6l, m), thus implying compensatory events taking place in the tumor.

On the other hand, we demonstrated that the pharmacological inhibition of FAK1 signaling was sufficient to revert the growth of *Ambra1*-deficient *Braf/Pten*-driven melanomas in vivo. Moreover, a reduced invasiveness as well as an increased sensitivity to *FAKi* was observed in null or low-expressing AMBRA1 melanoma cells treated with *FAKi* in vitro. Although this evidence should be validated in vivo through *FAK1* genetic ablation in order to circumvent possible off-target effects of pharmacological inhibition, concomitant silencing of FAK1 and AMBRA1 in vitro confirmed the reduced propensity of melanoma cells to migrate and invade. This discovery paves the way for a possible therapeutic application in *AMBRA1*-deficient melanomas of FAK1 inhibitors, which are already exploited in preclinical models of melanoma with acquired resistance to BRAFi^49^, and in clinical trials for solid tumors^42,50,51^. In support to this, we have also observed that *AMBRA1-*low-expressing human melanoma cell lines and tumors (patient data from the TCGA database and LMC cohort) exhibit upregulation of FAK1 signaling, ECM remodeling, EMT and invasiveness genes.

Taken together, our discoveries pinpoint AMBRA1 as tumor suppressor in melanoma, and suggest the potential use of FAK1 inhibitors in current melanoma therapy for AMBRA1-low tumors.

## Methods

### Study design

To determine sample size of the in vivo studies involving transgenic mice, a qualitative power analysis was performed using the formula:

1 $${\rm{sample}}\; {\rm{size}}=\frac{2{({Z}^{{\rm{\alpha }}/2}+{Z}^{{\rm{\beta }}})}^{2}\times P(1-P)}{{({p}_{1}-{p}_{2})}^{2}}$$

where *Z*^α/2 ^= type I error of 5% (=1.96, from *Z* table), *Z*^β ^= 0.842 at power 80% (from *Z* table), *p*_1 _– *p*_2_ = difference in proportion of events in two groups, *P* =  pooled prevalence, i.e., (prevalence in case group [*p*_1_] + prevalence in the control group [*p*_2_])/2. Sample size values were adjusted for 10% attrition. No randomization, blinding or gender distinctions were applied in this instance. We performed RNAseq analysis on murine tumors and staining of tumor sections, which were evaluated by a pathologist (F.M.B.) blinded to experimental conditions. All the in vitro experiments were repeated in at least triplicates, unless otherwise indicated, to ensure enough variation and statistical significance. We evaluated the causative role of FAK1 signaling hyperactivation to the phenomena observed upon AMBRA1 depletion first in vitro and then on tumor growth in vivo. To do so, we used syngeneic models for melanoma in which animals were treated with a FAK inhibitor when tumors were measurable. Sample size was calculated quantitatively using the formula:

2 $${\rm{sample}}\; {\rm{size}}=\frac{2{{\rm{SD}}}^{2}\times {({Z}^{{\rm{\alpha }}/2}+{Z}^{{\rm{\beta }}})}^{2}}{{d}^{2}}$$

where SD = standard deviation (from previous studies^52^, *Z*^α/2^ = type I error of 5% (=1.96, from *Z* table), *Z*^β^ = 0.842 at power 80% (from *Z* table), *d* = effect size. All sample size values were adjusted for 10% attrition. Randomization, gender restriction, but no blinding, were applied to the syngeneic models. For all the in vivo experiments, endpoints were established before experiments were performed according to the Danish regulations.

### Genetically engineered mouse models

All animal care and mice experiments were performed in compliance with institutional guidelines and with protocols approved by the Danish animal experiments inspectorate (Dyreforsøgstilsynet, 2015-15-0201-00586, 2020-15-0201-00578). All mice were maintained in pathogen-free, ventilated cages in the Animal facility at the Danish Cancer Society, and allowed free access to food and water in a 12 h light/dark cycle, with room temperature at 21–24 °C, humidity 55 ± 10%. All cages contained wood shavings, bedding, nest material and cardboard tube for environmental enrichment. All the mice used for the study are female and male, C57Bl/6N strain (RRID:MGI:5651595). *Ambra1*^*flox/flox*^, previously generated in our laboratory as described in Becher et al.^16^, were crossed with *Tyr::CreER*^*T2/+*^;*Braf*^*V600E/+*^*;Pten*^*flox/flox*^^15^. For the analysis of melanocytic lesions, breedings were set to generate *Tyr:CreER*^*T2/+*^*;Braf*^*V600E/+*^ background with different Ambra1 flox copy number herein referred to as *BA*^*+/+*^ (*Ambra1*^*+/+*^), *BA*^*+/−*^ (*Ambra1*^*+/−*^) or *BA*^*−/−*^ (*Ambra1*^*−/−*^). For the analysis of melanomas, breeding pairs were set to generate *Tyr:CreER*^*T2/+*^*;Braf*^*V600E/+*^*;Pten*^*−/−*^ background with different *Ambra1 flox* copy number herein referred to as *BPA*^*+/+*^ (*Ambra1*^*+/+*^), *BPA*^*+/−*^ (*Ambra1*^*+/−*^) or *BPA*^*−/−*^ (*Ambra1*^*−/−*^). Animals were maintained in an inbred background.

Melanocytic lesions in *BA*^*+/+*^, *BA*^*+/−*^ and *BA*^*−/−*^ mice were induced by topical application of 10 µl (50 mg/ml) of (Z)-4-Hydroxytamoxifen (4-OHT) (Sigma-Aldrich, MO, USA; cat# H6728) solution in dimethyl sulfoxide (DMSO) with a paintbrush onto the dorsal skin of both female and male pups at postnatal days 1, 3, and 5^53^. Local administration of 4-OHT in in *BPA*^*+/+*^, *BPA*^*+/−*^ and *BPA*^*−/−*^ mice was induced by local application of 1.5 µl (7.8 mg/ml) of 4-OHT in EtOH onto the shaved dorsal skin of 3-week-old mice^53^. Tumors were measured using electronic calipers, and volume (*V*) was calculated using the formula:

3 $$V=(L\times W\times H)\times \frac{{\rm{\pi }}}{6}$$

where *L* = Length; *W* = Width; *H* = Height. For the tumor growth curves, each data point corresponds to the average tumor volume in each experimental group for a given day after 4-OHT induction. Tumor weights were measured at endpoint. *BPA*^*+/+*^, *BPA*^*+/−*^, and *BPA*^*−/−*^ mice were euthanized at various time-points after 4-OHT application or when tumor reached maximum volume allowed by Danish legislation [(*L* + *W*)/2 ≥ 12] (maximum tolerated tumor).

### Determination of Cre-recombinase efficiency

DNA was extracted from 10 mg of bulk tumors from *BPA*^*+/+*^, *BPA*^*+/−*^ and *BPA*^*−/−*^ mice using the E.Z.N.A. Tissue DNA Kit (Omega Bio-Tek, GA, USA; cat# D3396/02). Briefly, samples were digested for 2 h at 55 °C with Proteinase K provided in the kit. DNA was then precipitated and bound to the column. After washing, DNA was eluted in 5 mM Tris-HCl. The efficiency of the Cre recombination was determined by PCR for *Braf* and *Pten*, as described in Dankort et al.^54^ and Yao et al.^55^, respectively. Efficiency of Ambra1 recombination was assessed by western blot (WB) analyses (see below).

### Tissue processing and paraffin sectioning

At the time of collection, mice tissue samples (perfused lungs, dorsal skin, inguinal lymph nodes or tumors) were collected and fixed overnight in PFA 4% at 4 °C. Samples were then washed three times in PBS, processed in an STP 120 Spin Tissue Processor (ThermoFisher Scientific, MA, USA; cat# 813150) overnight and embedded in paraffin (Hounisen, DK; cat# 2270.6060) using a Microm EC 350 modular tissue embedding center (ThermoFisher Scientific, MA, USA). Unless otherwise indicated, sections of 4 µm were cut using an HM325 rotary microtome (ThermoFisher Scientific, MA, USA; cat# 902100), MX35 Premier blades (ThermoFisher Scientific, MA, USA; cat# 3051835) and ThermoScientific™ SuperFrost Plus™ Adhesion slides (ThermoFisher Scientific, MA, USA; cat# J1800AMNZ). Sections were deparaffinized with xylene and graded ethanol, and rehydrated. Sections were then stained according to various staining procedures.

### Hematoxylin & eosin (H&E) staining

After deparaffinization and rehydration, tumors, lungs, lymph nodes or skin sections were stained with hematoxylin (Sigma-Aldrich, MO, USA; cat# GHS232) and eosin (Sigma-Aldrich, MO, USA; cat# HT110232) according to manufacturer’s instructions, dehydrated and mounted with xylene. All bright field images (skin, lymph nodes and tumor sections) were acquired using a Leica DMLS microscope (Leica, DE) coupled with a Leica ICC50 HD camera (Leica, DE) and Leica Application Suite v4.2.0, or using a NanoZoomer-XR Digital slide scanner (Hamamatsu, JP) and NDP.view 2 software (version 2.7).

### Picrosirius Red staining

After deparaffinization and rehydration, sections were stained with Weigert’s hematoxylin solution for 5 min. The solution was prepared following standard protocols with hematoxylin (Merck, NJ, USA; cat# 1.15938.0100), iron(III) chloride hexahydrate (Merck, NJ, USA; cat# 1.03943.0250) and hydrochloric acid (Merck, NJ, USA; cat# 1.00317.1000). After rinsing the sections with water for 10 min, the sections were stained for 1 h with Sirius Red 0.1% in Picric Acid Saturated (Ampliqon, DK; cat# AMPQ40522.1000), rinsed again with water for 1 min, dehydrated and mounted with xylene. The staining was assessed under polarized light with a Leika microscope by a pathologist (F.M.B.) blinded to the experimental conditions and a histopathological score assigned as follows: *0* for prevalence of fine fibrillar stroma, *1* for fibrillar stroma with occasional presence of isolated thick collagen fibers, *3* for presence of long and thick confluent collagen fibers.

### Immunohistochemistry (IHC) and immunofluorescence (IF) on tissue sections

Tissue sections were deparaffinized, rehydrated and washed in PBS Tween 0.05 % (PBS-T). Antigen retrieval was performed in Target Retrieval Solution, Citrate pH 6 (Dako, CA, USA; cat# S236984) (S100 IHC/IF for 4 min, p-c-Myc-S62 IHC/IF for 15 min, Cyclin D1 IHC/IF for 4 min, p-Fak-Y576 IF for 4 min, p62 IF for 4 min) or Tris-EDTA buffer pH 9.0 (Ki67 IHC/IF for 4 min) using a microwave. Endogenous peroxidases were blocked with 3% H_2_O_2_ in water for 10 min, sections were washed in PBS-T and blocked with Protein Block Serum-Free (Dako, CA, USA; cat# X0909) for 30 min at room temperature. Primary antibodies in antibody diluent (Dako, CA, USA; cat# S0809) were applied to the sections overnight at 4 °C. For IHC, stainings were visualized using EnVision^+^ (Dako, CA, USA; cat# K4003) or Histofine® One-Step Polymer Detection System (for p-c-Myc-S62; Nacalai, USA; cat# 414311F) and DAB^+^ (Dako, CA, USA; cat# K3468). Sections were counterstained with hematoxylin (Dako, CA, USA; cat# S3309) according to manufacturer’s instructions, dehydrated and mounted with xylene. Digital images were acquired with a NanoZoomer-XR Digital slide scanner (Hamamatsu, JP) and NDP.view 2 software (version 2.7). For IF, incubation of the primary antibody was followed by incubation with a Goat anti-Rabbit IgG (H+L) Cyanine5 (1:400, ThermoFisher Scientific, MA, USA; cat# A-10523; RRID: AB_2534032) or with a Goat anti-Rabbit IgG (H+L) Alexa Fluor 568 (1:400, ThermoFisher Scientific, MA, USA; cat# A-11011; RRID:AB_143157) for 2 h at room temperature. Nuclear staining was performed for 10 min at room temperature with 1 µg/ml Hoechst 33342 (ThermoFisher Scientific, MA, USA; cat# H3570). Sections were mounted with fluorescence mounting medium (Dako, CA, USA; cat# S3023). The primary antibodies used for both IHC and IF are as follows: anti-S100 (ready-to-use, Dako, CA, USA; cat# IS504; RRID:AB_2811056), anti-Ki67 (IHC 1:1000, IF 1:250, Abcam, UK; cat# ab16667; RRID:AB_302459), p-c-Myc-S62 (1:150, antibody developed and validated by the Prof. Sears laboratory^56^), Cyclin D1 (IHC 1:400, IF 1:500, Abcam; cat# ab16663), p-Fak-Y576 (IF 1:200, ThermoFisher Scientific, MA, USA; cat# PA5-104964), p62 (IF 1:500, MBL, MA, USA; cat# PM045). All the IHC and Breslow thickness of tumors were assessed by a pathologist (F.M.B.) blinded to the experimental conditions. IF were imaged using a fluorescent AxIo Imager.A2 microscope (Carl Zeiss AG, DE) equipped with an AxioCaM HRM (Carl Zeiss AG, DE) and provided with a ZEISS ZEN microscope software v2.3 (Carl Zeiss AG, DE; RRID:SCR_018163).

Morphologically, melanomas produced with this model were composed of three different components, with peculiar melanocytic populations and features of the stroma. The most superficial component was composed of heavily pigmented melanocytes arranged in nests, positive for S100 in the cytoplasmic compartment, with scarce stroma between the cells (“pigmented population”). The deeper part of the melanoma was divided between two coexisting melanocytic populations. The first of these, with pleomorphic nuclei and stronger cytoplasmic S100 positivity, with loss of the pigmentation that characterized the superficial component but retained growth in nests with little admixed stroma (“S100^+^ population”). The last, characterized by smaller, monomorfic cells with weaker or lost S100 expression and separated by a loose, myxoid matrix. The QuPath software (RRID:SCR_018257) version v0.1.2 was used to calculate the amount of these three morphological categories, the percentage of Ki67-positive cells in a given area of the section, the intensity of signal of p-c-Myc-S62 and of Cyclin D1 in IHC analyses, the nuclear or cytosolic IF intensity of the signal of Cyclin D1 and p-c-Myc-S62 and of p-Fak-Y576 and p62 (respectively) and the number/area of tumor masses in the lungs. To assess the presence of micrometastases in the lymph nodes, both inguinal lymph nodes were collected from mice from both sexes 42 days after 4-OHT induction, fixed, embedded in paraffin, stained with anti-S100 and analyzed with ImageJ version 1.52.n (University of Wisconsin, WI, USA; RRID:SCR_003070). For each lymph node, three sections were quantified and the average percentage of S100-positive area per lymph node was calculated. The values obtained for the lymph nodes of the same mouse were summed in order to obtain a single data point per mouse. Five mice were analyzed in each group and each data point corresponds to the average % of S100-positive area. Area of iLNs was calculated using ImageJ version 1.52.n (University of Wisconsin, WI, USA; RRID:SCR_003070). For each mouse both iLNs were counted. Data are expressed as average ± SEM.

### Melanocytic nevi quantification

Paraffin-embedded skin sections from both female and male mice samples collected at 13 weeks after 4-OHT application were stained with H&E and analyzed with ImageJ version 1.52.n (University of Wisconsin, WI, USA; RRID:SCR_003070). For each section, the hypodermal area of the specimen was defined. This area corresponded to the hypodermal layer of the skin where most melanocytic nevi were located. Within the hypodermal area, a threshold was set to detect the pigmented area. Each data point represents one mouse and corresponds to the average percentage of the pigmented area out of the total hypodermal area for that mouse (at least four sections were analyzed for each mouse to ensure variability).

### TUNEL assay

To assess cell death, the TUNEL Assay Kit-BrdU-Red (Abcam, UK; cat# ab66110) was used following manufacturer’s instructions. Tissue sections were deparaffinized, rehydrated and treated with 20 µg/ml Proteinase K (ThermoFischer Scientific, MA, USA; cat# AM2548) for 5 min according to the kit’s protocol. Nuclear staining was performed for 10 min at room temperature with 1 µg/ml Hoechst 33342. Images were taken using a using a fluorescent AxIo Imager.A2 microscope (Carl Zeiss AG, DE) equipped with an AxioCaM HRM (Carl Zeiss AG, DE) and provided with a ZEISS ZEN microscope software v2.3 (Carl Zeiss AG, DE).

### Nuclei count

Tissue sections were deparaffinized, rehydrated and nuclei stained for 10 min at room temperature with 1 µg/ml Hoechst 33342. Nuclei were imaged using a fluorescent AxIo Imager.A2 microscope (Carl Zeiss AG, DE) equipped with an AxioCaM HRM (Carl Zeiss AG, DE) and provided with a ZEISS ZEN microscope software v2.3 (Carl Zeiss AG, DE). At least four different fields were analyzed for each sample and the number of nuclei determined with ImageJ version 1.52.n (University of Wisconsin, WI, USA; RRID:SCR_003070).

### Primary melanoma cells isolation

The procedure herein described was carried out in sterile conditions in a tissue culture hood. Tumors were excised from animals (both genders), weighted and the skin carefully removed with a rounded blade scalpel. Tumors were washed in 70% EtOH for 10 s, followed by two quick washes in sterile PBS (ThermoFisher Scientific, MA, USA; cat# 14190-094) supplemented with 100 U/ml P/s. Tumors were mechanically dissociated in 1–2 mm^3^ fragments with a rounded blade scalpel and digested in freshly prepared digestion buffer (RPMI 1640 Medium supplemented with 3 mg/ml Collagenase A –Roche, CH; cat# 10103586001, and 1.5 mg/ml porcine pancreatic trypsin –Sigma-Aldrich, MO, USA; cat# T1426) (5:1, v/w) upon gentle rotation (20 rpm) for 1 h at room temperature (RT). After digestion, the suspension was further dissociated with a serological pipette and non-digested tissue debris removed by centrifugation at 800 × *g* for 10 min using a 70 µm Falcon^®^ Cell Strainer (Corning, NY, USA; cat# 352350). Supernatant was removed and cell pellets washed twice with RPMI 1640. Viability was determined by Trypan Blue exclusion test and cells were kept in culture in RPMI 1640 supplemented with 100 U/ml P/s and 2% fetal bovine serum (FBS) for the first 5–7 days, to negatively select fibroblasts, and eventually in RPMI 1640 supplemented with 20% FBS. *BPA*^*+/+*^*-* or *BPA*^*−/−*^-derived melanoma primary cells (Bdmc^+/+^ and Bdmc^−/−^, respectively) were kept in culture no longer than 3 weeks at 37 °C in an atmosphere of 5% CO_2_ in air. Growth medium was replaced every 48 h and a subcultivation ratio of 1:3 used every 3–4 days.

### Intravenous tail injection and melanoma cells homing

Tumor pieces from *BPA*^*+/+*^ or *BPA*^*−/−*^ mice were mechanically dissociated in 1–2 mm^3^ fragments with dissection scissors in two separate falcon tubes (tumor pieces with the same genotype were pooled to obtain a single cell suspension for each genotype) and digested in 2 ml freshly prepared sterile-filtered digestion buffer (RPMI 1640 Medium supplemented with 2.1 mg/ml Collagenase type I, 75 µg/ml DNAse I, 5 mM CaCl_2_ and 1% Penicillin-Streptomycin, P/s –ThermoFisher Scientific, MA, USA; cat# 15140-122) upon gentle rotation overnight at 4 °C. Tumor samples were then incubated at 37 °C for 1 h. The suspension was further dissociated with a serological pipette and non-digested tissue debris removed by centrifugation at 800 × *g* for 10 min using a 70 µm Falcon^®^ Cell Strainer (Corning, NY, USA; cat# 352350). Viability was determined by Trypan Blue exclusion test and cells were resuspended in an appropriate amount of isotonic solution. Ten to 15-week-old C57Bl/6N (RRID:MGI:5651595) females were acclimated for 1 week in the facility and randomly injected with 1.5 × 10^5^ *BPA*^*+/+*^*-* or *BPA*^*−/−*^-derived tumor cells in the tail vein to assess homing of melanoma cells to the lungs. Mice were monitored daily and were euthanized 3 months after tail vein injection. At the time of collection, lungs were perfused with formaldehyde 4% (PFA 4%) aqueous solution (VWR, PA, USA; cat# 9713.1000) and processed for histological analysis. Lungs were blindly analyzed by a pathologist (F.M.B.) for quantification of tumor masses and size.

### Subcutaneous injections and FAKi treatment

Six to 8 and 11–12-week-old C57Bl/6N (RRID:MGI:5651595) female mice were purchased from Taconic Biosciences A/S and allowed to acclimate in the facility for 1–2 weeks before randomization. At the day of injection, Bdmc^+/+^ and Bdmc^-/-^ cells were washed in PBS, detached by trypsin and counted. Either 7 × 10^5^, 2 × 10^6^ (in 6–8-week-old mice) or 5 × 10^6^ (in 11–12-week-old mice) cells resuspended in 100 µl of saline solution supplemented with 1 mM EDTA were injected in the right flank of each mouse (*sBPA*^*+/+*^: mice injected with Bdmc^+/+^ cells; *sBPA*^*−/−*^: mice injected with Bdmc^−/−^ cells). Mice were monitored over a long period of time to assess tumor appearance (Tumor-free mice). When the tumors of the mice injected with 2 × 10^6^ and 5 × 10^6^ cells were measurable (ca. 30 mm^3^), mice were randomly divided in subgroups and received every day for 21 and 10 days, respectively, an IP injection of either 20 mg/kg FAK inhibitor 14 (*FAKi*; Y15, Sigma-Aldrich, MO, USA, cat# SML0837) dissolved in saline solution or saline solution, as control (*Vehicle*). Mice were monitored/observed on daily basis and weight determined twice a week to assess health status upon *FAKi* administration. Tumor volumes were measured twice a week or daily, respectively, by a digital caliper and mice euthanized, respectively, after 21 or 10 days from the first IP. Tumor volumes (*V*) were determined using the formula:

4 $$V=\frac{(W\times {L}^{2})}{2}$$

where *W* > *L* and *W* = width and *L* = length, and are expressed as fold-change with respect to the first day of treatment.

### Cell lines and treatments

Human melanoma cell lines MeWo (ATCC^®^ HTB-65^™^; RRID: CVCL_0445), SK-Mel-2 (ATCC^®^ HTB-68^™^; RRID: CVCL_0069) and SK-Mel-5 (ATCC^®^ HTB-70^™^; RRID: CVCL_0527) were purchased from ATCC^®^ (Manassas, VA, USA) and cultivated in Advanced Minimum Essential Media (MEM) (ThermoFisher Scientific, MA, USA; cat# 12492-021) supplemented with 2 mM GlutaMAX™ (ThermoFisher Scientific, MA, USA; cat# 35050-038). European Searchable Tumor Line Database (ESTDAB, https://www.ebi.ac.uk/ipd/estdab; RRID:SCR_007746) cell lines were cultivated in RPMI 1640 Medium (ThermoFisher Scientific, MA, USA; cat# 61870-010). All culture media were supplemented with 10% FBS (ThermoFisher Scientific, MA, USA; cat# 10270-106) and 100 U/ml P/s. Cells were cultured in an atmosphere of 5% CO_2_ in air at 37 °C and passaged no >18 times before a low-passage cryovial was thawed. Cells were expanded, cryopreserved and used within few months of resuscitation. All the cell lines were routinely tested for *Mycoplasma* contamination at thawing, during subculture and prior to cryopreservation using a PCR-based detection method (eurofins Genomics, DE). During the experiments, cells were plated at a density of 2 × 10^5^ cells/ml, unless otherwise indicated. Chloroquine (CQ) was dissolved in DMSO and used at a final concentration of 40 µM for 2 h, while DMSO was used in control cells. *FAKi* was used at a final concentration of 1 µM in Bdmc cells and at 0.004 µM, 0.02 µM, 0.1 µM, 0.5 µM, and 2.5 µM final concentrations in the ESTDAB cells, while PBS was used in control cells (*Vehicle*).

### siRNAs and transfection methods

siRNA transfection was performed at time of seeding (reverse transfection) using a 20 nM concentration for a total of 48 h, unless otherwise indicated. Custom-designed siRNA sequences for AMBRA1 are as follows: *siAMBRA1 (#1)*: *5’-* GGC CUA UGG UAC UAA CAA A *-3’*; *siAMBRA1 5‘-UTR (siAMBRA #2): 5’- GGA CAA CUU ACA AGG ACC -3’*. Unless otherwise indicated, *siAMBRA1* refers to *siAMBRA1 #1*. Custom-designed siRNA sequence for ATG7 is: *siATG7*: *5’-* CAG UGG AUC UAA AUC UCA AAC UGA U *-3’*. Silencing of FAK1 was obtained using either the MISSION^®^ esiRNA human PTK2 (*siFAK1 #1*, Sigma-Aldrich, MO, USA; cat# EHU077321) or the custom-designed siRNA (*siFAK1 #2*) *5’-* AAC CUC GCA GUC AUU UAU CAU *-3’*. Unless otherwise indicated, *siFAK1* refers to *siFAK1 #1*. Negative control cells (*siScr*) were transfected with the MISSION^®^ siRNA Universal Negative Control #1 (Sigma-Aldrich, MO, USA; cat# SIC001). The DNA constructs coding for AMBRA1, myc-flagged-AMBRA1 and HA-tagged-FAK1 were cloned in the pcDNA™3.1 Mammalian Expression Vector (ThermoFisher Scientific, MA, USA; cat# V79020). The coding sequences were amplified by PCR and cloned in the acceptor vector by means of EcoRI and NotI restriction sites. HA-FAK1 plasmid construct was mutagenized (using FAK1 as template and custom-designed primers) in the same region (exon 11) targeted by *siFAK1 #2* in order to make it *siFAK1 #2*-resistant (HA-FAK1.miRes). The AMBRA1^*PXP*^ and the HA-FAK1.miRes^*P876A/P882A*^ (HA-FAK1.miRes^*AA*^) mutants were obtained by site-directed mutagenesis using AMBRA1 and FAK1 as template, respectively, and custom-designed primers. The overexpression of AMBRA1 and FAK1 plasmid constructs was carried out for 24 h, 24 h after cells had been reversely transfected with the *siAMBRA1-5’UTR* and the *siFAK1 #2* in order to knock-down endogenous AMBRA1 and FAK1 levels, respectively. ß-Gal-myc- and HA-expressing plasmids were used as negative controls. All transfections were performed using Lipofectamine™ 2000 Transfection Reagent (ThermoFisher Scientific, MA, USA; cat# 11668-019), according to the instructions.

### Immunoprecipitation

Immunoprecipitation was performed in HEMG Buffer (25 mM Hepes pH 8.0, 12.5 mM MgCl_2_, 0.1 mM EDTA pH 8.0, 10% Glycerol, 100 mM NaCl, 0.5% Triton X-100). Cells were lysed in HEMG buffer completed with phosphatase (1 mM Sodium fluoride and 1 mM Sodium orthovanadate, VWR) and protease (Protease Inhibitors Cocktail, Sigma-Aldrich) inhibitors. After clarification (10,000 × *g* for 15 min) protein extracts were quantified by DC Protein Assay (BIO-RAD) and 0.5–1.5 mg of protein extracts for each condition pre-cleared by 30 min incubation with 0.2 mg of protein G magnetic beads (Dynabeads^TM^, Invitrogen). Next, the pre-cleared lysates were incubated overnight with 0.4 mg of protein G magnetic beads and 1 µg of primary antibodies (mouse immunoglobulins for IP Ctrl, anti-HA (Sigma-Aldrich, cat# H3663) and anti-AMBRA1 (Santa Cruz Biotechnology, cat # sc-398204)). Purified complexes were washed three to four times and denatured with Laemmli Sample Buffer 4X (NuPAGE^TM^ LDS Sample Buffer 4X plus NuPAGE^TM^ Sample Redung Agent 10X, Invitrogen) and boiled at 95 °C for 5 min. Protein complexes were then analyzed by western blot.

### Protein expression analysis

Total protein lysates were obtained by resuspending cell pellets in RIPA Buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 5 mM MgCl_2_, 1% Triton X-100, 0.25% Sodium Deoxycholate, 0.1% SDS, 5 mM β-glycerophosphate, 5 mM NaF, 2 mM Na_3_VO_4_, 1:100 protease inhibitor cocktail) on ice for 20 min. Mice tumors were disrupted in RIPA Buffer (30:1, v/w), after the skin was carefully removed, using a Qiagen Tissuelyser II (Qiagen, DE) (frequency 20/s, 2 min) with stainless steel beads. All lysates were sonicated (three cycles, 5 s ON/OFF) and centrifuged at 15,000 × *g* for 10 min at 4 °C. Protein extracts from the ESTDAB cells #002, #033, #039, #043, #047, #067, #095, #097, #114, #115, #128, #129, #135, #160, #161, #162, #199 were obtained using the AllPrep DNA/RNA/Protein Mini Kit (Qiagen, DE; cat# 80004) according to the instructions. Protein concentration was determined according to the Lowry’s method and protein extracts separated by sodium dodecyl sulphate–polyacrylamide gel electrophoresis using Criterion™ TGX™ Precast Gels (Bio-Rad Laboratories, CA, USA) and blotted on PVDF using a Trans-Blot^®^ Turbo™ Transfer System (Bio-Rad Laboratories, CA, USA). Primary antibodies used can be found in the Supplementary Table 2 of the Supplementary Information file. Images were taken using a ChemiDoc™ MP System (Bio-Rad Laboratories, CA, USA; cat# 1708-280) provided with the Image Lab 6.0.1 Software (Bio-Rad Laboratories, CA, USA). Densitometry analyses were performed using ImageJ version 1.52.n (University of Wisconsin, WI, USA; RRID:SCR_003070). All uncropped blots can be found in Source Data.

### RNA isolation

For RT-qPCR analyses, total RNA was isolated directly from culture cells using the NucleoSpin™ RNA Columns (Macherey-Nagel™, DE; cat# 740955) according to the instructions of the manufacturer. Mice tissues were disrupted using a Qiagen Tissuelyser II (as previously described) after the skin was accurately removed. Total RNA from the ESTDAB cells #002, #033, #039, #043, #047, #067, #095, #097, #114, #115, #128, #129, #135, #160, #161, #162, #199 was obtained using the AllPrep DNA/RNA/Protein Mini Kit (Qiagen, DE; cat# 80004) according to the instructions. For RNA-seq analyses, RNA from tissues (disrupted with Qiagen Tissuelyser II) were isolated using the RNeasy Plus Mini Kit (Qiagen, DE; cat# 74134), following the instructions of the manufacturer. When RNA from tissues could not be isolated at the moment, tumor pieces were preserved in RNA*later*™ Stabilization Solution (ThermoFisher Scientific, MA, USA; cat# AM7020), according to the instructions.

### Reverse transcription and quantitative RT-PCR

Reverse transcription was performed for 1 h at 37 °C with 500 ng of total RNA with the M-MLV reverse transcriptase (Promega, WI, USA; cat# M1705) and diluted 3x before any RT-qPCR analysis. mRNA expression levels were measured using the PowerUp™ SYBR™ Green Master Mix (ThermoFisher Scientific, MA, USA; cat# A25742), according to the instructions, on a ViiA 7 Real-Time PCR System v1.3 (Applied Biosystems, CA, USA). Fold changes in mRNA levels relative to the control were calculated after normalizing to an internal housekeeping (*L34*). All reactions were run as triplicates. The specific primer pairs were custom designed and tested with Primer-BLAST (NCBI; RRID:SCR_003095). Primers used were obtained from TAG Copenhagen A/S (Copenhagen, DK) and are listed in the Supplementary Table 3 of the Supplementary Information file.

### RNA sequencing and analysis

RNA sequencing was performed on bulk tumor extracts from *BPA*^*+/+*^ and *BPA*^*−/−*^ mice by Genomix4Life Srl (Baronissi, SA, IT). Samples were sequenced with Illumina NextSeq in paired-end mode with a read length of 76 bp. Quality control of the reads and base-calling was performed with FastQC v0.11.9 (Babraham Institute, UK; RRID:SCR_014583). Removal of adapter and very short reads was achieved with cutadapt v1.18 (TU Dortmund University, DE; RRID:SCR_011841). Reads were aligned to *Mus Musculus* (mm10) using the STAR software version 2.5.3a (Cold Spring Harbor Laboratory, NY, USA; RRID:SCR_015899) with standard parameters for paired-reads. Transcriptome expression was quantified with featureCount Release 1.6.3 (Walter and Eliza Hall Institute of Medical Research, AU; RRID:SCR_012919). The reference track was the assembly mm10 obtained from Ensembl (RRID:SCR_002344) using iGenomes (Illumina, CA, USA). Differential expression analysis was performed with R (R project for Statistical Computing, version 3.6.0; RRID:SCR_001905) Bioconductor (RRID:SCR_006442) package DESeq2 version 1.4.02 (RRID:SCR_015687), pathway analysis was performed with the online tool EnrichR (Icahn School of Medicine at Mount Sinai, NY, USA; RRID:SCR_001575) and gene set enrichment analysis was performed with the GSEA java desktop application for Mac version 4.0.3 (Broad Institute, MA, USA; RRID:SCR_003199). A detailed description of the parameters used for each analysis and the processing of the RNAseq data can be found in the Supplementary Data 2.

### In silico analyses using publicly available datasets

RNAseq data for skin cutaneous melanoma (SKCM) samples was downloaded from The Cancer Genome Atlas (TCGA; RRID:SCR_003193) and pre-processed with the TCGAbiolinks R package 2.18.0 (RRID:SCR_017683). RNAseq (RPKM values) data for melanoma cell lines was downloaded directly from The Cancer Cell Line Encyclopedia (CCLE) website (portals.broadinstitute.org/ccle; RRID:SCR_013836). Raw mRNA expression data for Leeds Melanoma Cohort was downloaded from European Genome Archive using the accession number EGAS00001002922. Raw data was normalized using R package *LUMI*^57^ (version 2.38.0) followed by quantile normalization and log2 transformation. Probe set identifiers were mapped to official gene symbols using annotation package for Illumina’s DASL-HT12-v4 array. Melanoma patient samples or cell lines were classified in AMBRA1_Low or AMBRA1_High groups according to their AMBRA1 mRNA expression levels. Arbitrary cut-offs were chosen to define those groups. For all three datasets, the top 15% of the population in terms of AMBRA1 mRNA expression defined the AMBRA1_High group while the bottom 15% defined the AMBRA1_Low group. As a result, for the (i) TCGA-SKCM data, both groups contained *n* = 70 patients; (ii) CCLE data, both groups contained *n* = 7 cell lines; and (iii) Leeds Melanoma Cohort, both groups contained *n* = 105 samples. A detailed description of the parameters used for each analysis and the processing of the public data can be found in the Supplementary Data 2.

### Extracellular matrix digestion assay

Twenty-four hours after transfection, cells were washed, detached and counted. Five thousand cells were plated in 8-well Nunc™ Lab-Tek™ II Chamber Slide™ System (ThermoFisher Scientific, MA, USA; cat# 154534PK) coated with red-fluorescent Cy3-Gelatin, just before use. Cy3-Gelatin coating was performed according to the instruction of the QCM™ Gelatin Invadopodia Assay (Red) kit (Merck-Millipore, MA, USA; cat# ECM671). Twenty-four hours after seeding, medium was removed, cells washed with cold PBS and fixation performed with a 4% formaldehyde solution in PBS for 30 min at room temperature. Cells were rinsed twice with PBS and F-Actin and nuclei, respectively, stained with 2 µg/mL FITC-phalloidin and 1 µg/mL Hoechst 33342 in a solution of 2% BSA/0.25% Triton X-100 in PBS for 1 h at room temperature. Cells and areas of matrix degradation were digitalized using a fluorescent AxIo Imager.A2 microscope (Carl Zeiss AG, DE) equipped with an AxioCaM HRM (Carl Zeiss AG, DE) and provided with a ZEISS ZEN microscope software v2.3 (Carl Zeiss AG, DE) using a x40 magnification. For each sample, five different fields containing at least three to four cells were acquired and used for following quantifications. Quantifications were performed using the ImageJ version 1.52.n (University of Wisconsin, WI, USA; RRID:SCR_003070). FITC-phalloidin and Cy3-gelatin signals were, respectively, thresholded for high and low intensity to measure cell area and matrix degradation area. The same threshold was used for all the images. Data are expressed as relative matrix degradation area per cell, i.e., the ratio of the area of gelatin degradation on cell area.

### Transwell invasion assay

Ten-thousand cells from monoculture were seeded onto Nunc™ Polycarbonate Cell Culture Inserts in Multi-Well Plates (ThermoFisher Scientific, MA, USA; cat# 140629) in FBS-free growth medium 24 h after transfection or at the moment of seeding (ESTDAB and primary cells). Growth medium supplemented with 10% FBS was used in the bottom chamber as attractant. Cells were incubated at 37 °C for 24 h and then fixed and stained with a 0.05% (w/v) Crystal Violet solution in 20% MeOH. Cells on the top section of the insert were gently removed with a cotton swab. Four different fields were imaged for each sample with an IX71 inverted microscope (Olympus, Tokyo, JA) provided with a CellSens Imaging Software 2 (Olympus, Tokyo, JA; RRID:SCR_016238) and counted with ImageJ version 1.52.n (University of Wisconsin, WI, USA; RRID:SCR_003070). Data are showed as average count.

### Wound-healing assay

Twenty-four hours after transfection or plating, cells were seeded in 2-well silicone inserts with a defined cell-free gap of 500 µm (ibidi^®^, DE, cat# 80209) at high confluence in 6-well plates. The following day, the inserts were removed, cells washed twice with sterile PBS and complete growth medium supplied. Wound closure was followed over time, at the indicated times. Migrating cells were imaged with an IX71 inverted microscope (Olympus, Tokyo, JA) provided with a CellSens Imaging Software 2 (Olympus, Tokyo, JA; RRID:SCR_016238). The area of wound closure was calculated using the ImageJ version 1.52.n (University of Wisconsin, WI, USA; RRID:SCR_003070) with respect to the initial area (*T*_0_) and expressed as percentage of wound healing at the time-points indicated.

### Immunofluorescence analysis of focal adhesions

Twenty-four hours after transfection, cells were detached, diluted 1:3 and seeded on glass cover slips. The next day, growth medium was removed and cells washed twice in cold PBS and fixed with 4% paraformaldehyde (VWR International, Radnor, PA, USA) in PBS for 10 min at room temperature. Cover slips were incubated with a permeabilization solution (PBS/Triton X-100 0.2%, v/v), blocked for 1 h with a blocking solution (PBS/normal goat serum 5%, v/v, FBA 1%, v/v) and then incubated over night at 4 °C with anti-phospho-FAK Y397 (pFAK-Y397) (Cell Signaling #3283, 1:200; RRID:AB_10891442) and anti-Vinculin (Sigma-Aldrich, V9131, 1:500; RRID:AB_477629). Cells were then washed with cold PBS and incubated for 1 h with fluorophore-conjugated secondary antibodies (respectively AlexaFluor 568, RRID:AB_143157, and 647, RRID:AB_2535814). Nuclei were stained with 1 μg/ml Hoechst 33342 (Thermo Fisher Scientific, 62249, 1:1000) and F-actin was stained with fluorescein phalloidin (Thermo Fisher Scientific, F432, 1:100) for 30 min at room temperature. Confocal microscopy images were acquired by a LSM800 microscope (ZEISS; RRID:SCR_015963) equipped with an oil-immersion 63X objective and ZEN lite 2012 software Service Pack 2 (RRID:SCR_018163). Fluorescence images were deconvoluted using the software Huygens Professional engine 20.10.0p2 (Scientific Volume Imaging B.V.; RRID:SCR_014237) and adjusted for brightness, contrast and color balance by using Fiji (RRID:SCR_002285) analysis software (based on ImageJ v- 2.1.0/1.53c). The images represent projections and were achieved by summing the fluorescence signal of central *z*-stacks (two planes, 0.3 µm). The analysis of pFAK1-containing focal adhesions was performed by a modified version of the protocols previously published^25,58^ using Fiji imaging software. Briefly, the two central *z*-stacks of confocal images were summed, then pFAK-Y397 and Vinculin signals were merged in order to determine pFAK-Y397 containing focal adhesions. Pictures were thresholded using MaxEntropy algorithm, and particles with a size >0.1 µm^2^ were analyzed. Nuclear/perinuclear areas were excluded from the analysis. Area, perimeter, maximum Feret’s diameter of each pFAK-Y397-containing focal adhesion was analyzed and shape factor was calculated using the following formula:

5 $${\rm{Shape}}\; {\rm{factor}}=\frac{4{\rm{\pi }}\,\left({\rm{area}}\right)}{{\left({\rm{perimeter}}\right)}^{2}}$$

### Cell viability upon FAKi treatment

For each cell line (ESTDAB and Bdmc), 50,000 cells were plated in each well. After 24 h, medium was removed and replaced with fresh medium containing *FAKi* at different concentrations (0.004 µM, 0.02 µM, 0.1 µM, 0.5 µM and 2.5 µM, prepared as serial dilutions) for additional 24 h. Cell viability was assessed using the Cell Counting Kit-8 (Dojindo cat# CK04-11) at 450 nm using a VICTOR Multilabel Plate Reader (PerkinElmer, MA, USA) after 2 h of incubation, according to the manufacturer’s instructions. Data are shown as percentage of viable cells with respect to untreated cells (PBS, *Vehicle*). For ESTDAB cells, IC_50_ values were extrapolated using GraphPad/Prism8 (RRID:SCR_002798).

### Statistical analysis

For two-group comparison, two-tailed unpaired *t*-test or Wilcoxon rank-sum test (Mann–Whitney) was performed. For the Kaplan–Meyer survival curves, significance was assessed using the Log-rank (Mantel–Cox) test. Two-way-ANOVA was used for multiple comparisons in the wound-healing assay, the Crystal Violet assay and the tumor growth curves analysis (only the *p*-values at day 42 are shown in the graph). To determine correlation between AMBRA1 and EMT genes mRNA levels in ESTDAB cells, the Pearson correlation test was used. GraphPad/Prism8 (RRID:SCR_002798) was used for plotting graphs and to perform statistical analysis. Data are presented as means ± SEM or SD and significance was designated as follows: *p ≤ 0.05; **p ≤ 0.01; ***p ≤ 0.001; ****p ≤ 0.0001; *ns*, not significant.

All figures were assembled using Adobe Illustrator CC, 2020.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNAseq datasets from the TCGA-SKCM analyzed during the current study are available on The Cancer Genome Atlas (TCGA, http://cancergenome.nih.gov/; RRID:SCR_003193). The RNAseq data from the CCLE melanoma cell lines analyzed during the current study are available on CCLE website (portals.broadinstitute.org/ccle). The transcriptomic data from the LMC analyzed during the current study were generated by the University of Leeds^29^ in connection with the project “The Leeds Melanoma Cohort”; otherwise known as Melanoma Follow-up and Case-Control Family Study (REC reference number 01/03/057). These data are available within the European Genome-phenome Archive at the European Bioinformatics Institute (accession number EGAS00001002922). Julia Newton-Bishop () is the person to contact to access the EGA data. The RNAseq datasets generated from BPA^+/+^ and BPA^−/−^ samples during the current study are publicly available in GEO repository (accession number GSE151134). The authors declare that all other data supporting the findings of this study are available within the paper and its supplementary information files. Source data for Figs. 1–6, Supplementary Figs. 2–8 are provided with the paper as a separate “Source data” folder, which includes an Excel file with raw data for each figure in separate sheets, as well as a Pdf file with the uncropped versions of any gels or blots presented in this study. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Loss of Ambra1 promotes melanoma growth and invasion
**Source:** Nat Commun. 2021 May 5;12:2550. doi: 10.1038/s41467-021-22772-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Upregulated processes in BPA<sup>-/-</sup> mice (Fisher exact test).

File Name: Supplementary Data 2

Description: RNAseq\_metadata.

# Supplementary material for: Loss of Ambra1 promotes melanoma growth and invasion
**Source:** Nat Commun. 2021 May 5;12:2550. doi: 10.1038/s41467-021-22772-2

Figure 2

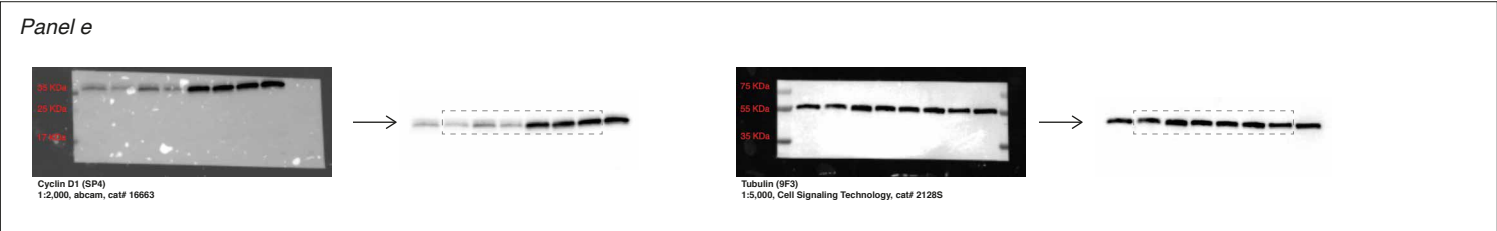

Figure 3

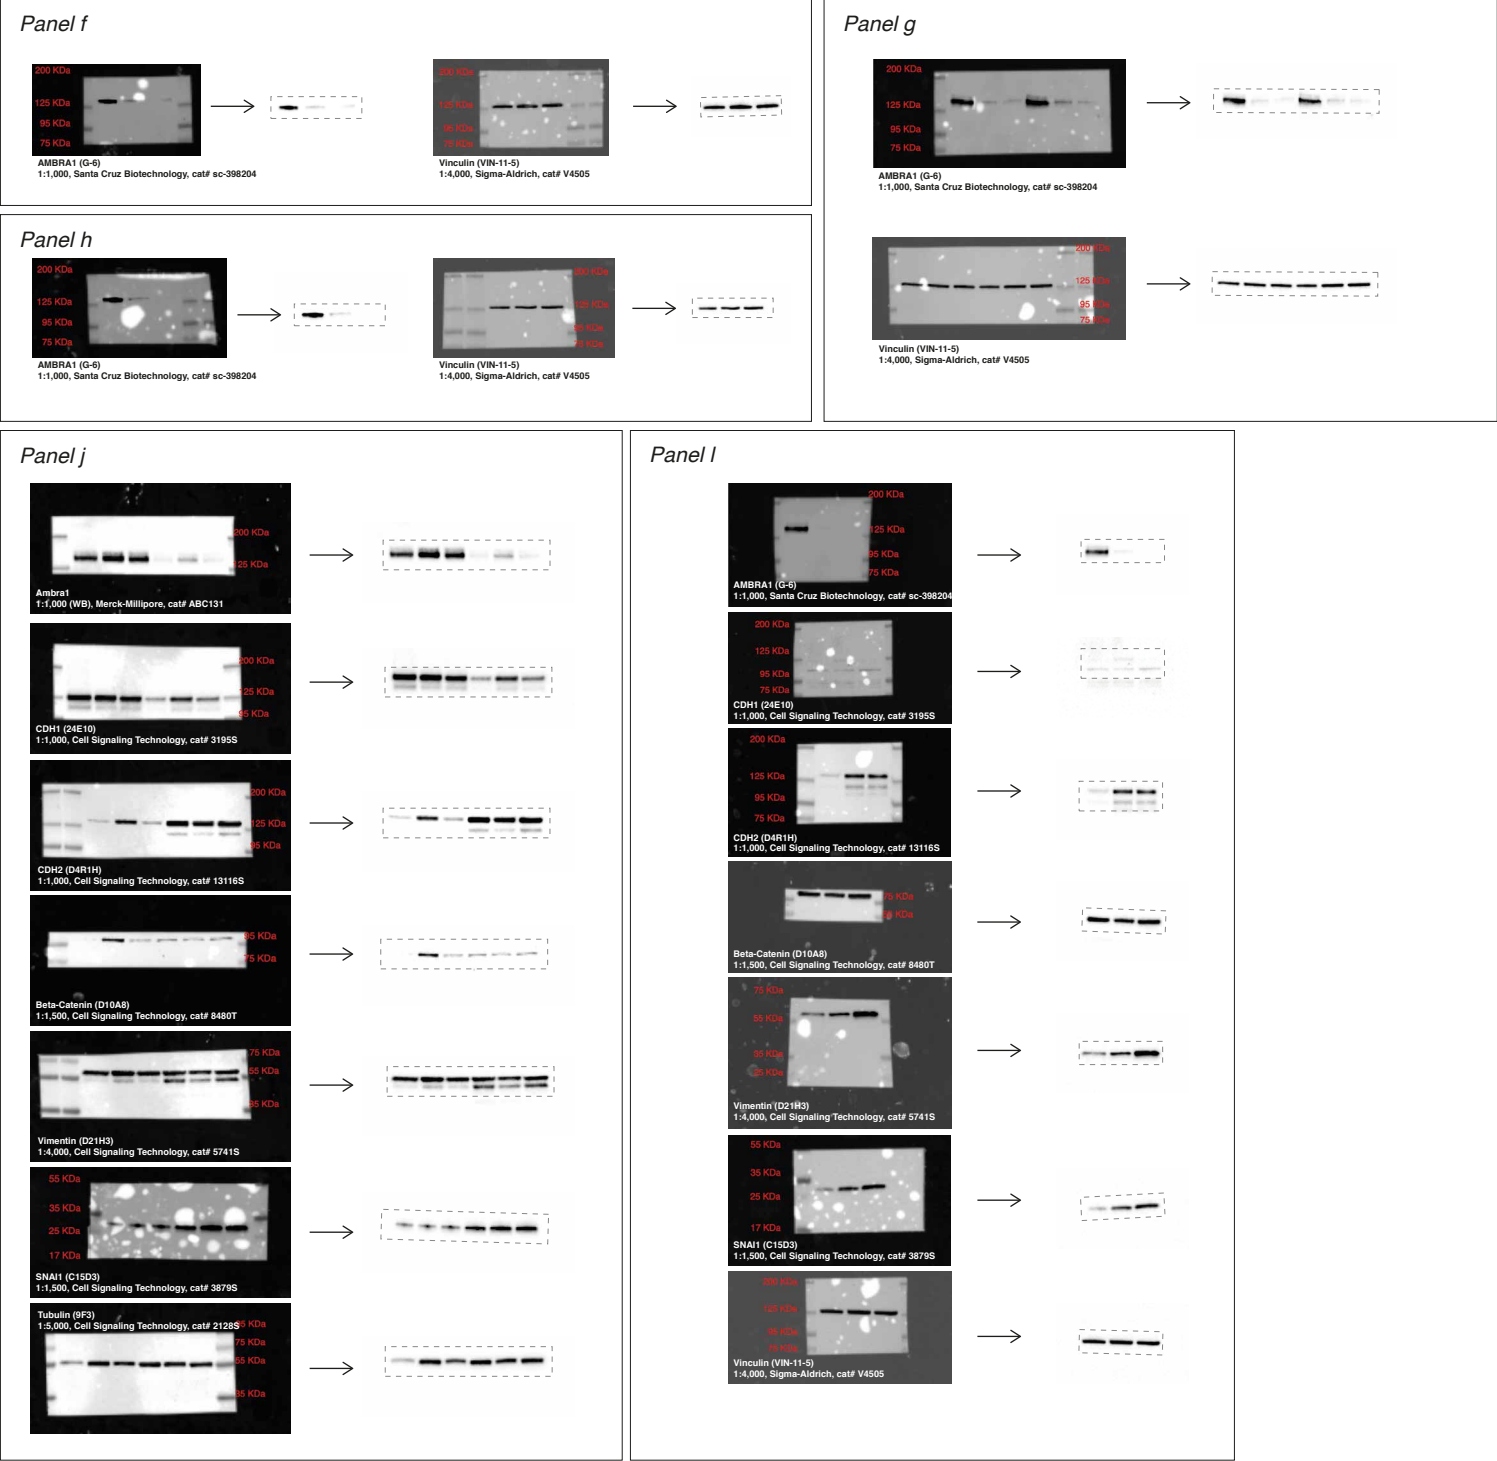

Figure 5

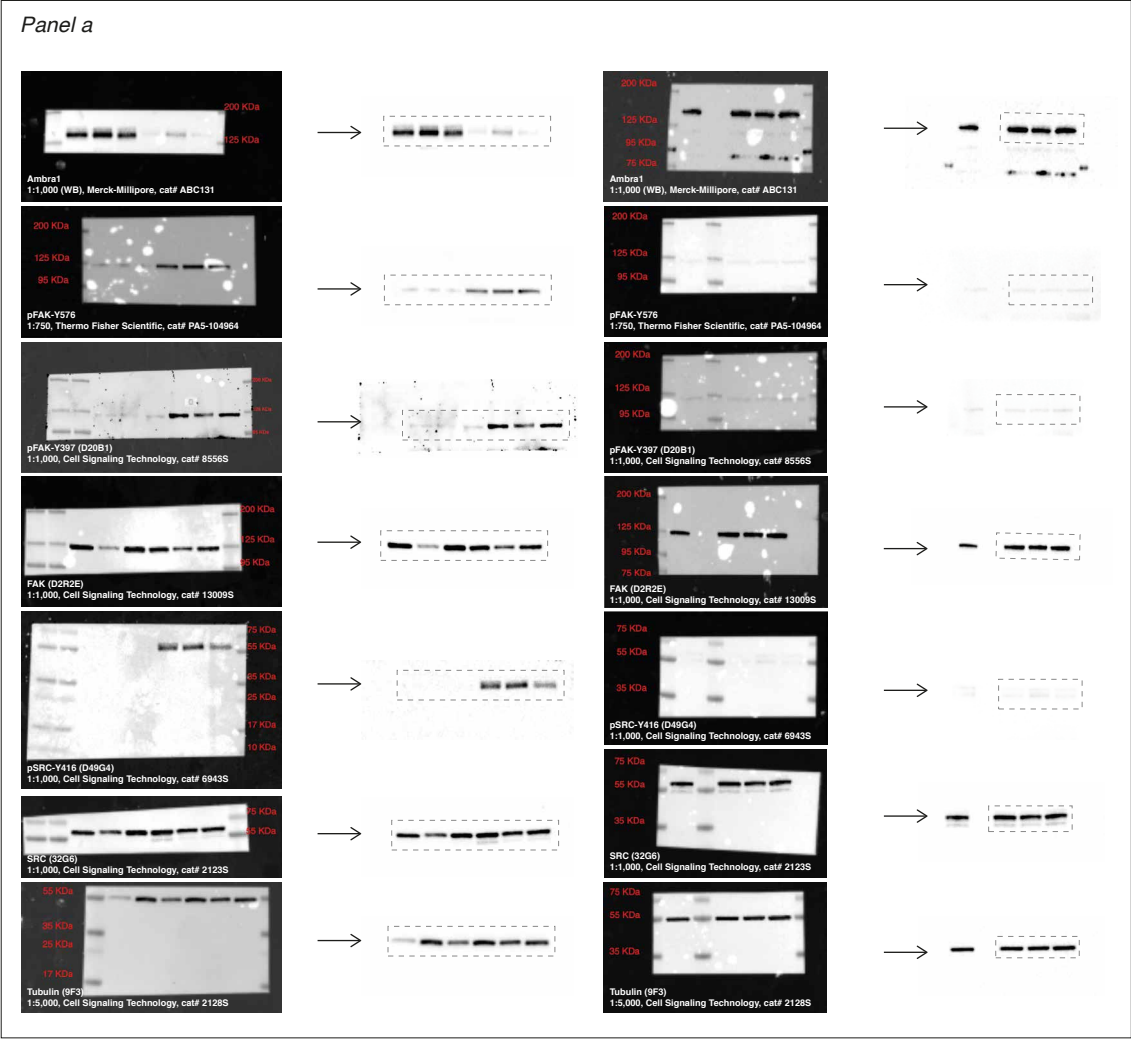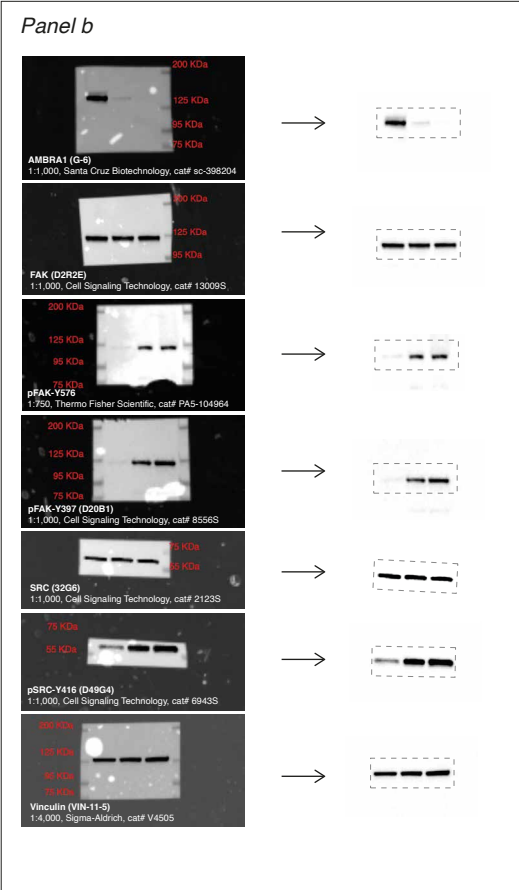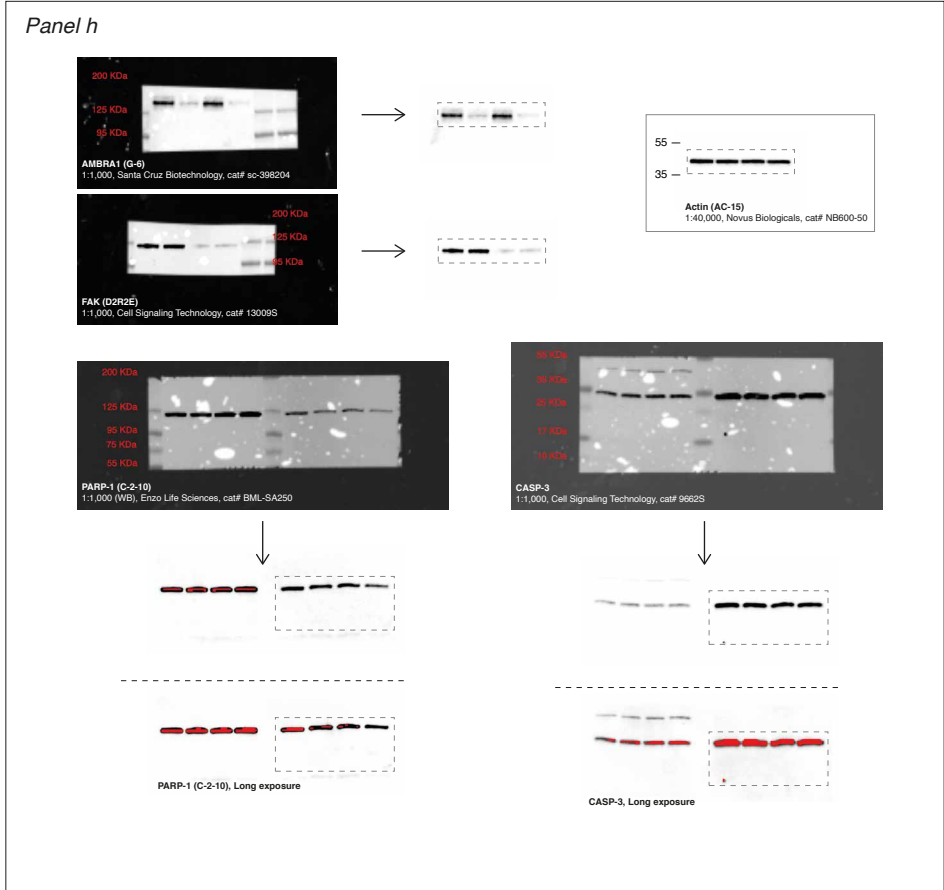

Figure 6

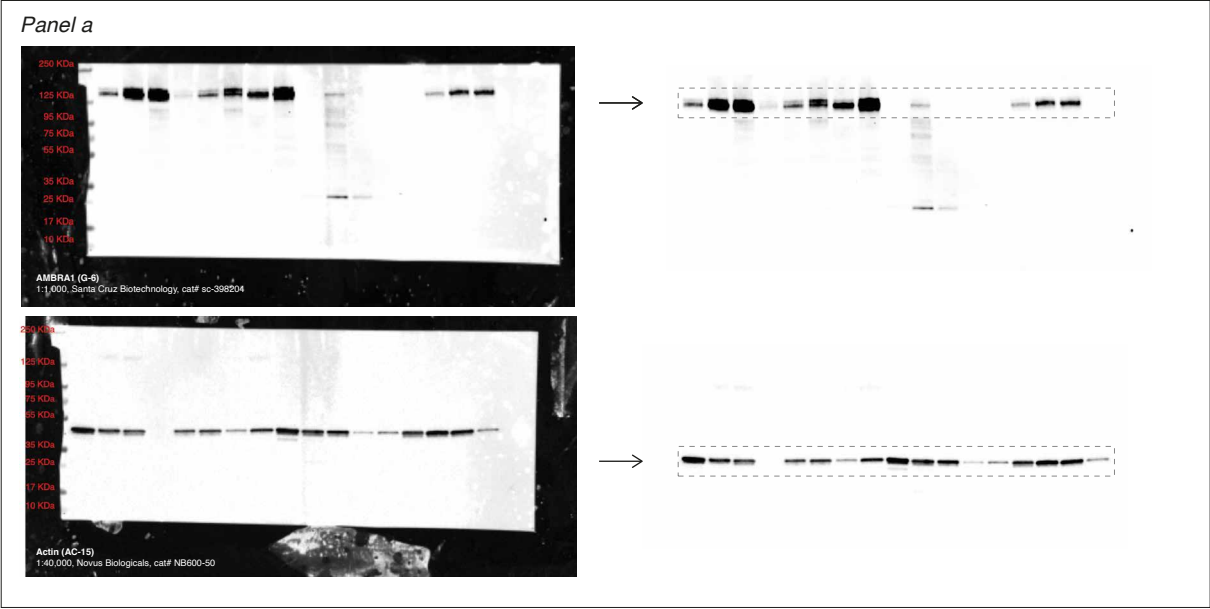

Figure S2

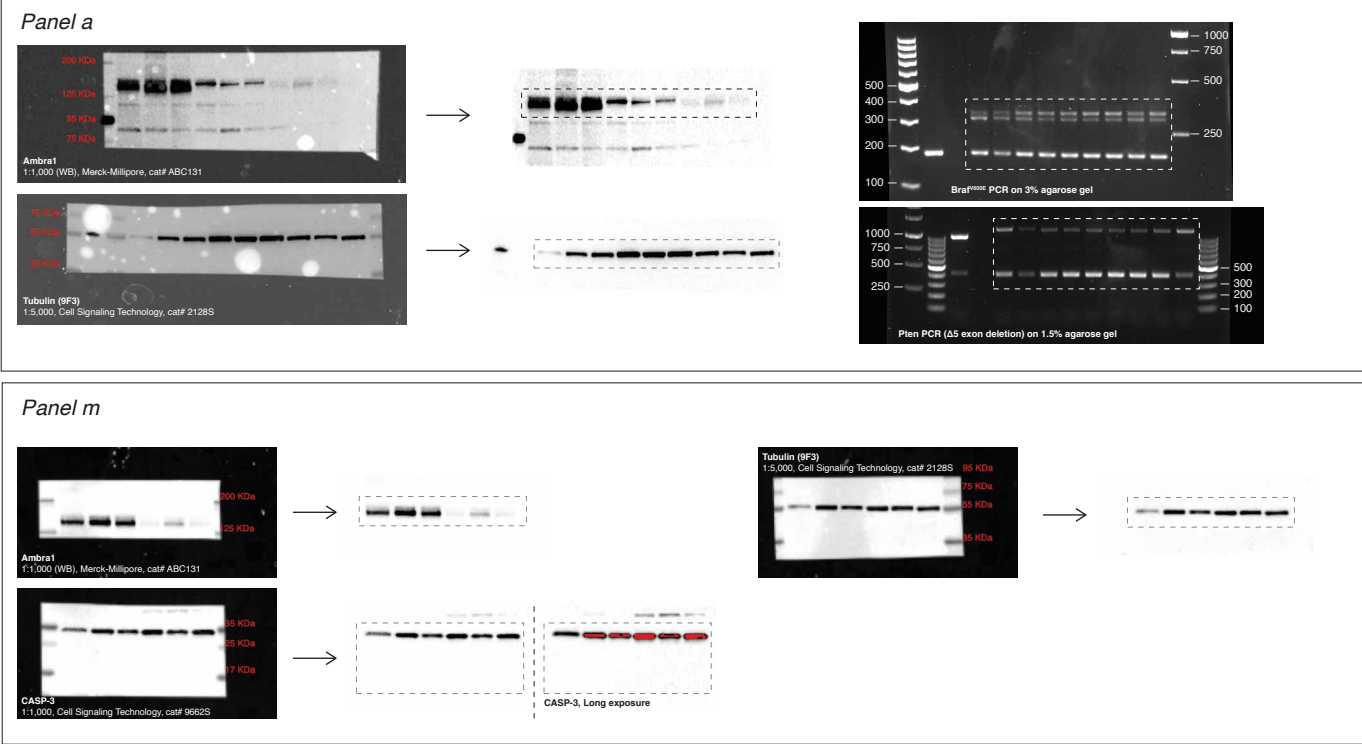

Figure S4

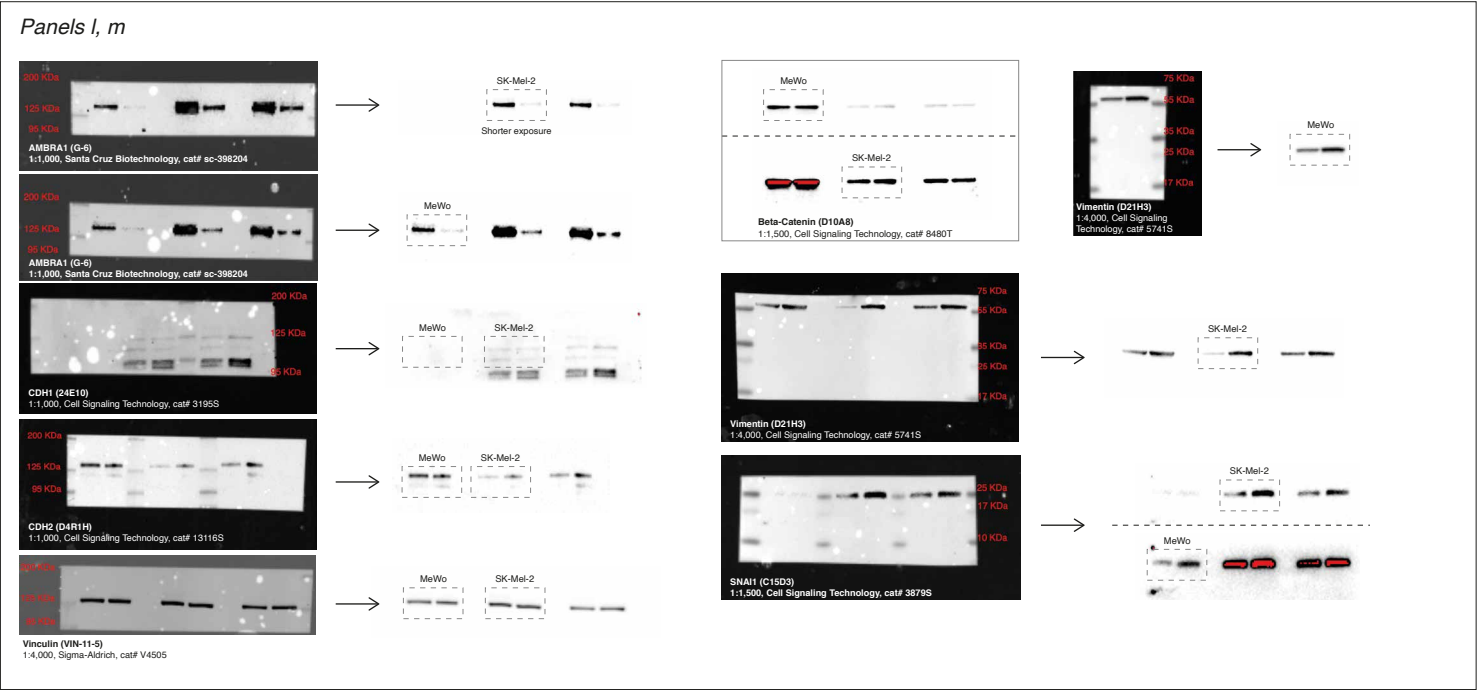

Figure S5

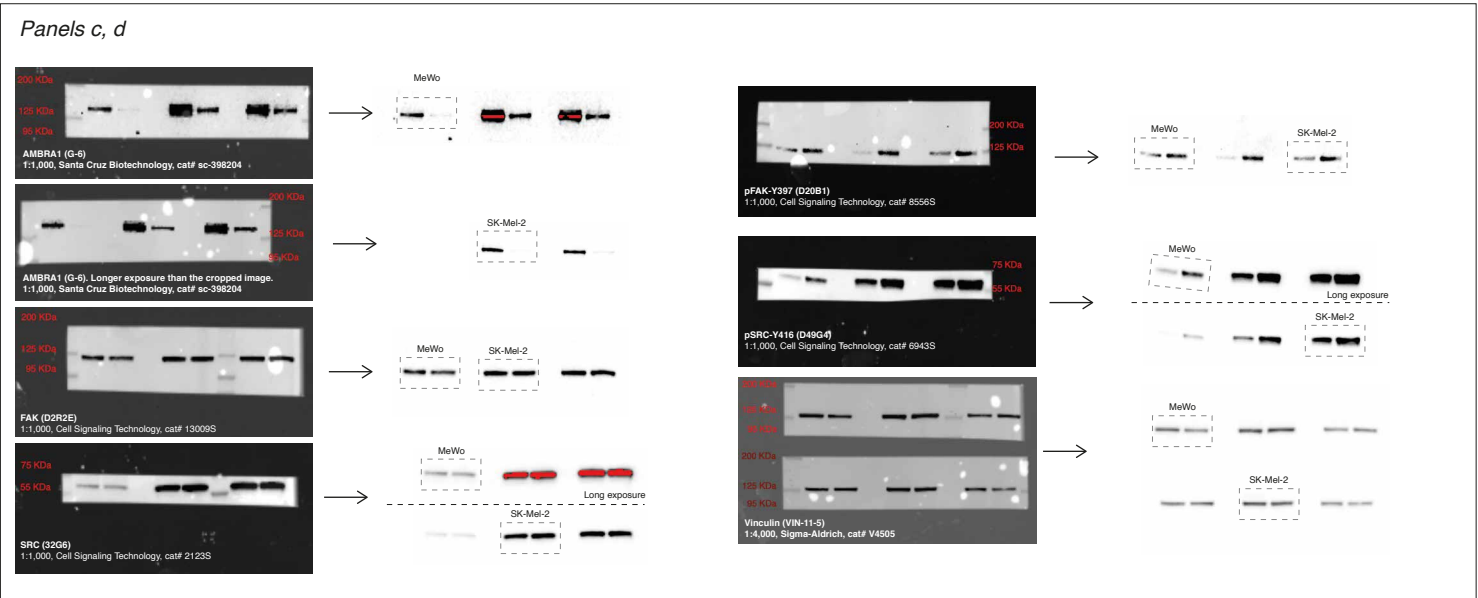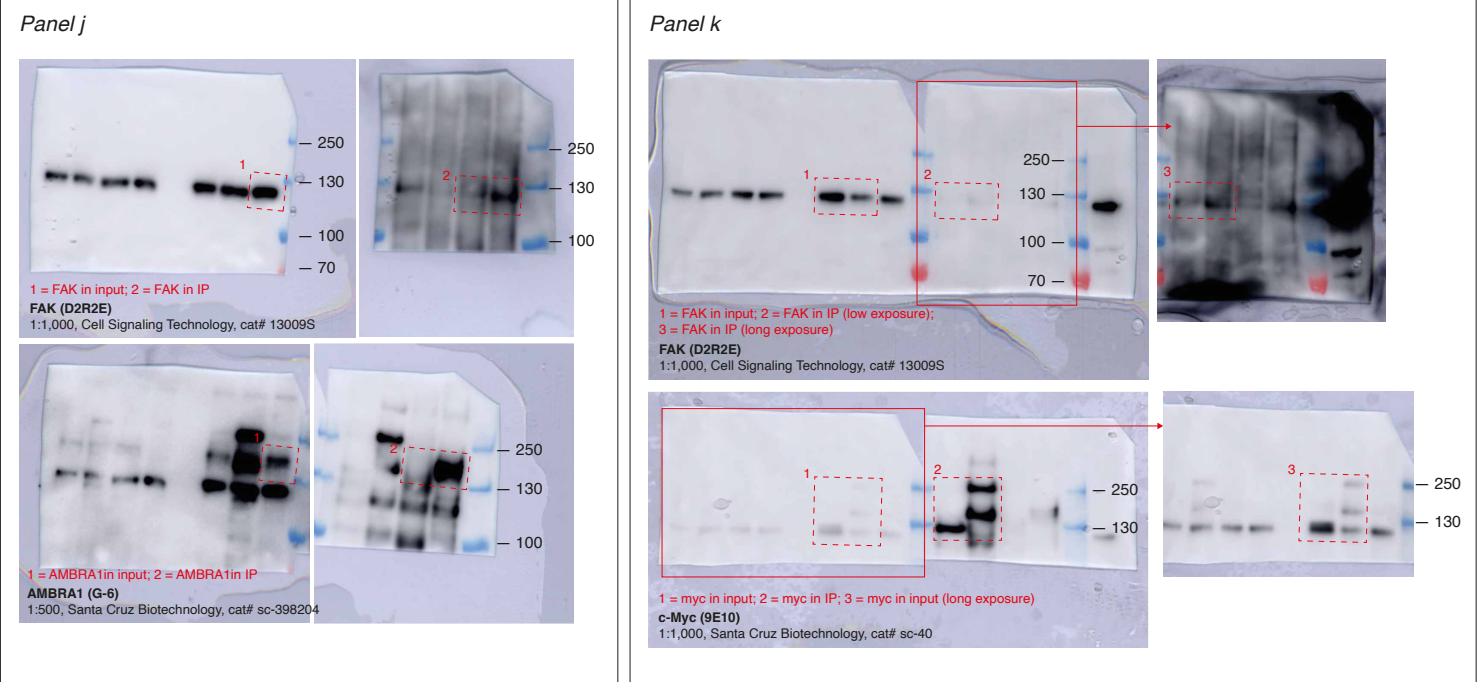

Figure S5

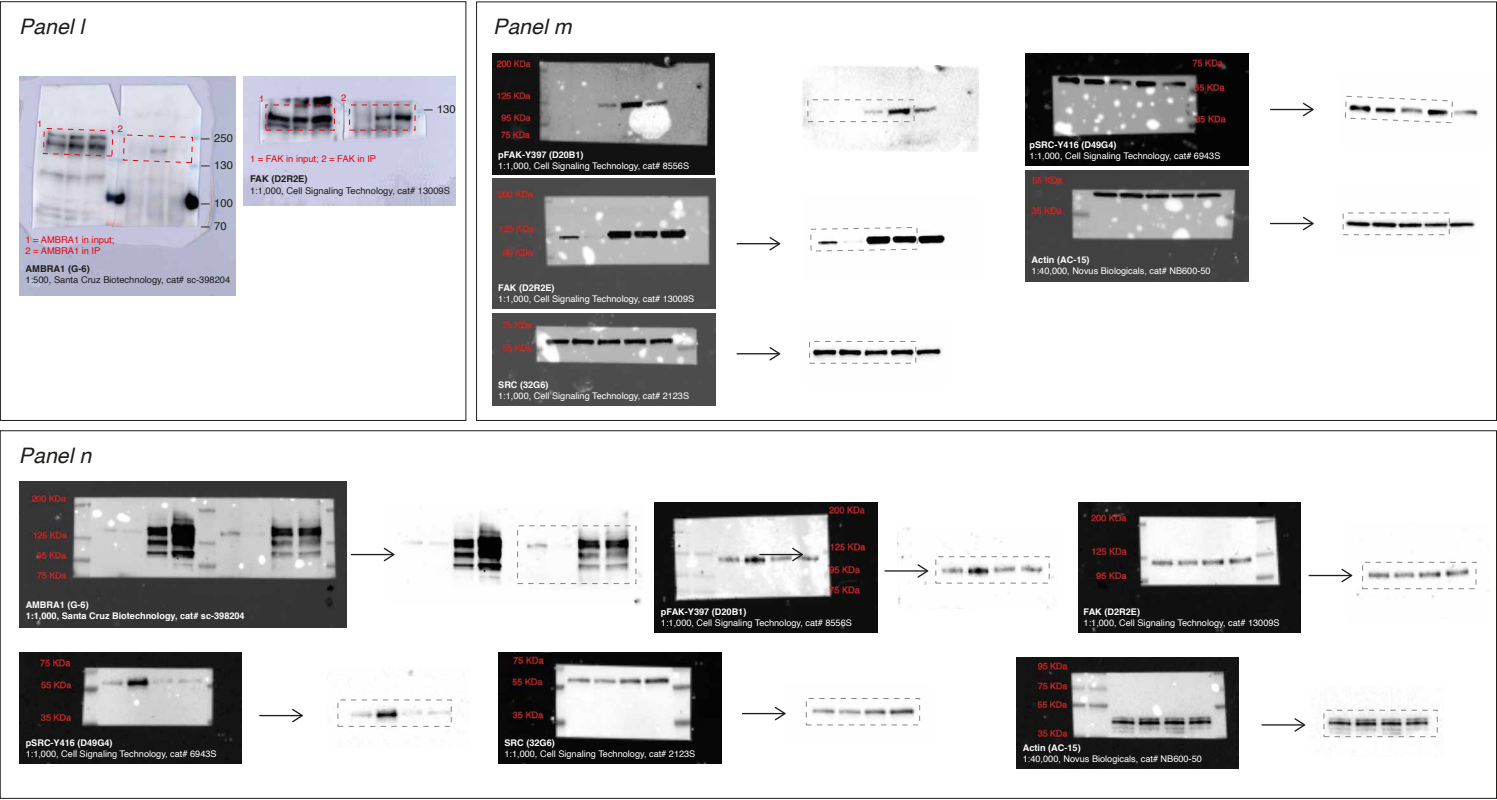

Figure S6

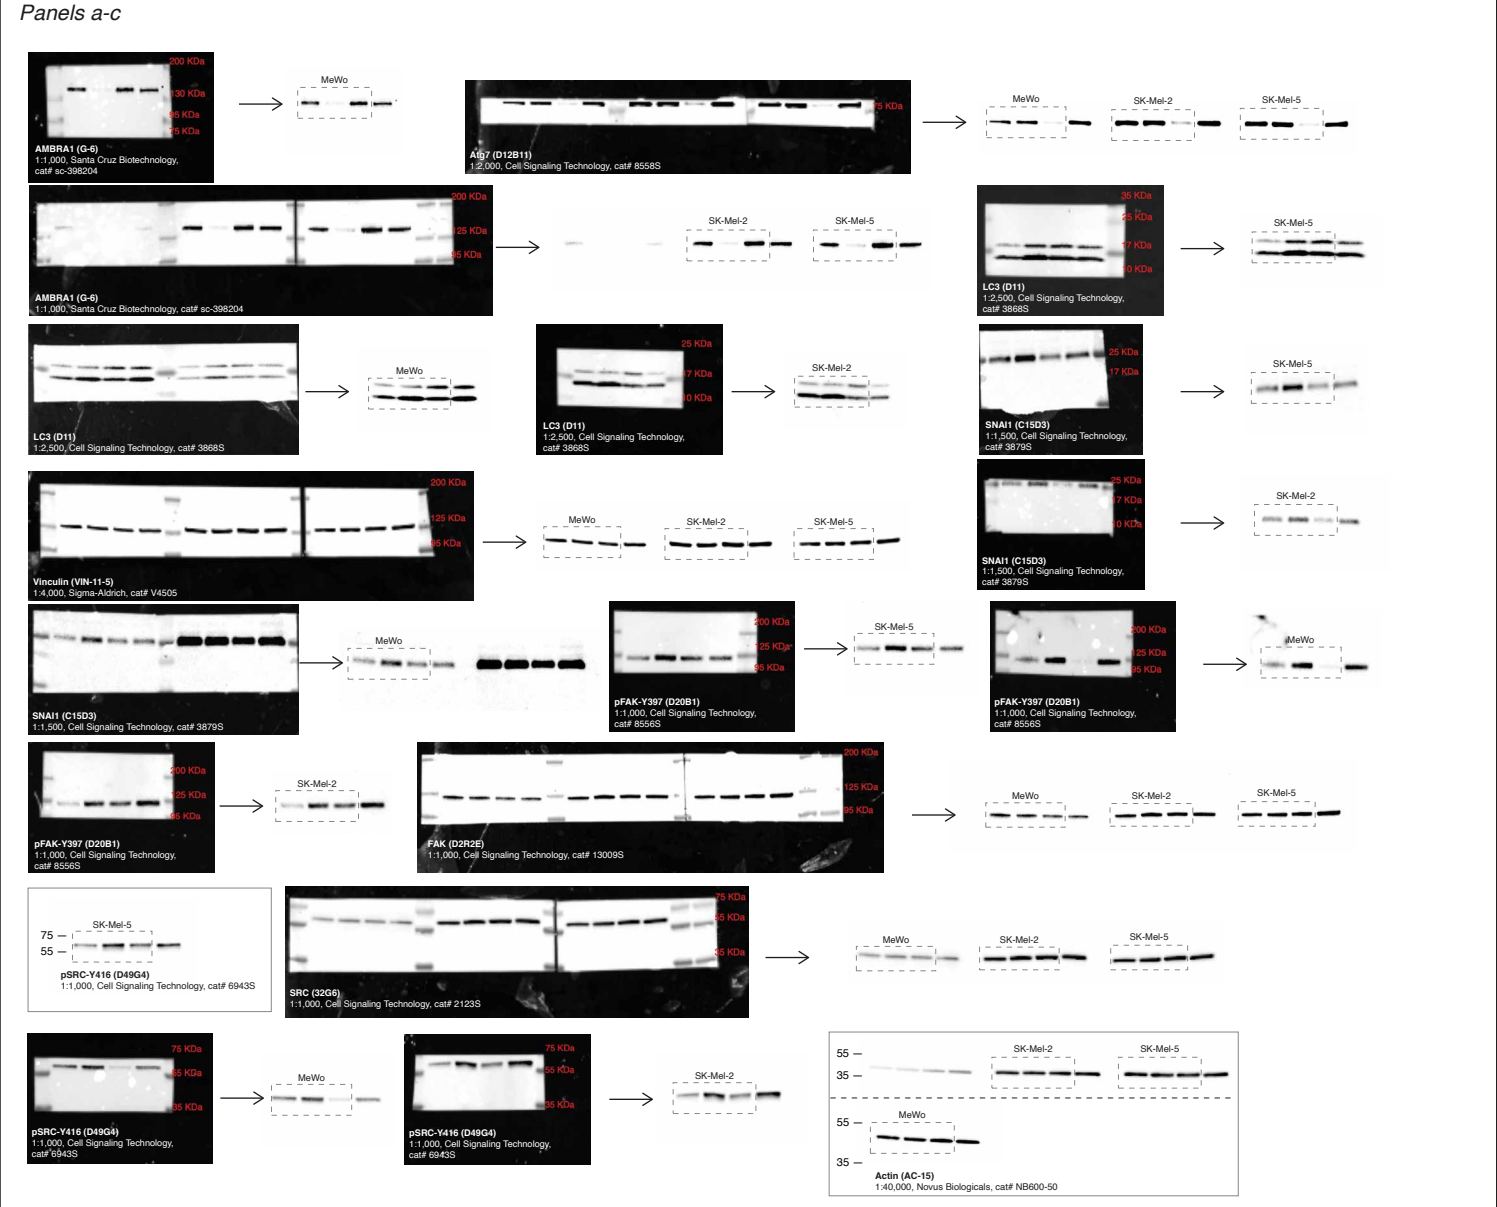

Figure S6

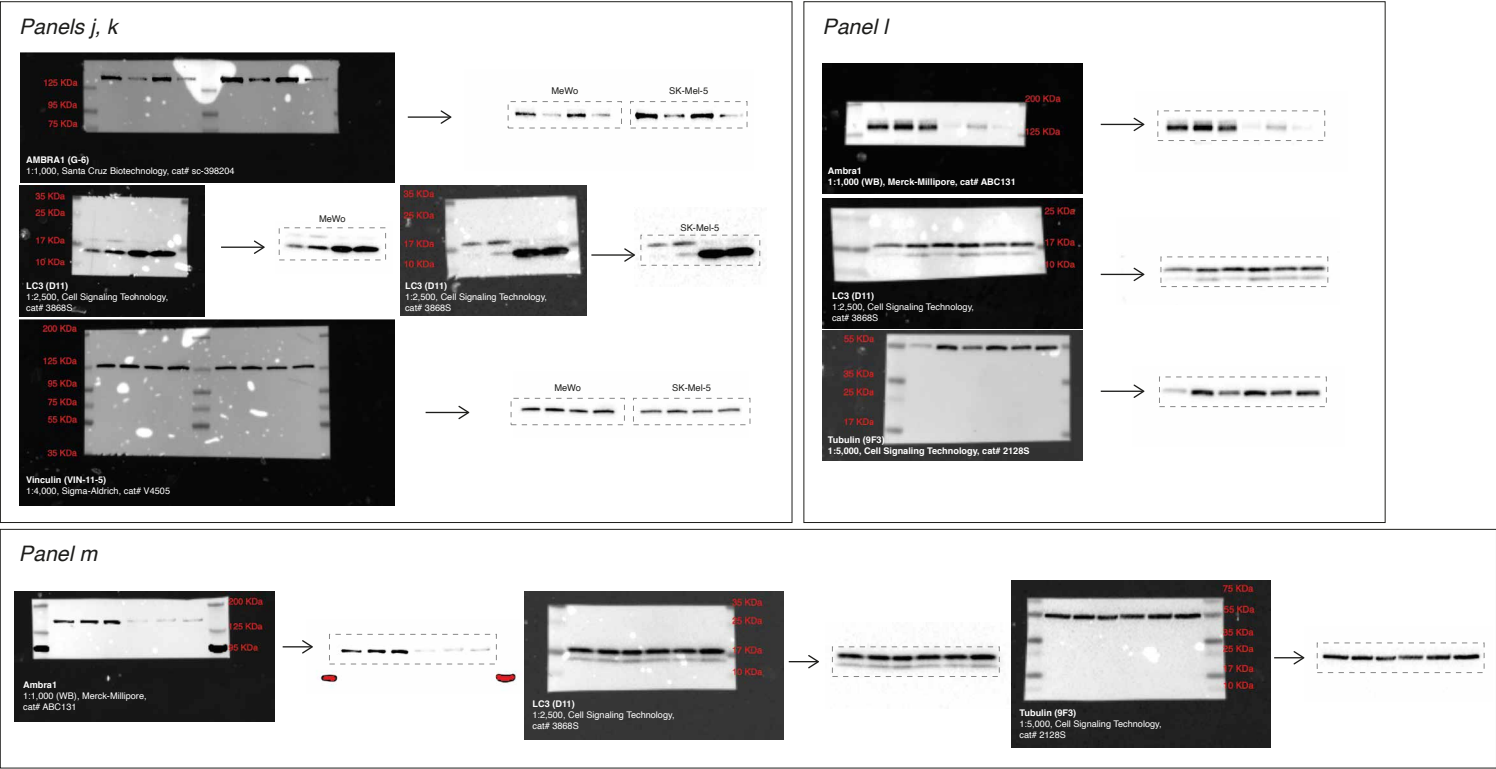

Figure S7

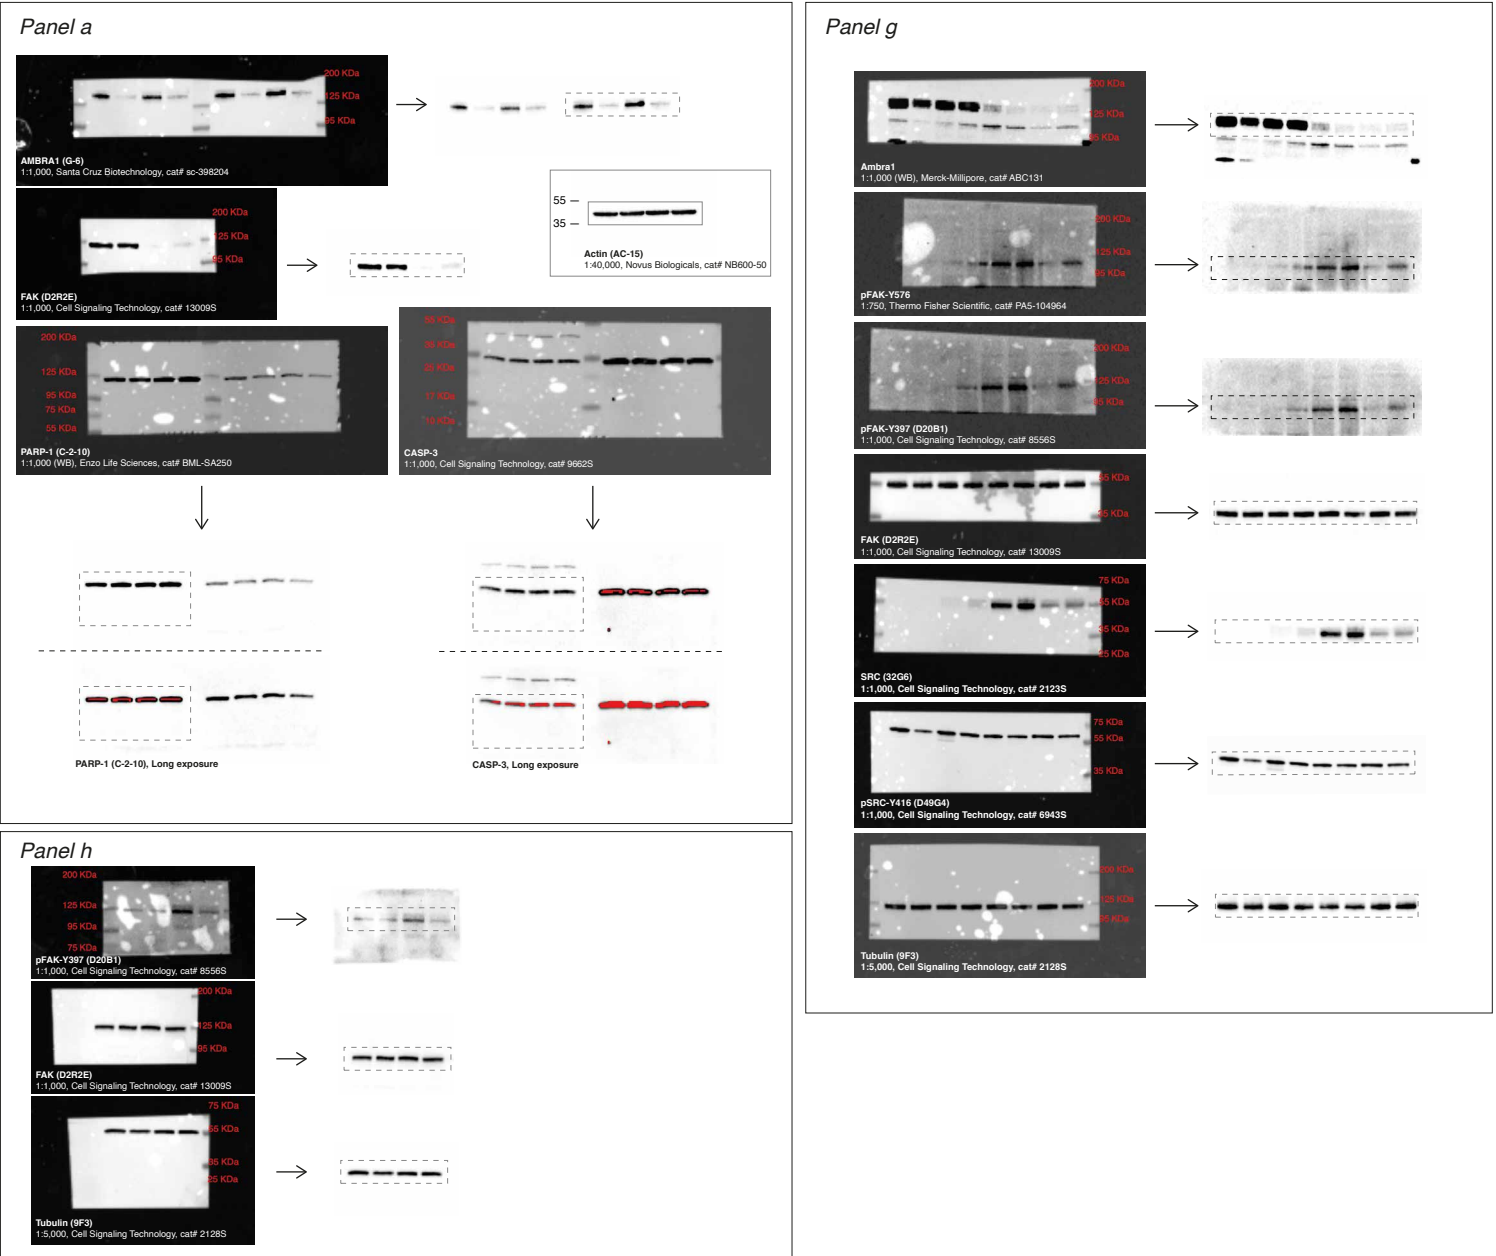

Figure S8

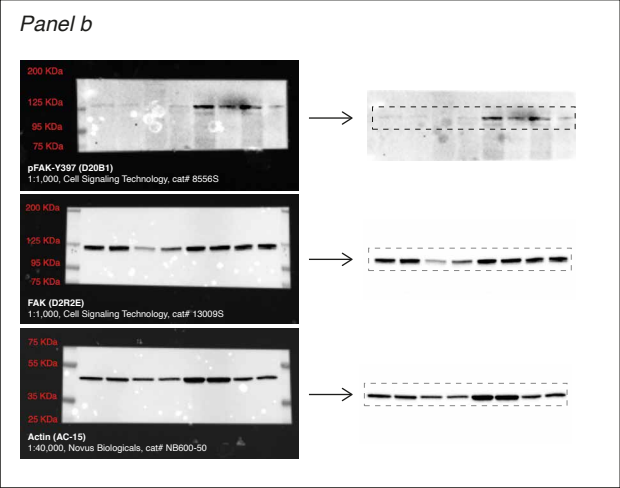

**Supplement:** Supplementary file 7 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

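Bulk RNA sequencing of melanomas from 3 BPA−/− and 3 BPA+/+ mice was analysed, with 1 library per tumor and each tumor from a different mouse. The 6 mice came from 1 litter and were treated and killed on the same days, so a replicate number in the sample labels marks no shared mouse, litter or day. The paper gives 42 days after 4-OHT and the sample labels 40 days. Each group held both sexes, and the sex-linked genes Xist and Ddx3y went with the labelled sex in 6 of 6 mice.

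By the paper's methods, the authors checked paired-end reads of 76 bp with FastQC 0.11.9, trimmed them with cutadapt, aligned them to mm10 with STAR 2.5.3a and counted them per gene with featureCounts 1.6.3. The submitters' processing notes name the same tools and build. The deposited values are raw counts per gene that the authors made this way, with no normalization. The study then compared the genotypes with DESeq2 and ran GSEA 4.0.3 on FPKM. The strand setting of the counting is not given in the sources used here, so reads of a gene and an overlapping antisense gene cannot be separated. The table has 110379 lines, 1 per transcript, and each line repeats the count of its gene. All lines of a symbol held equal counts (0 of 45808 symbols differed), so each count was taken once per symbol. The plan set in advance had been to sum the lines of a gene, which would have multiplied the counts. A symbol stood for more than 1 Ensembl gene in 214 cases.

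Total counts per library were 20126976, 18161529 and 18628641 in the libraries labelled BPA−/− and 21349502, 18555887 and 21892289 in those labelled BPA+/+. The 10 most abundant genes took 8.34% ± 1.11 (SD, n = 3) and 8.54% ± 1.29 (SD, n = 3) of counts in these groups. The chi-square per degree of freedom between libraries of a group ran from 28.5 to 147.2, so no library repeats another within sampling noise. The recovery of simulated changes was low at 2-fold where 200 genes changed. Far more genes were called in the real libraries, where the adjustment is less strict, so that recovery may not hold for them.

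Genes were tested in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood test, TMM scaling, filterByExpr with the genotypes as groups, Benjamini-Hochberg adjustment over the 15922 genes kept). A gene was counted in the totals at an adjusted p under 0.05 and a fold above 2, the study's thresholds, and among the members of a list at an adjusted p under 0.05 with no minimum fold. Lists with at least 3 tested genes were compared with the other genes by camera of limma 3.58.1 at a preset correlation of 0.01, adjusted over 37 lists. The lists were collagens, basement membrane, matrix glycoproteins, metalloproteinases, ADAMTS proteases, collagen-modifying enzymes, metalloproteinase inhibitors, integrins, focal adhesion, mesenchymal, epithelial, pigment cell, neural crest, Schwann cell and glia, axon guidance, protocadherin beta, proliferation, c-Myc targets, output of ERK signaling, autophagy and interferon-induced genes. Further lists held markers of keratinocytes, hair follicle, sebaceous gland, fibroblasts, endothelium, pericytes and smooth muscle, macrophages, neutrophils, T and NK cells, dendritic cells, B cells, mast cells, skeletal muscle, adipocytes and red blood cells, and mitochondrial, ribosomal and sex-linked genes. Gene positions and GC content came from an annotation of GRCm38, with GC over exons given for 44997 symbols. Intervals of list medians are 95% bootstrap intervals from 2000 draws of the genes of a list. These genes vary together and are not independent replicates, so the intervals hold no spread between mice.

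On simulated counts for 15846 genes, camera called 10 of 10 shifted lists and 0 of 10 unshifted lists. The simulated lists were random and their genes were drawn independently. The result therefore does not show how often camera makes false calls on lists of genes that vary together. A trend of 0.401 log2 per SD of GC that had been added to the libraries labelled BPA−/− fell to 0.006 after the GC correction.

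The genes to be named were set in advance by a rule: every gene that the paper's text or Fig. 3e names, the 10 largest rises and 10 largest falls among called genes with a fold above 2, separate groups and a mean of at least 5 CPM, and the 4 members of each list with the smallest adjusted p. The first 1997 genes of the study's own table, of which 17497 further lines were not used here, had been seen by then. So had the gene names of the study's upregulated processes. The rule and the gene lists are therefore not independent of these libraries. Which of these genes appear in the text, 17 further genes, and the members named only because a single alternative called them, were chosen after their values were seen.

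Alternatives set in advance were DESeq2 1.42.0, its size factors in edgeR, no composition scaling, no filter or at least 10 counts in every library, epidermal and hair genes left out, covariates for keratinocyte level and sex, the replicate number as a block, a correction for GC content (lowess, span 0.3, removed per library through offsets) with and without that block, each library left out in turn, camera with an estimated correlation, fry, and fgsea 1.28.0 on signal-to-noise ranks with 1000 gene set permutations. The GSEA of the study on its own gene sets was not repeated, since those sets were not used here.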

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

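The tests of a lower share of epidermis, of exchanged columns, of exchanged labels and of the removal of upper skin were chosen after the result was seen.

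Of 184 tested members of 6 lists of the matrix and of adhesion, 115 were higher, 10 lower and 59 not called by edgeR in the libraries labelled BPA−/−, with a median log2 fold change of 1.12 (95% bootstrap interval 0.98 to 1.27). The intervals here come from draws of a list's genes, so they hold no spread between mice. GC content bias as the whole cause is argued against, since 92 were higher (90 of them also before it) and 12 lower after the GC correction, with a median of 0.87 (0.75 to 0.98). A lower share of epidermis alone would raise the genes of every other cell type alike, but the medians of 5 lists of other cell types lay up to 2.07 apart, from endothelium at 0.85 (95% bootstrap interval 0.48 to 1.36) to skeletal muscle at −1.22 (−1.4 to −0.46). This gap was not tested against the spread between mice. The real grouping called 3410 genes past both thresholds and the highest other 0, so that 1 of 10 splits reached the real value, and 10 splits are too few for a share under 0.05. Genotype and a change in the make-up of the tumor piece stay open, since the mean keratinocyte level separates the genotypes as labelled. The paper reports heavier tumors in BPA−/− mice at 42 days (Fig. 1b). Tumor size therefore stays open too, since all tumors were taken on the same day and size was not tested here.

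Epidermal keratinocyte genes were lower in the libraries labelled BPA−/−, with a list median of −3.1, and this list stood out as outside the groups the paper discusses, which were set down after the values were seen. Krt1 and Krt10 of differentiated keratinocytes were at 112 ± 94.4 against 3533 ± 1400 CPM and at 212 ± 188 against 4988 ± 693 CPM (SD, n = 3 each), and Krt5 and Krt14 of basal keratinocytes at 856 ± 847 against 3758 ± 1970 CPM and at 570 ± 599 against 3212 ± 3150 CPM (SD, n = 3 each), of which Krt1 lost its call without BPA−/− replicate 3 (adjusted p = 0.0623 from edgeR) and Krt10 without BPA−/− replicate 3 (0.0715) or BPA+/+ replicate 3 (0.0531), while Krt5 and Krt14 passed without BPA−/− replicate 1 (0.00819 and 0.0301), and Krt5 also by DESeq2 (0.00401), with no filter (0.0416) and after the GC correction (0.0405). GC content bias is argued against by a median of −3.08 after the correction (−3.54 to −2.69 over draws of the list's genes). The medians of 4 basal genes (−2.37) and 5 differentiated genes (−4.88) lay 2.51 apart. An even loss of epidermal cells would lower both alike only if all these genes came from the epidermis. Hair is another source of keratins in skin, and 0 of 20 hair follicle genes were called (median 0.9). The gap therefore does not decide whether the loss was even. Cd207, a gene of the Langerhans cells of the epidermis, had a log2 fold change of −4.32, which removal of the upper skin to a different depth would also give. That removal and the genotype cannot be told apart for these genes, since the depth of removal per tumor piece is not given in the sources used here.

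Ambra1 counts were higher in the libraries labelled BPA−/−, with a log2 fold change of 0.58 (standard error 0.14). An exchange of the columns number for number is argued against, since sex-linked genes went with the labelled sex in 6 libraries. After the GC correction the log2 fold change was 0.26 (standard error 0.12, adjusted p = 0.135 from edgeR), above 0 by just over 2 standard errors, which argues against GC bias as the whole cause, but the call ended because the fold change became smaller, so the rise is not called after that correction. Against exchanged genotype labels, Cdh1 at −2.32, Zeb1 at 1.66, Snai1 at 1.62 and Fn1 at 1.56, and without a call Cdh2 at 0.79 and Vim at 0.58, ran the way of the paper's RT-qPCR with any 1 library left out, though Cdh1 lost its call without BPA−/− replicate 2 (adjusted p = 0.0503 from edgeR), BPA−/− replicate 3 (0.0669) or BPA+/+ replicate 3 (0.0542) and Fn1 without these (0.0611, 0.0768 and 0.0633) or BPA+/+ replicate 1 (0.0595), and Cdh2 (0.0181) and Vim (0.0328) gained one without BPA+/+ replicate 2. Keratinocytes also express Cdh1, so its fall is not separate from that of the keratinocyte genes. Ccnd1 rose too, at 1.15, with any 1 library left out. The paper's cyclin D1 blots measure protein, whose stability it links to Ambra1, so they do not predict a change of this RNA. Genotype labels exchanged with the sex kept still cannot be told apart from a higher count of the remaining exons or of other cells, because the value of 0.58 covers the whole gene and no counts per exon were used here.

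The lists in this paragraph stood out as outside the gene groups the paper discusses. Which lists count as outside was chosen after the values were seen, and the ERK list holds Ccnd1, the gene of cyclin D1, which the paper does discuss. Sebaceous gland genes had a median of −2.6, with 3 of 7 lower by edgeR (4 when adjusted over the list alone; camera adjusted p = 0.0144, adjusted p = 0.534 with an estimated correlation) a median of −3.94 without BPA−/− replicate 1, and 0 lower without BPA−/− replicate 3, BPA+/+ replicate 2 or BPA+/+ replicate 3. Output genes of ERK signaling had a median of 0.53, with 7 of 15 higher (7 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0199, adjusted p = 0.534 with an estimated correlation), 4 higher without BPA−/− replicate 2, 3 without BPA−/− replicate 3, and a camera adjusted p of 0.0958 after the GC correction, where Dusp5 and Fosl1 were lower, and 0.0544 without BPA+/+ replicate 1; Fosl1 was also lower without BPA−/− replicate 1 and by DESeq2, both genes being named after their values were seen. Endothelial genes had a median of 0.85, with 8 of 15 higher (9 when adjusted over the list alone; camera adjusted p = 0.00039, adjusted p = 0.534 with an estimated correlation) and a median of 0.51 after the GC correction. Genes of T and NK cells had a median of −1.9, as given beside the basement membrane genes. Skeletal muscle genes had a median of −1.22, with 1 of 13 lower (0 when adjusted over the list alone; camera adjusted p = 0.0385, adjusted p = 0.694 with an estimated correlation), 8 lower without BPA+/+ replicate 1, and a camera adjusted p of 0.0532, 0.0657 and 0.0619 without BPA−/− replicates 1, 2 and 3 and 0.174 and 0.0774 without BPA+/+ replicates 2 and 3. Adipocyte genes had a median of −1.03, with 4 of 11 lower (3 when adjusted over the list alone; camera adjusted p = 0.0145, adjusted p = 0.597 with an estimated correlation), 9 lower and a median of −1.68 without BPA−/− replicate 1, 2 lower without BPA−/− replicate 2, 0 without BPA−/− replicate 3, 2 without BPA+/+ replicate 2 and 0 without BPA+/+ replicate 3.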

How the results depend on the processing

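Every alternative in this part was set in advance. Of 130 named genes, 78 passed the threshold in every setting that gave them a value, apart from the keratinocyte covariate. By camera at the preset correlation, with TMM scaling, all libraries and no correction, 22 of 37 lists passed, and the lists that lost this call in an alternative are given with their values. No named gene or list with a call changed direction in a setting other than that covariate. Fits with a library left out have less power, so a lost call there does not by itself show that a result rests on that library. DESeq2's size factors in edgeR changed no call of a named gene or list, and leaving out epidermal and hair genes changed none of the 119 genes and 34 lists it left. At these totals and 3 libraries per group the test recovered 13% of 100 simulated 2-fold changes on 15846 genes, so a change of that size that was not called is not shown to be absent. Only 200 genes changed in that simulation, so the recovery may be higher in the real libraries, where the adjustment is less strict. The libraries left out one at a time gave 1140 to 2049 genes higher and 964 to 1944 lower and a log2 fold change of Ambra1 of 0.44 to 0.69. Over these settings the camera adjusted p ran from 0.00379 to 0.143 for basement membrane, 0.00754 to 0.0714 for metalloproteinase inhibitors, 9.45e-07 to 0.0852 for pigment cell, 0.0218 to 0.151 for axon guidance, 0.0324 to 0.272 for proliferation, 0.0018 to 0.0544 for output of ERK signaling, 0.000929 to 0.687 for hair follicle, 0.000294 to 0.0507 for fibroblasts, 0.0256 to 0.601 for pericytes and smooth muscle, 0.0101 to 0.141 for macrophages, 0.0453 to 0.323 for dendritic cells, 3.38e-06 to 0.174 for skeletal muscle, 0.0207 to 0.432 for mitochondrial and 0.0445 to 0.708 for ribosomal genes. The cause was not tested for any change named in this part.

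With the keratinocyte covariate edgeR called 0 genes higher and 0 lower (641 at an unadjusted p under 0.05), and of the named genes 112 lost their call and 11 reversed. Ambra1 had a log2 fold change of 0.1, and the genes whose sign changed without a call were Cdh1 at 0.22, Rab38 at 0.14, BC100530 at 2.58, Cd207 at 0.10, Col17a1 at 0.34, Lamc2 at 0.34, Mmp27 at 0.16, Fermt1 at 0.00, Itgae at 0.29, Krt1 at 1.12 and Krt10 at 1.05. The camera adjusted p was 0.011 for metalloproteinases, 0.234 for their inhibitors, 0.000228 for interferon-induced genes, 0.268 for keratinocytes, 0.0389 for macrophages and 0.000819 for mitochondrial genes. The epithelial (0.717) and pigment cell (0.278) lists changed direction without a call, and the sebaceous (0.0286) and adipocyte (0.0101) lists changed direction with a call.

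With an estimated correlation all 22 lists lost their camera call, with an adjusted p of 0.534 for 19 of them, 0.694 for pigment cell and skeletal muscle and 0.597 for adipocytes. No list passed in this form, so it does not set lists apart. By fry, which tests whether a list's genes move one way on balance and does not compare them with other genes, the adjusted p was 0.213 for pigment cell and skeletal muscle and 0.0814 for adipocytes, so these values do not bear on camera's comparison. By fgsea the inhibitors had 0.122, proliferation 0.0406, mitochondrial genes 0.0459 and ribosomal genes 0.0423. DESeq2 gave 0.0585 for pigment cell, 0.0584 for sebaceous gland, 0.0446 for macrophages and 0.00329 for ribosomal genes. At least 10 counts in every library gave 0.0518 for the inhibitors, no composition scaling gave 0.0476 for macrophages, and no filter gave 0.0454 for proliferation, 0.0383 for pericytes and smooth muscle and 0.00945 for macrophages.

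After the GC correction 1241 genes were higher, Ambra1 had a log2 fold change of 0.26, and the camera adjusted p was 0.115 for basement membrane, 0.0562 for pigment cell, 0.528 for axon guidance, 0.0421 for proliferation, 0.0958 for output of ERK signaling and 0.0161 for ribosomal genes. With the GC correction and the replicate block together 905 genes were higher, Ambra1 had 0.25, and these lists had 0.113, 0.0512, 0.676, 0.0381 and 0.111 in the same order up to output of ERK signaling. In this setting the higher members went from 22 to 10 in collagens, 19 to 10 in matrix glycoproteins, 11 to 7 in ADAMTS proteases, 16 to 7 in collagen-modifying enzymes, 10 to 5 in integrins, 22 to 10 in axon guidance, 12 to 7 in protocadherins and 8 to 5 in endothelium. Deviations from the genotype mean of libraries with the same number had correlations of −0.075, 0.096 and −0.379, and 1 of 6 libraries correlated best with its own number, so they share only a number. The replicate block alone called 1640 genes higher and 1313 lower, and its camera adjusted p was 0.0961 for basement membrane, axon guidance and skeletal muscle. DESeq2 called 7 skeletal muscle and 7 adipocyte genes lower, and at least 10 counts in every library left 36 lists and 114 named genes.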

Differences from the paper's values

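For the 82 genes of the text with a value in the part of the study's table used here, the first 1997 genes, no log2 fold change differed from the study's by more than the larger error. The paper shows the matrix and adhesion genes of Fig. 3e as upregulated, and by edgeR 32 of these 33 genes had an adjusted p under 0.05 and a fold above 2. The exception was Col9a2, with a log2 fold change of 2.32 (standard error 0.81, adjusted p = 0.0591 from edgeR). Among the alternatives set before the data were examined, it passed with DESeq2 (adjusted p = 0.00647), which calls all 33, with no composition scaling (0.0496), no filter (0.0463), the sex covariate (0.041), the replicate block (0.0324) and without BPA+/+ replicate 2 (0.0182). The paper's RT-qPCR of bulk tumors gives higher Cdh2 and Vim in BPA−/−; by edgeR here these had adjusted p values of 0.0891 and 0.0798, with log2 fold changes of 0.79 and 0.58 in the paper's direction. Both passed with the sex covariate (0.0305 and 0.0492) and without BPA+/+ replicate 2 (0.0181 and 0.0328), and Vim also passed with DESeq2 (0.0431) and after the GC correction (0.0466).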

Other observations

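The tests in this part were set in advance, whereas the genes given as examples were chosen after their values were seen. Over all 15922 tested genes, edgeR called 3294 higher and 3080 lower with no minimum fold. A count of list members near these shares does not set a list apart from the other genes.

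Genes of fibroblasts, some of which also stand in the matrix and mesenchymal lists, had 3 of 14 members higher by edgeR in the libraries labelled BPA−/− (3 when adjusted over the list alone), with a median of 0.62 (camera adjusted p = 0.0146; adjusted p = 0.534 with an estimated correlation). Their camera adjusted p was 0.0507 without BPA+/+ replicate 1, 10 were higher without BPA+/+ replicate 2, and Dpp4 was lower without BPA−/− replicate 1. Eng, an endothelial receptor of the TGF-beta family, and Pdgfrb, a receptor of pericytes, rose by 2.04 (standard error 0.32) and 1.94 (standard error 0.37) on the log2 scale. Of 10 genes of pericytes and smooth muscle, 4 were higher (4 when adjusted over the list alone; camera adjusted p = 0.113), with 2 after the GC correction or without BPA−/− replicate 2 or 3, 2 lower without BPA+/+ replicate 1, and a camera adjusted p of 0.0256 without BPA+/+ replicate 2. Of 14 macrophage genes, 5 were higher (3 when adjusted over the list alone; camera adjusted p = 0.0539), 1 after the GC correction, where Mafb was lower, 2 with the sex covariate, 2 without BPA+/+ replicate 3, where Cd163 was lower, and none without BPA−/− replicate 2, BPA−/− replicate 3 or BPA+/+ replicate 2; the list passed without BPA−/− replicate 1 (0.0271), BPA−/− replicate 2 (0.0247) or BPA+/+ replicate 1 (0.0101). Of 7 neutrophil genes, 2 were lower (2 when adjusted over the list alone; camera adjusted p = 0.367), and their median went from −3.08 over all libraries to −0.03, with 1 higher and 2 lower, without BPA+/+ replicate 1, and to 0.41 by DESeq2. Of 9 dendritic cell genes, 1 was higher and 2 lower (1 and 2 when adjusted over the list alone; camera adjusted p = 0.142), with 0 higher and 1 lower without BPA−/− replicate 2 or 3, 0 higher without BPA+/+ replicate 1 or 3, and a camera adjusted p of 0.0453 without BPA+/+ replicate 3. Of 2 B cell genes that passed the filter on low counts, too few for a list test, 1 was higher (2 when adjusted over the list alone, with no composition scaling, with at least 10 counts in every library, or without BPA−/− replicate 1 or BPA+/+ replicate 1). With no filter 4 of 6 were higher (camera adjusted p = 0.0113), and DESeq2 called 5 of 6 higher (camera adjusted p = 0.061). The genes added there had few reads, with counts of 20, 4 and 6 for Cd79a, 7, 1 and 6 for Ms4a1 and 14, 4 and 1 for Pax5 in the libraries labelled BPA−/− against 0, 0 and 1, 0, 0 and 0, and 0, 0 and 0, while Cd19 had 7, 2 and 2 against 9, 3 and 7. By edgeR 0 of 20 hair follicle genes (camera adjusted p = 0.164), 0 of 8 mast cell genes (0.475), 0 of 5 red blood cell genes (0.546) and 0 of 11 mitochondrial genes (0.171) were called. At an unadjusted p under 0.05 there were 2, 2, 0 and 0, all higher, and DESeq2 called 0, 2, 1 and 0, also higher. The medians of the last 3 lists changed sign, from 0.18 to −0.08 without BPA−/− replicate 2 and −0.13 without BPA+/+ replicate 3 in mast cells, from 1.05 to −0.42 without BPA−/− replicate 3 in red blood cells, and from −0.42 to 0.02 after the GC correction in mitochondrial genes, and the hair follicle median of 0.9 was 0.38 without BPA+/+ replicate 1 and 2.04 without BPA+/+ replicate 3. Leaving out a library or adding the sex covariate called 1 mast cell gene higher (without BPA+/+ replicate 1, and with the covariate), 2 mitochondrial genes lower (without BPA+/+ replicate 1), 1 hair follicle gene higher (without BPA+/+ replicate 3) and 1 lower (with the covariate), and 2 red blood cell genes higher (with the covariate). The hair follicle list passed camera without BPA−/− replicate 3 (0.0181) or BPA+/+ replicate 3 (0.000929) and the mitochondrial list without BPA+/+ replicate 1 (0.0207). The 1 tested sex-linked gene was not called by edgeR, nor at an unadjusted p under 0.05, and DESeq2 called 0 of 5.

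Of 24 genes of the cell cycle, 6 were higher by edgeR (3 when adjusted over the list alone; camera adjusted p = 0.0986), with 3 higher after the GC correction, 2 without BPA−/− replicate 2 or 3, and 3 without BPA+/+ replicate 2 or 3; the list passed after the GC correction (0.0421) and without BPA+/+ replicate 3 (0.0324). Mki67, the gene of the Ki67 antigen, had a log2 fold change of −0.18 (standard error 0.26, adjusted p = 0.604 from edgeR). Ccnd1, which encodes cyclin D1, rose from 408 ± 70.0 to 907 ± 207 CPM (SD, n = 3 each). The paper reports a lower share of Ki67-positive cells in BPA−/− at the same time point (Fig. 2a, b), no significant difference in that share between tumors of the same size (Fig. 2c, d), and more cyclin D1 protein (Fig. 2e–g). Spry1 and Spry2, feedback inhibitors of ERK signaling, rose by 1.39 (standard error 0.20) and 1.48 (standard error 0.22) on the log2 scale. Of 20 c-Myc targets, 3 were higher and 5 lower (3 and 5 when adjusted over the list alone; camera adjusted p = 0.367), with 1 and 1 without BPA−/− replicate 2, 2 and 1 without BPA−/− replicate 3, 5 and 6 without BPA+/+ replicate 1, 1 and 2 without BPA+/+ replicate 3, and none higher after the GC correction. Of 30 autophagy genes, 3 were higher and 6 lower (3 and 6 when adjusted over the list alone; camera adjusted p = 0.353), with 0 and 2 without BPA−/− replicate 2, 3 and 3 without BPA−/− replicate 3, and 1 higher after the GC correction. Of 15 interferon-induced genes, 4 were higher and 1 lower (4 and 1 when adjusted over the list alone; camera adjusted p = 0.23). Their median of 0.37 was 0.67, with 6 higher, without BPA+/+ replicate 1, 0.21 without BPA+/+ replicate 3, 0.24 without BPA−/− replicate 1 and 0.16 after the GC correction. Of 81 ribosomal protein genes, 4 were higher and 23 lower (2 and 20 when adjusted over the list alone; camera adjusted p = 0.113), with 15, 3 and 3 lower without BPA−/− replicates 1, 2 and 3, 13 lower without BPA+/+ replicate 3, 14 higher without BPA+/+ replicate 1, none higher without BPA−/− replicate 2, and 1 higher without BPA−/− replicate 1 or 3 or BPA+/+ replicate 2 or 3. After the GC correction 1 ribosomal gene was higher, and the list passed there (0.0161) and without BPA+/+ replicate 3 (0.0445).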
